# Sex-dimorphic neuroprotective effect of CD163 in an α-synuclein mouse model of Parkinson’s disease

**DOI:** 10.1038/s41531-023-00606-w

**Published:** 2023-12-13

**Authors:** Sara A. Ferreira, Conghui Li, Ida H. Klæstrup, Zagorka Vitic, Rikke K. Rasmussen, Asger Kirkegaard, Gitte U. Toft, Cristine Betzer, Pia Svendsen, Poul H. Jensen, Yonglun Luo, Anders Etzerodt, Søren K. Moestrup, Marina Romero-Ramos

**Keywords:** Parkinson's disease, Movement disorders

## Abstract

Alpha-synuclein (α-syn) aggregation and immune activation represent hallmark pathological events in Parkinson’s disease (PD). The PD-associated immune response encompasses both brain and peripheral immune cells, although little is known about the immune proteins relevant for such a response. We propose that the upregulation of CD163 observed in blood monocytes and in the responsive microglia in PD patients is a protective mechanism in the disease. To investigate this, we used the PD model based on intrastriatal injections of murine α-syn pre-formed fibrils in CD163 knockout (KO) mice and wild-type littermates. CD163KO females revealed an impaired and differential early immune response to α-syn pathology as revealed by immunohistochemical and transcriptomic analysis. After 6 months, CD163KO females showed an exacerbated immune response and α-syn pathology, which ultimately led to dopaminergic neurodegeneration of greater magnitude. These findings support a sex-dimorphic neuroprotective role for CD163 during α-syn-induced neurodegeneration.

## Introduction

Parkinson’s disease (PD) is a neurodegenerative disease classically characterized by the loss of dopaminergic neurons in the substantia nigra (SN) and the intraneuronal alpha-synuclein (α-syn) aggregation in Lewy bodies^1^. An immune response has been suggested to parallel, or even precede neurodegeneration in PD, influencing neuronal health^2^. Microgliosis and a marked pro-inflammatory profile are found in *postmortem* PD brains^3,4^ and in α-syn-based models^5–7^. This immune response involves not only brain-resident glia (microglia and astrocytes), but also entails peripheral innate and adaptive immune cells^2^. Interestingly, growing evidence support sex differences in the immune changes associated with PD that might have a significant relevance in the PD risk, presentation and progression^8–11^. However, little is known about what proteins might be involved in the differential immune response and/or which ones might exert a neuroprotective effect.

The scavenger receptor CD163 is considered a marker for anti-inflammatory macrophages. CD163 expression increases upon anti-inflammatory cytokine IL-10 or glucocorticoid exposure^12^, but also under certain inflammatory conditions, putatively as a protective mechanism^13^. Conversely, activation of pro-inflammatory receptors results in CD163 cleavage from the monocytes-membrane (producing soluble (s)CD163), thus associating membrane-bound CD163 loss with pro-inflammatory phenotypes^14^. CD163 uptakes the hemoglobin/haptoglobin complexes for lysosomal degradation^13^. CD163’s specific role in the immune system is still undefined, although studies of CD163 knockout (CD163KO) mice support an anti-inflammatory function^15,16^. Increased CD163+ cell numbers have been found in PD and Alzheimer’s disease (AD) *postmortem* brains^17,18^ and in the brain of PD models^19,20^. CD163 expression is lost during microglia development, hence absent in adult surveilling microglia^21–23^. Therefore, CD163 expression in the brain seems associated with infiltration or otherwise ectopic CD163 upregulation in microglia. Interestingly, recent single-cell (sc)RNA sequencing studies show that CD163 upregulation is associated with microglia response during AD and PD in humans^24,25^.

Our prior data supports a role for CD163-expressing cells in patients with PD and a sex-dimorphic behavior of the CD163 receptor^26^. Moreover, we have reported that a higher percentage of CD163 cells in the blood was associated with lower inflammation in the brain and better putaminal dopaminergic neurotransmission in REM sleep behavior disorder (RBD) patients, suggesting a protective function for the CD163 cells in prodromal stages of PD^27^. Lastly, we recently showed an increased number of CD163 cells and expression levels in the blood of PD patients^11^. We speculate that the observed increase in CD163 expression is part of a neuroprotective compensatory mechanism exerted by myeloid cells.

To investigate the significance of the CD163 receptor in the PD-like neurodegeneration, we analyzed α-syn neurotoxicity, pathology, and immune alterations in CD163KO mice by injecting recombinant α-syn pre-formed fibrils (PFF) into the striatum of these animals vs. wild-type (WT). In addition, we performed SMART-seq2 on microglia and macrophage populations in the brain to assess transcriptomic alterations upon CD163 deletion. We hypothesize that CD163 deficiency leads to impaired immune responses to α-syn PFF in a possible sex-dependent manner.

## Results

### Intrastriatal α-syn PFF induced long-lasting motor impairment in CD163KO males

To induce α-syn pathology, murine α-syn PFF, α-syn monomeric (MONO), or control phosphate-buffered saline (PBS) were unilaterally injected into the striatum (see Supplementary Fig. 1 for study design). Based on our prior observations regarding CD163 in humans with PD, we analyzed sexes separately^26^. To evaluate whether the genetic deletion of CD163 would lead to differential sensorimotor behavioral changes after α-syn PFF injection, mice were assessed with the challenging beam at 1 and 6 months’ post-injection (p.i.) (Fig. 1a–i and Supplementary Fig. 2). At 1 month, we observed a significant increase in the number of steps, errors, errors/step on frame 4 and total errors (the narrowest and most challenging frame), but no changes in time, in all α-syn-injected animals (males and females) when compared to their respective PBS- controls (Fig. 1a–f and Supplementary Fig. 2a, b). This suggests that not only fibrillar α-syn but also an excess of monomeric protein is sufficient to induce neuronal changes leading to motor deficits in mice. PFF-CD163KO males had significantly more errors and errors/step in frame 4 (vs. WT, PBS- and MONO-CD163KO males) (Fig. 1a, b) and more total errors (frames 2–4) (vs. PFF-WT and PBS-CD163KO males) (Fig. 1c). No changes in errors were found between different genotypes in the female groups (Fig. 1d–f). When comparing sexes, PFF-CD163KO males showed significantly more errors in frame 4 than PFF-CD163KO females (Table 1 and Fig. 1h), indicating a sex-specific role for CD163 in the early phenotypic response to α-syn induced pathology. When analyzing the temporal evolution in the motor performance, most of the readouts at 6 months remained similar to those at 1 month. PFF-CD163KO males still showed a greater number of total errors and total errors/ step than PFF-WT males after 6 months, though no differences between PFF and MONO-males were seen (Supplementary Fig. 2e). At 6 months, all PFF-injected females took longer to transverse frame 4 than at 1 month (two-way ANOVA genotype and time, *p* < 0.05), but no differences were seen among the female groups (Supplementary Fig. 2b, d, f).

**Fig. 1:**
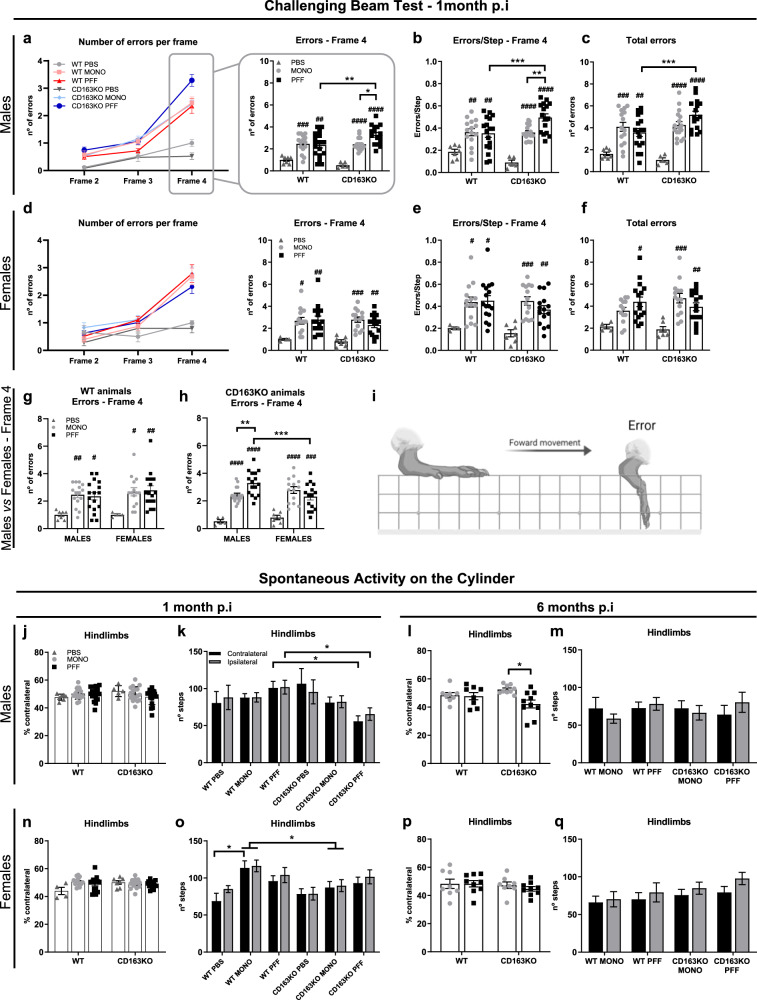
Assessment of motor performance on the Challenging Beam and the Cylinder tests. Top: line with average and bar graphs with individual points show number of errors per frame, number of errors and errors/step in Frame 4, and total number of errors (sum of frames 2–4,) in the Challenging Beam test, 1 month post-PBS and α-syn MONO/PFF unilateral injection in the Striatum of **a**–**c** males and **d**–**f** females. **g**, **h** Show error differences between males and females in WT and CD163KO animals. **i** Illustration representing the portrayal of an error during a forward movement (image created with BioRender.com). Bottom: bar graphs with/without individual points represent the contralateral hindlimb use (as percentage of total hindlimbs) and the number of hindlimb steps in the cylinder in **j**–**m** males and **n**–**q** females. Values are mean ± SEM (*n* = 4–7 (PBS group), 14–17 (MONO/PFF group) for behavior at 1 month; *n* = 8–10 for behavior at 6 months). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test. *P* values are given according to the number of symbols, e.g., *p < 0.05, **<0.01, ***<0.001, ****<0.0001. # different from the corresponding PBS control.

**Table 1:** Sex differences in the α-syn PFF-injected groups within genotypes.

	1 month p.i		6 months p.i	
	WT	CD163KO	WT	CD163KO
	M vs. F	M vs. F	M vs. F	M vs. F
CBT-errors frame 4	=	↑M	=	=
CT-Hindlimbs	=	↓M (both paws)	=	↓M (contra paw)
MJF14	=	=	=	↑F
pSer129	–	–	=	↑F
p62	=	↓F	=	↑F
CD68	=	↓F	=	=
IBA-1	–	–	=	=
GFAP	↑F amyg	↓F str	=	=
MHCII	↑M	↑M	=	=
CD4 (ipsi. str.)	=	↓F	=	↑F
CD8 (ipsi. str.)	=	↑M	=	↑F (*p* = 0.07)
TH	=	=	=	↓F

↑ or ↓ represents increased or decreased in one sex vs the other.

“=” no difference between sexes, “–” not performed.

*WT* wild type, *CD163KO* CD163 knockout, *p.i.* post-injection, *F* female, *M* male, *CBT* Challenging Beam Test, *CT* Cylinder Test, *ipsi* ipsilateral, *str* striatum, *amyg* amygdala, *TH* tyrosine hydroxylase.

Evaluation of the spontaneous activity in the cylinder (Fig. 1j–q) at 1 month showed a general decrease in hindlimbs use in PFF-CD163KO males (vs. PFF-WT males) (Fig. 1k). MONO-WT females had more hindlimbs steps (vs. PBS-WT and MONO-CD163KO females) suggesting certain motoric consequences after α-syn-MONO injection influenced by the CD163 absence in females (Fig. 1o). When comparing sexes, MONO-WT and PFF-CD163KO females had more hindlimbs steps (contralateral and ipsilateral) than MONO-WT and PFF-CD163KO males, respectively (Table 1 and Supplementary Fig. 3a–d). At 6 months, the total paw use was similar across groups; however, PFF-CD163KO males showed paw asymmetry by using the contralateral hindlimb significantly less than MONO-CD163KO (Fig. 1l). In conclusion, both MONO and PFF α-syn injections lead to motor alterations that appeared distinct and sex-dependent in CD163-deficient mice, but not in WT mice. Collectively, these observations suggest a sex dimorphism in the CD163 system response to α-syn neuronal pathology with CD163 deletion resulting in an enhanced motor phenotype in males that had more early motor defects and paw asymmetry in long term.

### CD163KO females display enhanced α-syn pathology

α-Syn pathology was analyzed using the MJF14 antibody, which preferentially binds aggregated α-syn^28–30^; and an anti-phosphorylated α-syn at Ser129 (pSer129) antibody, which is enriched in PD brains^31^ (Fig. 2a and Supplementary Fig. 4). At 1 month p.i, MJF14+ α-syn pathology was present in all PFF-groups in the ipsilateral hemisphere of all regions evaluated (striatum, piriform cortex, amygdala, thalamus and SN) and was mostly prevalent in neuropil-like structures (Supplementary Fig. 4a–d). No major MJF14+ pathology was seen in the contralateral hemisphere, except few structures in the cortex and amygdala (not shown). After 6 months, α-syn aggregation was increased in all regions and was seen in numerous cell-body-like structures (Fig. 2a). PFF-CD163KO females had significantly greater MJF14+ staining (vs. PFF-WT female Fig. 2b–d). pSer129 α-syn immunostaining revealed bilateral pathology in the striatum of all PFF-injected animals (vs. MONO) after 6 months (Supplementary Fig. 4e, f). pSer129 α-syn staining was substantially higher in PFF-CD163KO mice but particularly enriched in PFF-CD163KO females compared to all other groups and across all structures analyzed (Table 1, Fig. 2e–g and Supplementary Fig. 4e–j). Moreover, PFF-CD163KO females showed more pSer129 α-syn pathology in the contralateral hemisphere than PFF-WT females in all regions, and this was also true for PFF-CD163KO males in the amygdala (Supplementary Fig. 4e, g, i). No positive staining for any of the antibodies was found in PBS-injected mice and none or rare structures were found in α-syn MONO-injected animals (Supplementary Fig. 4k–n). Therefore, the absence of CD163 decreases the brain’s ability to avoid α-syn pathology resulting in more α-syn aggregation and Ser129 phosphorylation in both sexes but especially in females.

**Fig. 2:**
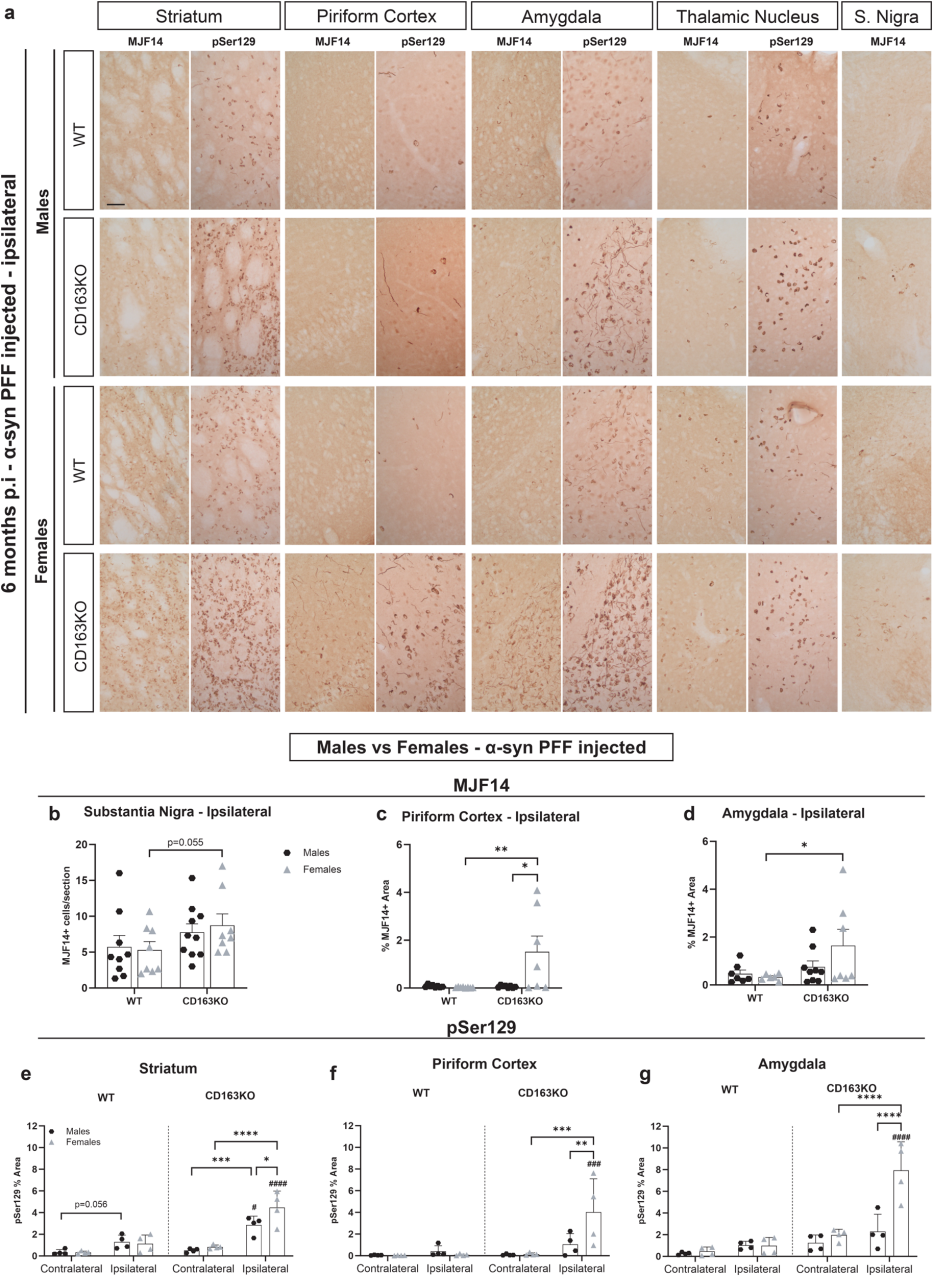
Aggregated and phosphorylated α-syn expression in the striatum and interconnected regions after α-syn PFF injection. **a** Representative images of MJF14 (left columns) and pSer129 α-syn immunostaining (right columns) in α-syn PFF animals 6 months p.i. **b** Bar graphs with individual points show the total number of cells per section in the SN, and the percentage of area covered by MJF14+ staining in the **c** ipsilateral piriform cortex and **d** ipsilateral amygdala, or pSer129+ staining in the **e** striatum, **f** piriform cortex and **g** amygdala, 6 months post-α-syn-PFF injection. Scale: 50 μm applies to all. Values are mean ± SEM (*n* = 4–10). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test. *P* values are given according to the number of symbols, e.g., *p < 0.05, **<0.01, ***<0.001, ****<0.0001. # different to the corresponding WT group.

### α-syn aggregation is associated with p62 accumulation

As α-syn aggregation has been associated with the accumulation of the autophagy-related protein p62/SQSTM1^32^, we performed immunohistochemistry against p62 (Fig. 3). We observed increased p62+ structures in the ipsilateral SN 1 month p.i. in all PFF-injected animals (vs. MONO). This was milder in PFF-CD163KO females, which had significantly fewer p62+ structures than CD163KO males and WT females (Table 1 and Fig. 3a, b). However, at 6 months, while p62+ structures in the SN decreased in most of the PFF-injected animals, this was not seen in the PFF-CD163KO females that tend to have higher p62 signal than WT females (*p* = 0.053) (Fig. 3d, e). Corroborating this delayed p62 accumulation PFF-CD163KO females showed significantly more p62 staining in the piriform cortex and amygdala (vs. CD163KO males and WT females) (Table 1 and Fig. 3g, h, j, k). Altogether, our data suggest that lacking CD163 results in a temporal delay of α-syn-induced p62 accumulation in females, but not in males.

**Fig. 3:**
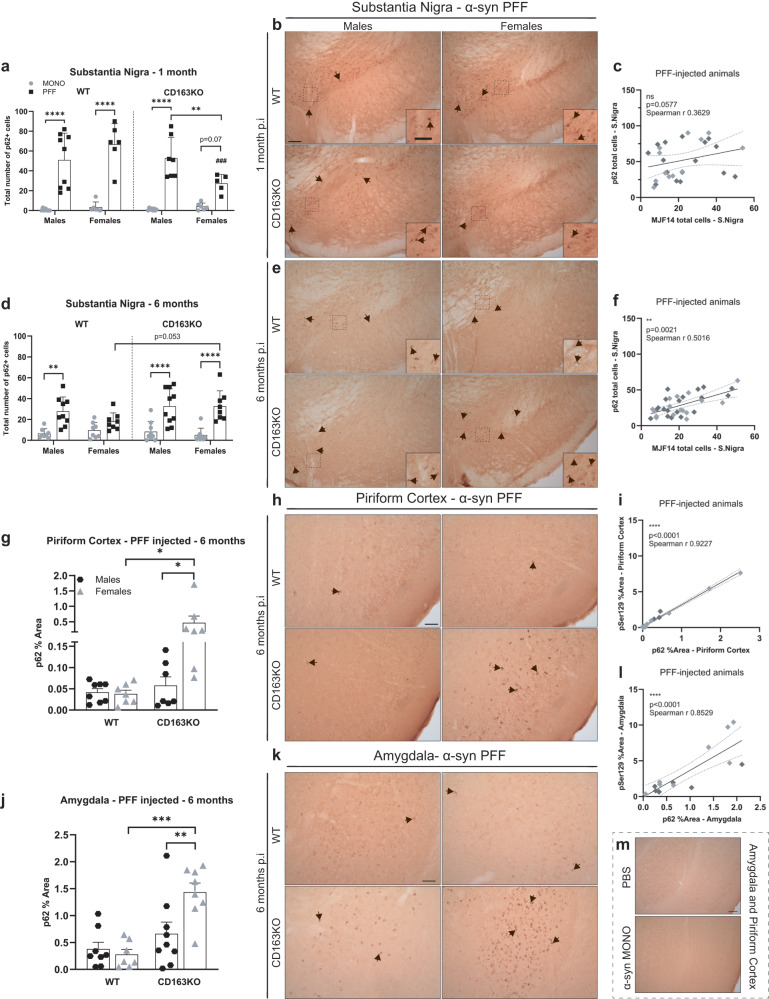
Differential expression of p62/SQSTM1 autophagy marker in the substantia nigra, piriform cortex and amygdala after α-syn PFF injection. Bar graphs with individual points illustrate the total number of p62+ cells in the SN at **a** 1 and **d** 6 months p.i. **b** Representative images of p62/SQSTM1 immunostaining in α-syn PFF animals at **b** 1- and **e** 6 months p.i. in the SN, **h** piriform cortex and **k** amygdala. **g** Bar graphs with individual points illustrate the percentage of area covered by p62+ staining 6 months after α-syn PFF-injection in WT/CD163KO males and females in the piriform cortex and **j** amygdala. The number of p62+ cells correlated to MJF14+ cells in the SN at **c** 1- and **f** 6 months p.i. The percentage of area covered by p62+ staining correlated to the one covered by pSer129+ staining **i** in the piriform cortex and **l** amygdala at 6 months p.i. in all α-syn PFF animals. In the correlation plots: light gray symbols represent females and dark gray males. **m** Representative images of p62/SQSTM1 immunostaining of amygdala and piriform cortex from PBS or α-syn MONO injected animals. Scale bar represents 100 and 50 μm in cropped images in (**b**, **e**) and 50 μm in (**h**, **k**). Values are mean ± SEM (*n* = 6–10). Statistics: Spearman two-tail *p* values (*<0.05, **<0.01, ***<0.001, ****<0.0001), Spearman *r* and best-fit slope with 95% confidence intervals are plotted. Two-way ANOVA followed by Sidak’s multiple comparison test. *p < 0.05, **<0.01, ***<0.001, ****<0.0001.

p62 accumulation was associated with α-syn pathology, since the number of p62-expressing cells moderately correlated with the MJF14+ cell numbers in the SN (at 1 and 6 months) and strongly with pSer129 pathology in the piriform cortex and amygdala at 6 months in PFF-injected animals (Fig. 3c, f, i, l). Indeed, confocal analysis of p62 and MJF14 in the different brain areas at 6 months revealed that some, but not all, p62 structures colocalized with aggregated α-syn (particularly cytoplasmic perinuclear aggregates of half-moon shape) (Supplementary Fig. 5). No p62 co-localization was seen with Iba1+ microglia (Supplementary Fig. 6i) or GFAP+ astrocytes (Supplementary Fig. 7h); and no p62+ aggregates were found in PBS and MONO-injected animals (Fig. 3m). However, confocal imaging confirmed the presence of p62+ structures in tyrosine hydroxylase (TH) + dopaminergic neurons in SN (Supplementary Fig. 8a, arrowheads). Notably, p62+ structures in the SN inversely correlated to the use of the contralateral hindlimb of CD163KO males in the cylinder at 6 months (Spearman *r* = –0.734, *p* = 0.0003), suggesting that dopaminergic autophagic changes partially contribute to the motor defects seen in CD163KO males.

### Microglial response to α-syn is influenced by the lack of CD163

To evaluate changes in the immune response due to CD163 deletion, we performed immunohistochemistry for different immune-relevant proteins. CD68 expression was used as an indirect measurement of immune phagocytic activity and analyzed in the striatum, piriform cortex, amygdala, and SN (Fig. 4a–r and Supplementary Fig. 6a–h). At 1 month, CD68 expression in PBS-injected animals was very low and similar across hemispheres and groups in all areas except in the ipsilateral SN, which was increased (Fig. 4d, i, n and Supplementary Fig. 6a). Thus, while the surgery itself was not sufficient to induce overt myeloid phagocytic activity in the brain, the immune cells in the SN had a higher sensibility to mild-innocuous changes in anatomically connected areas. In general, although not always significant, CD68 expression in MONO-injected brains was bilaterally higher than in PBS animals (Fig. 4d–r and Supplementary Fig. 6a–e). All MONO mice, irrespective of sex and genotype, showed significant ipsilateral CD68 upregulation in the striatum (Fig. 4e, h). Therefore, an excess of soluble α-syn is sufficient to induce phagocytic activity in myeloid cells in the brain.

**Fig. 4:**
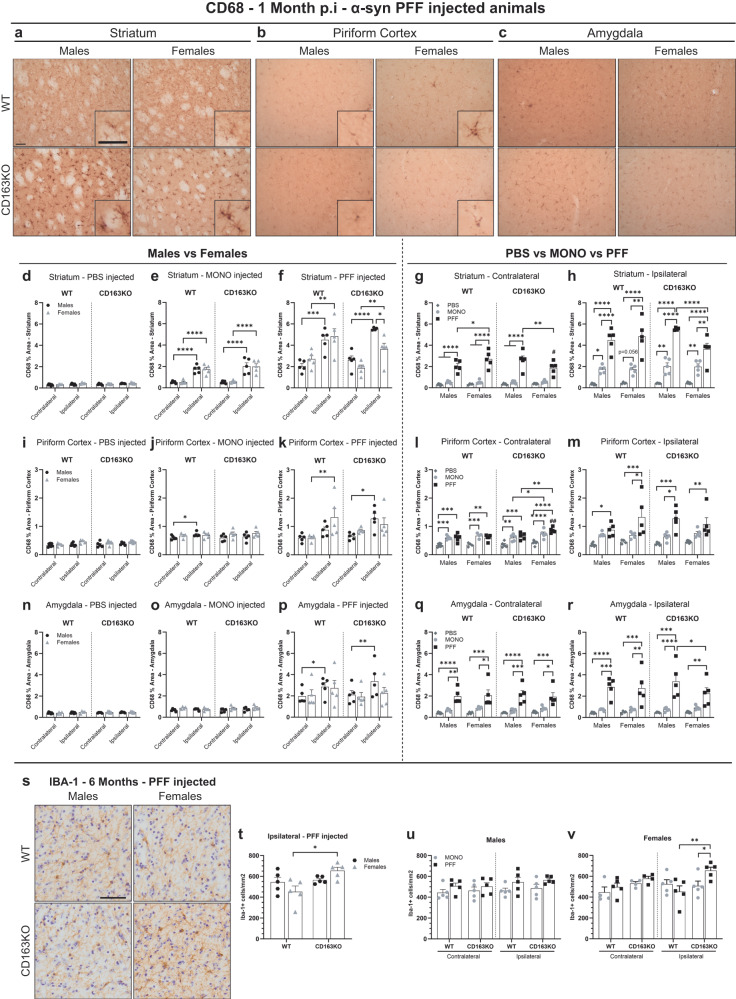
CD163KO females display dysfunctional microglial responses to α-syn PFF injection. **a** Representative images of CD68 immunostaining in α-syn PFF animals in the striatum, **b** piriform cortex and **c** amygdala at 1 month p.i. Scale: 50 μm applies to all. Bar graphs with individual points illustrate the percentage of area covered by CD68+ staining after PBS, α-syn MONO and PFF injection in the **d**–**h** striatum, **i**–**m** piriform cortex and **n**–**r** amygdala at 1 month p.i. **s** Representative ipsilateral images of Iba-1 immunostaining in α-syn PFF-injected animals 6 months p.i. Scale: 50 μm applies to all in (**s**). **t** Bar graphs with individual points show the number of Iba-1 positive cells per mm^2^ in the ipsilateral SN, 6 months after α-syn PFF injection. **u**–**v** and in the contralateral and ipsilateral SN, 6 months after α-syn MONO and PFF injection. Values are mean ± SEM (*n* = 5). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test, or **m** with Bonferroni corrections applied (i.e. *p < 0.0125). *P* values are given according to the number of symbols, e.g., *p < 0.05, **<0.01, ***<0.001, ****<0.0001. # different to the corresponding WT group.

PFF-animals showed robust bilateral CD68 upregulation in all areas examined (vs. PBS) (Fig. 4a–r and Supplementary Fig. 6c–e) that was higher than the one seen in MONO groups (Fig. 4g, h, m, q, r). CD68 upregulation was greater in the ipsilateral side (vs. contralateral) in all PFF-animals in the striatum (Fig. 4f), in the WT females and CD163KO males in the piriform cortex (Fig. 4k) and only in males in amygdala and SN (Fig. 4p and Supplementary Fig. 6c). This highlights the relevance of the sex in the phagocytic immune response to α-syn pathology, with an apparent higher sensibility in males. Notably, the CD68 upregulation at 1 month was significantly reduced in the ipsilateral striatum and amygdala of PFF-CD163KO females compared to CD163KO males (Table 1 and Fig. 4h, r). Interestingly, in the striatum, both PFF-CD163KO males and females showed CD68+ cells of bigger size and shorter ramifications, suggestive of a hypertrophic/phagocytic phenotype in mice lacking CD163 (Fig. 4a). Therefore, females lacking CD163 showed a reduced early CD68-phagocytic response to α-syn pathology. The CD68 phagocytic activity was associated with α-syn aggregation, as supported by the significant positive correlations between MJF14 pathology and CD68 expression in the piriform cortex (Spearman *r* = 0.7549, *p* = 0.0007) and amygdala (*r* = 0.679, *p* = 0.001) at 1 month p.i.

At 6 months, striatal CD68 expression in PFF-injected animals decreased to those observed in the MONO groups (Supplementary Fig. 6f). At this time-point, quantification of Iba1+ microglia in SN (Fig. 4s–v) showed an ipsilateral microglia proliferation in PFF-CD163KO females (vs. ipsilateral in PFF-WT and MONO-CD163KO females, Fig. 4s, t, v). No significant differences in the number of Iba1+ microglia were found in the SN of the male groups or WT females (vs. MONO Fig. 4u, v). However, confirming a microglia response to neuronal α-syn pathology the percentage of homeostatic-surveilling Iba-1+ (Type A) was decreased in the ipsilateral side of these groups in favor to the more ramified and hypertrophic profiles (vs. contralateral, Supplementary Fig. 6j). Altogether, our observations suggest that CD163 promotes the early myeloid phagocytic response to α-syn neuronal pathology, and its absence in females results in a microglia proliferation in long term.

### Differential astroglial responses in α-syn PFF-injected CD163KO females

Due to the relevant role of astrocytes in the CNS immune response^33^, we evaluated the GFAP expression in the different brain areas (Fig. 5 and Supplementary Fig. 7a–e). At 1 month, we found increased area covered by GFAP staining in the ipsilateral striatum of all PBS mice (vs. contralateral) (Fig. 5d), in the piriform cortex of CD163KO females (Fig. 5i) and in WT males and in all females in the amygdala (Fig. 5n). This suggests an early response of astrocytes to the surgery that appeared more relevant in females. In the α-syn MONO groups, we found increased GFAP expression in the ipsilateral striatum and SN in all mice (Fig. 5e and Supplementary Fig. 7b), in piriform cortex of WT (Fig. 5j) and only in females in the amygdala (Fig. 5o). Interestingly, MONO-CD163KO females showed higher GFAP expression than MONO-CD163KO males in the piriform cortex and amygdala (Fig. 5l, m, o, q). This again suggests an astroglia response to monomeric α-syn that is stronger in females.

**Fig. 5:**
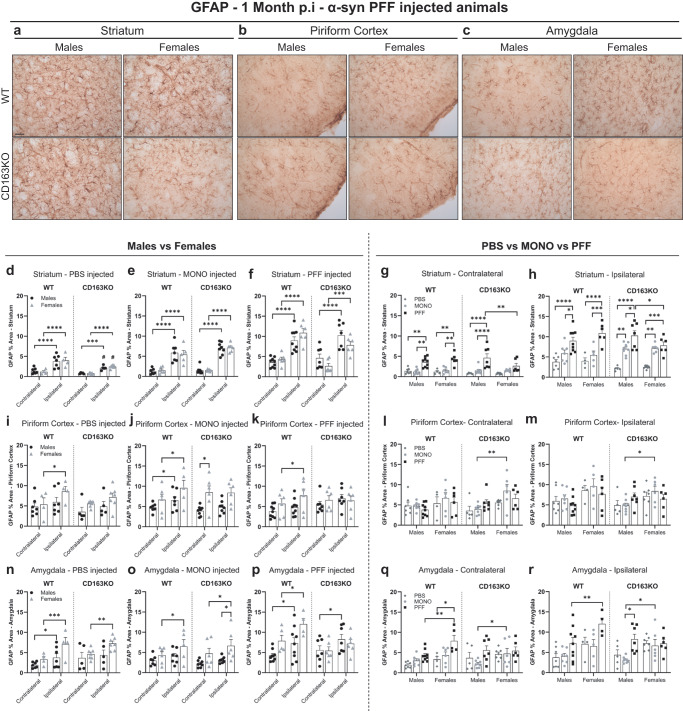
CD163KO females display dysfunctional astrocytic responses to α-syn PFF injection. **a** Representative images of GFAP immunostaining in α-syn PFF animals in the striatum, **b** piriform cortex and **c** amygdala at 1 month p.i. Scale: 50 μm applies to all. Bar graphs with individual points illustrate the percentage of area covered by GFAP+ staining after PBS, α-syn MONO and PFF injection in the **d**–**h** striatum, **i**–**m** piriform cortex and **n**–**r** amygdala at 1 month p.i. Values are mean ± SEM (*n* = 5–10). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test. *P* values are given according to the number of symbols, e.g., *p < 0.05, **<0.01, ***<0.001, ****<0.0001. # different to the corresponding WT group.

At 1 month p.i. all PFF-mice showed ipsilateral (vs. contralateral) GFAP upregulation in the striatum and SN (Fig. 5f and Supplementary Fig. 7c), and in the amygdala except in CD163KO females (Fig. 5p). While only WT females showed ipsilateral GFAP upregulation in the piriform cortex (Fig. 5k). Notably, PFF-CD163KO females revealed lower levels of GFAP expression compared to CD163KO males in the ipsilateral striatum (Fig. 5h). The contralateral striatum of all PFF-animals, except the CD163KO females, also showed GFAP upregulation (vs. PBS and MONO), although to a lower extent than in the ipsilateral side (Fig. 5g). This bilateral GFAP upregulation was particularly seen in the amygdala of WT females, which was higher than in PFF-WT males (Table 1 and Fig. 5q-r). These observations highlight not only the sex relevance, with a stronger GFAP response in females, but also the anatomical differences in the astrocytic response to α-syn pathology. At 6 months p.i., GFAP expression levels in striatum and SN were similar between MONO and PFF animals and across hemispheres (Supplementary Fig. 7f, g). In conclusion, our results suggest that CD163 deletion leads to a damped astrocytic response to α-syn pathology in females early in the degenerative process in the model.

### Robust MHCII upregulation in α-syn PFF-injected males

Expression of major histocompatibility complex II (MHCII) is a widely used marker of responsive microglia, and has been associated with α-syn pathology in PD models^5^ and in *postmortem* human PD brains^3^. As this model shows progressive bilateral α-syn pathology, both hemispheres were analyzed. Here, we found that MHCII expression—rarely found in microglia of the healthy brain (as confirmed in the PBS-injected animals (Fig. 6h))—was upregulated early in those regions with MJF14/pSer129+ α-syn pathology (Fig. 6a). In most brain regions, MHCII+ cells exhibited a ramified morphology (likely microglia), however, in the piriform cortex, we only observed numerous rod-shape MHCII+ cells, resembling perivascular macrophages (Fig. 6a). At 1 month, we observed substantially more MHCII+ ramified cells in the ipsilateral SN of all PFF-males (vs. contralateral), but mainly in PFF-CD163KO males that had higher MHCII expression than MONO-CD163KO males (Fig. 6b). Interestingly, fewer cells expressed MHCII in the female groups, and only the PFF-CD163KO females tend to show an ipsilateral MHCII upregulation (*p* = 0.06) (Fig. 6b). The robust ipsilateral MHCII upregulation in the CD163KO males, was also seen in the striatum, where MHCII expression was significantly higher than its contralateral (Fig. 6c), than MONO-CD163KO males and PFF-CD163KO females, which showed low levels of MHCII expression (Table 1 and Fig. 6d). After 6 months MHCII-expressing cells were rare in the SN of all animals (Fig. 6e). In the ipsilateral striatum, despite the very low number of MHCII+ cells, PFF-CD163KO females showed significantly more MHCII+ ramified cells than PFF-WT females (Fig. 6f). No differences were found in the ipsilateral amygdala (Fig. 6g). Therefore, males, predominantly CD163KO, respond strongly to α-syn pathology by upregulating MHCII early, while females do not. However, the absence of CD163 in females resulted in a late MHCII+ upregulation. This suggests that CD163 downmodulates the antigen presentation response to α-syn neuronal pathology, with CD163 in males dampening the early MHCII upregulation, while in females, CD163 prevents the long-term MHCII response.

**Fig. 6:**
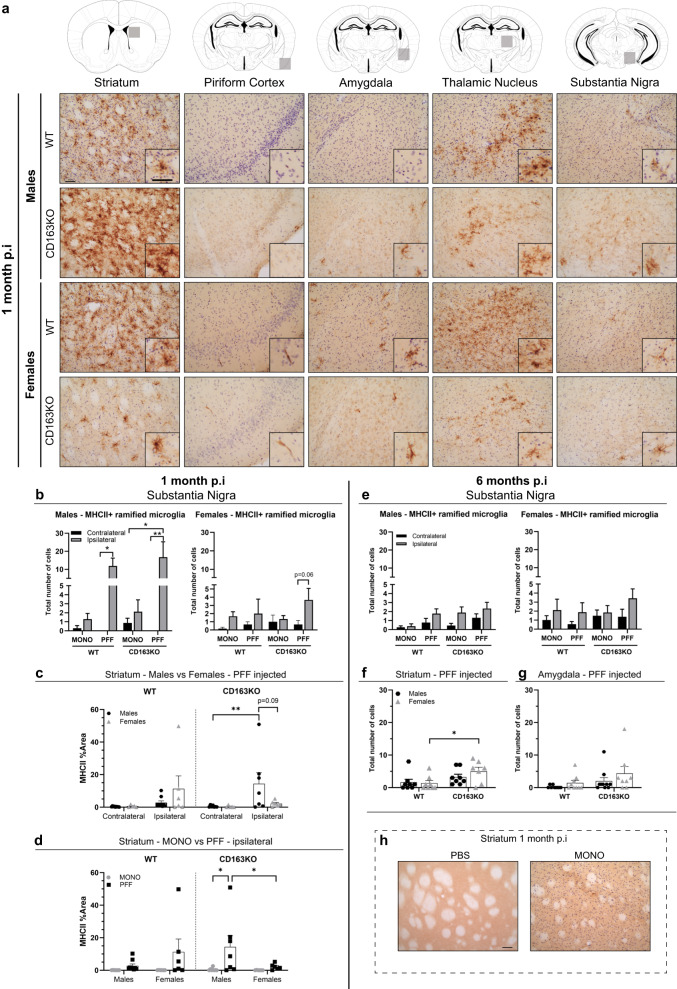
Expression of MHCII in the striatum and interconnected brain regions after α-syn PFF injection. **a** Representative images of MHCII immunostaining in α-syn PFF animals 1 month p.i. Areas marked by gray squares in the atlas sections above represent areas photographed. Bar graphs illustrate the number of MHCII+ cells in the SN at **b** 1 and **e** 6 months p.i. **c**, **d** Bar graphs with individual points show the percentage of area covered by MHCII in the striatum of at 1 month p.i. **f** Bar graph with individual points show the number of MHCII+ cells in the striatum and **g** amygdala at 6 months p.i. **h** Representative images of MHCII immunostaining in PBS and α-syn MONO-injected animals. Scale bar: 50 μm applies to all. Values are mean ± SEM (*n* = 6–10). Statistics: **c** Kruskal–Wallis test; **b**, **d**, **e** two-way ANOVA followed by Sidak’s multiple comparison test. *p < 0.05, **p < 0.01.

### α-syn PFF CD163KO mice show a sex-dimorphic T cell response

α-Syn aggregates and pathology have been shown to lead to MHC system upregulation that in turn will activate T cells^34,35^. In addition, since both CD4 and CD8 T cells have been observed in *postmortem* PD brains, we wondered if CD163 deletion would enhance T-cell brain infiltration in the striatum (Fig. 7). Interestingly, at 1 month p.i, we observed a bilateral CD4 T helper cell infiltration in MONO-WT animals, although significantly higher in the ipsilateral side (Fig. 7b, d, e). Yet, this was not seen in MONO-CD163KO animals (Fig. 7b, d). We also found low, although significant, ipsilateral CD8 T cell infiltration in MONO- WT females and CD163KO males (Fig. 7f).

**Fig. 7:**
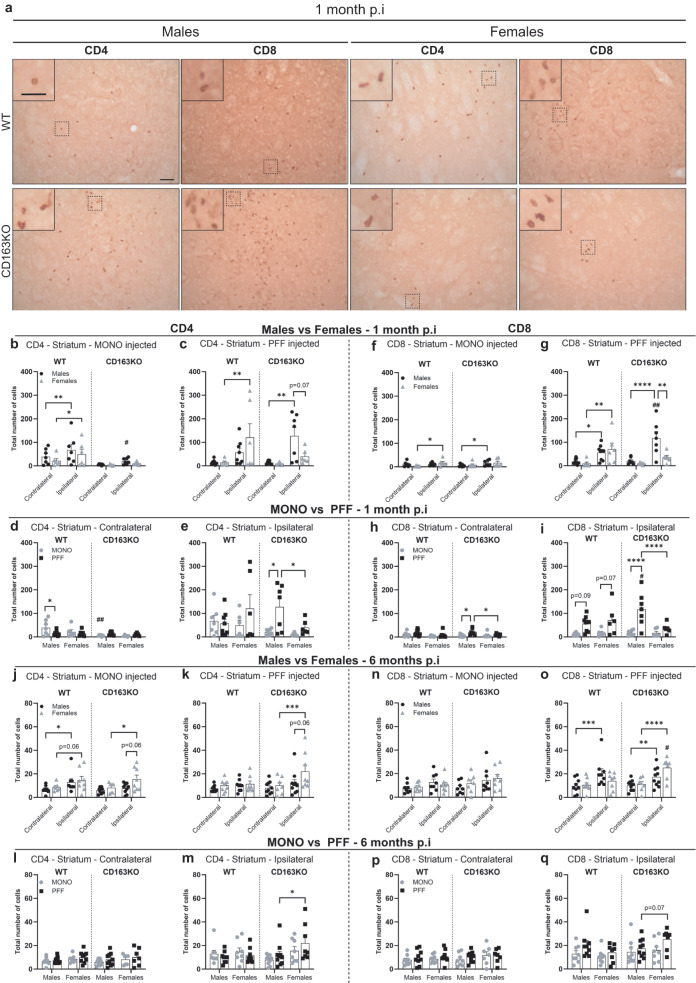
CD4-T and CD8-T cell infiltration in the Striatum after α-syn PFF injection. **a** Representative images of CD4 and CD8 immunostaining in α-syn PFF animals at 1 month p.i. Scale bars represent 50 and 25 μm for cropped images. Bar graphs with individual points show the total number of **b**–**e**, **j**–**m** CD4+ and **f**–**I**, **n**–**q** CD8+ cells after α-syn MONO and PFF injection at **b**–**i** 1 month and **j**–**q** 6 months p.i. Values are mean ± SEM (*n* = 6–10). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test. *P* values are given according to the number of symbols, e.g., *p < 0.05, **<0.01, ***<0.001, ****<0.0001. # different to the corresponding WT group.

At 1 month, α-syn PFF-mice showed significant CD4 T cells infiltration in the ipsilateral striatum in WT females and CD163KO males (vs. contralateral), but not PFF-CD163KO females, which had significantly fewer CD4 T cells than CD163KO males (Table 1 and Fig. 7c, e). Similarly, all α-syn PFF mice except CD163KO females showed significant CD8 T-cell infiltration in the ipsilateral striatum. Notably, CD8 T cell infiltration was enhanced in CD163KO males, which also showed significant, although lower, contralateral CD8 T cell infiltration (vs. MONO, Fig. 7f–i). Therefore, MONO α-syn WT mice showed a prompt bilateral CD4 T cell infiltration that was absent in CD163KO, while all PFF α-syn mice had ipsilateral CD4 and CD8 T cell infiltration, though of higher magnitude in CD163KO males and lower in CD163KO females.

After 6 months, despite the overall decrease in T cell numbers, all α-syn MONO mice, except CD163KO males, showed an ipsilateral infiltration of CD4 T cells in striatum (vs. contralateral) (Fig. 7j). Hence, the absence of CD163 avoided the short and long term CD4-T-cell infiltration induced by an excess of monomeric α-syn. However, in the α-syn PFF-mice, only CD163KO females had significantly more CD4 in the ipsilateral striatum than its contralateral and PFF-CD163KO males (Fig. 7k, m). At 6 months, CD8 infiltration was observed in the ipsilateral striatum of all PFF-males but also in CD163KO females, which showed more CD8+ cells than WT females and a similar trend vs. CD163KO males (*p* = 0.07) (Fig. 7o, q). Thus, PFF induced α-syn pathology in the absence of CD163 resulted in a long-term CD4 and CD8 T-cell infiltration in females, which was otherwise absent in WT females. In conclusion, CD163 modulates the innate immune responses and in turn adaptive immune responses to neuronal α-syn aggregation, by avoiding long-term T-cell infiltration in females.

### α-syn PFF-CD163KO females showed greater long-term dopaminergic loss

Given our observations on the alteration of α-syn pathology and sex-specific dysfunctional immune responses in CD163KO, we assessed whether such events led to distinct dopaminergic neurodegeneration (Fig. 8). Densitometry analysis of striatal TH+ fibers revealed an 18–21% decrease in the ipsilateral side in all α-syn PFF groups at 1 month (vs. PBS and MONO) (Fig. 8a, b), which remained after 6 months, in α-syn PFF males (Fig. 8c, d). However, PFF-CD163KO females showed a further reduction to 44%, resulting on significantly lower axonal TH-density than MONO-CD163KO, PFF-WT females and PFF-CD163KO males (Table 1 and Fig. 8e, f, h). No rostro/caudal pattern of dopaminergic denervation was seen (Fig. 8d, f).

**Fig. 8:**
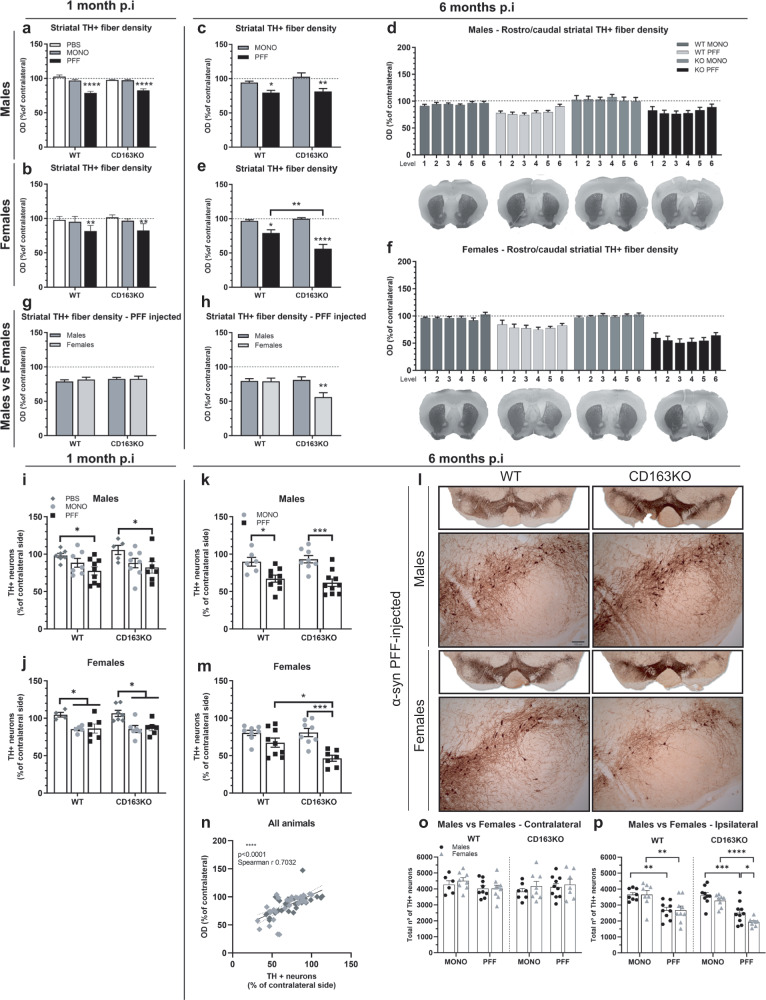
Striatal axonal density and stereological quantification of TH+ cell bodies in the substantia nigra. **a**–**h** Bar graphs illustrate the semi-quantitative measurement of TH+ axonal fiber density expressed as the percentage of the contralateral striatal side, post-PBS, α-syn MONO and PFF injection in the striatum. Average values of the 6 rostro-caudal striatal levels quantified are shown in **a** males and **b** females at 1 month p.i. Average and separate values of the 6 rostro-caudal striatal levels quantified are shown in **c**, **d** for males and **e**, **f** females at 6 months p.i, together with representative photos of one section at striatal level 0.38 from bregma in each group. Average values of the 6 rostro-caudal striatal levels quantified in α-syn PFF-injected animals are shown at **g** 1 month p.i and **b** 6 months p.i. **l** Low magnification photos show representative nigral sections immunostained for TH and higher magnification photos show the ipsilateral SN from WT and CD163KO male and female mice after α-syn PFF injection. **i**–**p** Stereological quantification of TH+ neurons in SN **i**–**j**, **k**, **m** as percentage of contralateral or **o**–**p** total number of neurons. Bar graphs with individual points illustrate the average number of surviving TH+ neurons in PBS, α-syn MONO and PFF-injected WT and CD163KO males and females at **i, j** 1 and **k**, **m** and α-syn MONO and PFF-injected animals at 6 months p.i; **n** correlation between the striatal TH+ axonal density and the number of TH + SN neurons (light gray symbols represent female and dark gray males). **o** Quantification of total number of TH+ neurons in the contralateral SN and in **n** ipsilateral SN. Scale bar for lower magnification photos represents 12.5 mm, and in higher magnification photos 100 μm as shown in (**l**). Values are mean ± SEM (*n* = 4–10). Statistics: two-way ANOVA followed by Sidak’s multiple comparison test. *p < 0.05, **<0.01, ***<0.001, ****<0.0001.

Stereological quantification of SN TH+ cell bodies showed a decrease of TH+ neurons (as % of contralateral) in PFF-injected males and females (vs. PBS) but also MONO-injected females (Fig. 8i, j). However, after 6 months, PFF-WT and PFF-CD163KO males showed a 33% and 38% loss of dopaminergic neurons, respectively, in the ipsilateral SN (vs. MONO) (Fig. 8k). Notably, PFF-CD163KO females showed the biggest ipsilateral loss of dopaminergic neurons (54%) compared to MONO-CD163KO and PFF-WT females (Fig. 8m, l). No difference in the total TH+ numbers in the contralateral SN was seen (Fig. 8o); however, we found significant neuronal loss in the ipsilateral SN of all PFF-injected animals after 6 months. This was particularly enhanced in PFF-CD163KO females, which showed significantly fewer surviving neurons compared to MONO-CD163KO females, and PFF-CD163KO males (Table 1 and Fig. 8p). As expected, the striatal axonal TH+ density correlated significantly to the TH+ neuronal number in the SN (Fig. 8n). Moreover, the number of p62+ cells negatively correlated with the percentage of surviving TH+ neurons in SN of PFF animals (Supplementary Fig. 8b–h). This correlation was stronger in males (Supplementary Fig. 8c) and particularly driven by CD163 deletion (Supplementary Fig. 8e), suggesting that p62 accumulation is a significant factor in driving neurodegeneration and motor phenotype in CD163-deficient males. These findings suggest a neuroprotective role for the CD163 receptor in the progressive immune process triggered by neuronal α-syn aggregation in females.

### CD163 deletion alters the gene expression profile of macrophages and microglia after α-syn PFF injection

Based on the literature at 2 months p.i, the immune response related to the α-syn injection in the model has been resolved, α-syn pathology is significant, but no TH neuronal loss has occurred^36,37^. Therefore, to understand the impact of CD163 absence on the early immune response to α-syn neuronal pathology before cell death, we conducted SMART-seq2 at 2 months p.i. in the females (see Supplementary Fig. 9 for experiment design). 

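SMART-seq2 copies full-length mRNA from small amounts of RNA. For each combination of sex, genotype and injected α-syn, 1 table of expression values per population was analysed here, which gives 8 libraries of macrophages and 8 of microglia, taken 2 months p.i. The methods state that triplicates were sequenced, and the paper's text does not name whether a table holds 1 of them or their pooled reads. The tables give the reads that RSEM assigned to RefSeq transcripts after mapping with Bowtie2, as estimated counts and as FPKM (counts scaled to the length of the transcript and to the assigned reads of the library). The estimated counts of a macrophage library summed to between 12170686 and 21433841 (median 18613053), and those of a microglia library to between 8648751 and 18768238 (median 16223815). Transcripts were summed to genes by the symbols of the RefSeq table of GRCm38.p6, which named 27627 of the 27787 transcripts (99.4%). The paper's text does not name the build of its reference, so no coordinates are given. An FPKM of at least 1 was reached by a median of 7756 genes per macrophage library and 10183.5 genes per microglia library. With any FPKM above 0 as the limit, these medians were 12013.5 and 13829 genes. For each comparison, the difference of log2(FPKM + 1) was computed for the genes with an FPKM of at least 1 in either library, and the genes that differed by at least 1 on this scale were counted. With 1 library per condition, the 2 libraries of a comparison could not be tested against each other, and none of the differences has a replicate check. Models that pool the libraries of a population over sex, genotype or treatment were not fitted. When both libraries of a comparison were drawn at their own depths from 1 expression profile, a mean of 0.2 to 3.15 genes passed the threshold. Folds against a library with 3 counts or fewer of a gene were computed against 3 counts and are lower bounds. PCR copies are counted as separate reads, so these bounds and all intervals cover counting error only.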

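The labels of the libraries were first checked with the deleted gene, with Y-linked genes and with cell type markers. In macrophages, Cd163 had 987 estimated counts in WT females given α-syn MONO, 748 in WT females given PFF, 1743 in WT males given MONO and 5275 in WT males given PFF. Of the 4 CD163KO macrophage libraries, 3 held 0 counts of Cd163 and that of males given PFF held 1. In microglia, Cd163 had 46 counts in WT females given MONO, 101 in WT females given PFF, 0 in WT males given MONO and 1 in WT males given PFF. The microglia libraries labelled CD163KO held 23 counts of it (female MONO), 11 (female PFF), 10 (male MONO) and 5 (male PFF), all above the limit of 3 counts. Cd163 therefore does not separate the genotypes of the male microglia libraries, and the CD163KO microglia are named by their label in what follows. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to between 350 and 6545 counts in the 8 male libraries and to at most 2 counts in 7 of the 8 female libraries. The library labelled female CD163KO MONO microglia held 421 counts of Ddx3y, 173 of Eif2s3y, 205 of Kdm5d and 0 of Uty, together 49.0 CPM (counts scaled to the total of the library). Xist was not analysed here. The median FPKM of 12 homeostatic microglia genes was between 855 and 1269 in the microglia libraries and between 23.6 and 87.7 in the macrophage libraries. That of 12 genes of border-associated macrophages was between 51.9 and 412 in macrophages and between 0.625 and 7.41 in microglia. For 12 neutrophil genes it was between 69.0 and 1270.3 in macrophages and between 13.1 and 40.0 in microglia. For the 11 NK and T cell genes found, it was at most 4.21 in macrophages and 0 in every microglia library.

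**Figure D1:**
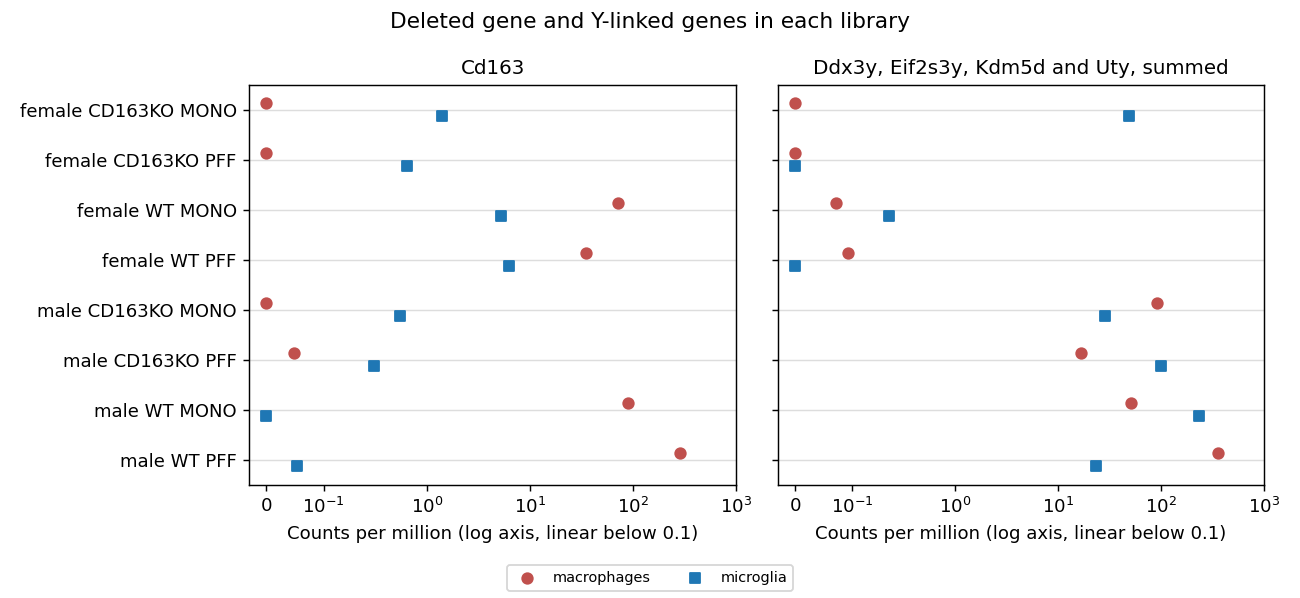
CPM (log axis, linear below 0.1) of Cd163 and of the sum of 4 Y-linked genes, with 1 point per library for each sex, genotype and treatment and 1 colour per population. In the right panel, the microglia library labelled female CD163KO MONO lies at 49.0 CPM, within the range of the male libraries.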

We analyzed two FACS-sorted brain immune populations: microglia (CD45 low/intermediate/CD11b^+^), and macrophages (CD45 high/CD11b^+^), including brain-border-associated and infiltrated macrophages, neutrophils and NK cells (Fig. 9 and Supplementary Fig. 10).

**Fig. 9:**
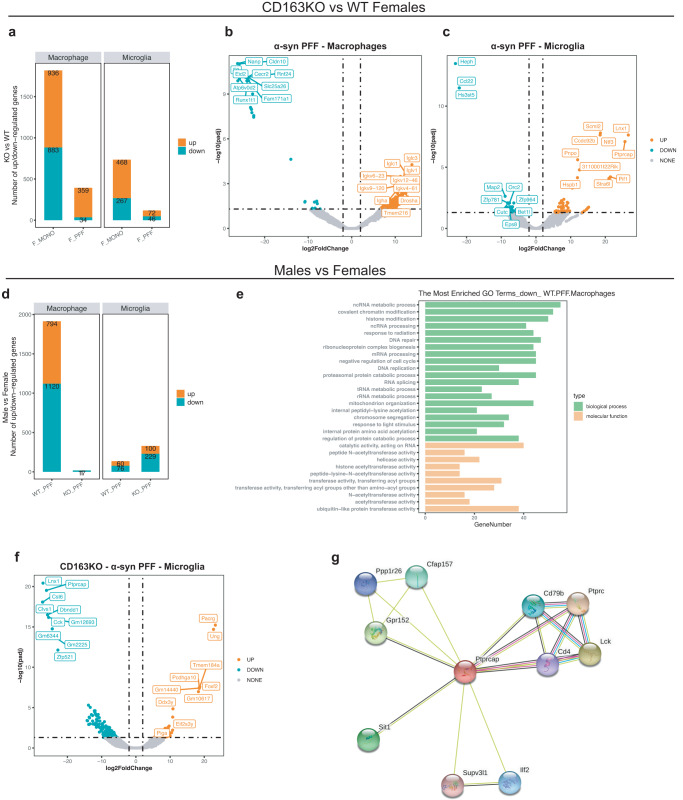
Microglial *Ptprcap* upregulation in CD163KO females and transcriptomic sex differences. **a** Bar graph showing the number of up/downregulated genes in CD163KO vs. WT females in Macrophage and Microglia populations 2 months p.i. **b** Volcano scatter-plots (-log10(padj) vs log2FoldChange) of DEGs (CD163KO vs. WT) in females-PFF Macrophages and **c** microglia. **d** Bar graph showing the number of up/downregulated genes in males vs. females (α-syn PFF groups) in Macrophage and Microglia populations 2 months p.i. **e** Gene Ontology (GO) analysis on the downregulated genes in WT-PFF (males vs. females) macrophages. **f** Volcano scatter-plot (-log10(padj) vs log2FoldChange) of DEGs (males vs. females) in CD163KO-PFF Microglia. **g** STRING protein–protein interaction network with focus on *Ptprcap* gene. Statistics: abs (logFC)>1, FDR < 0.05.

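Between females given PFF and females given MONO, 3751 of the 9029 genes compared in WT macrophages differed by at least 1 on the log2 scale, 106 of them higher with PFF and 3645 lower. The median difference of all genes compared was -0.87. TMM scaling of the libraries brought this median to -0.07, with 549 genes higher and 885 lower. Among the alternatives, a threshold of 2 on the log2 scale moved this count the most, to 396 genes. In CD163KO macrophages, 1912 of 8746 genes differed, 1568 higher with PFF and 344 lower, around a median of 0.37. After TMM scaling, the median of the CD163KO macrophages was 0.02, with 957 genes higher and 766 lower. The number of genes that differed was larger in WT than in CD163KO macrophages with the FPKM as deposited (3751 and 1912) and smaller after TMM scaling (1434 and 1723). In WT microglia, 2269 of 11657 genes differed, 930 higher with PFF and 1339 lower. In microglia labelled CD163KO, 2279 of 10902 genes differed, 1270 higher and 1009 lower, in a comparison whose MONO library is the one labelled female that held Y-linked counts.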

Differentially expressed gene (DEGs) analysis revealed a reduced ability of the macrophage population in CD163KO females to respond to the α-syn neuronal pathology (PFF vs. MONO) compared to WT, which was paralleled by a differential response of the microglia population (Supplementary Fig. 10a). 

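The genes compared in both genotypes numbered 8036 in macrophages and 10352 in microglia. In macrophages, 149 genes changed with PFF by at least 1 on the log2 scale in the same direction in WT and CD163KO females, 22 higher and 127 lower, where independent changes would give 125.5. A further 572 genes changed in opposite directions. After TMM scaling, 174 macrophage genes changed in the same direction, where independent changes would give 97, and a similar number, 177, in opposite directions. Quantile scaling, an alternative chosen after seeing the data, gave 225 in the same direction, where independent changes would give 141.7, and 236 in opposite directions. In microglia, 284 genes changed in the same direction, 179 higher and 105 lower, where independent changes would give 132.1. Another 200 microglia genes changed in opposite directions. For opposite directions, the number that independent changes would give was not computed in either population. An excess in the same direction alone therefore does not show agreement of the genotypes, nor do the 572 macrophage genes show opposition. A pseudocount of 5 moved the shared genes the most, to 20 in macrophages and 16 in microglia. Across genes, which are not independent replicates, Pearson's correlation between the WT and the CD163KO differences was -0.01 in macrophages and 0.11 in microglia.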

Few or no DEGs were shared between WT and CD163KO females, highlighting the significant impact of the CD163 deficiency on the immune response to the α-syn neuronal pathology (Supplementary Fig. 10b). In the macrophage population of PFF-WT females, upregulated genes were related to DNA damage response and regulation of catabolic processes (*Cecr2, Fzd6*), while genes associated with amino acid/protein metabolism (*Mpst, Akr1c12, Rsc1a1, Zfp354c*) and cytoskeleton organization (*Frmd5, Fhod3*) were downregulated (Supplementary Fig. 10c). 

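In WT female macrophages, Cecr2 had 5 estimated counts with PFF and 0 with MONO, at least 1.08-fold higher with PFF. Fzd6 had 10.9 counts with PFF and 0 with MONO, at least 2.36-fold higher. Both had an FPKM below 1 and were not among the genes compared. Mpst, Zfp354c and Fhod3 had 0 counts in both libraries, Akr1c12 had 2.04 with PFF and 0 with MONO, and Frmd5 had 0 with PFF and 2 with MONO, so that no fold can be given for these 5 genes. Rsc1a1 had 35.2 counts with PFF and 32.9 with MONO, a log2 difference of -0.26 that was 0.32 after TMM scaling. Among the genes compared, the 3 that rose most with PFF were Gh, with a log2 difference of 5.41, Heg1, at least 243-fold higher, and Adgra3, with a log2 difference of 3.18. The 3 that fell most were Fam183b, at least 81.4-fold lower, Dnaaf5, with a log2 difference of -4.41, and Mpo, with one of -4.17. Gh encodes a pituitary hormone, and further pituitary hormone genes had counts in this library. All 12 neutrophil genes of a list written for this check were lower with PFF by at least 1, with a median of -2.51 at percentile 0 of random lists, whose median was -0.81. After TMM scaling, the median was -1.42 and 10 of the 12 were lower by at least 1.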

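With the FPKM as deposited, 41.5% of the genes compared in WT female macrophages and 21.9% of those in CD163KO female macrophages differed between PFF and MONO. The shares were 15.9% and 19.7% after TMM scaling, and 18.3% and 22.5% after quantile scaling, an alternative chosen after seeing the data. The difference between the genotypes was not tested. In CD163KO macrophages, Enpp2 rose from 94 to 45157 counts with PFF, a log2 difference of 8.42. Bglap and Bglap2 were at least 394-fold and at least 302-fold higher, with counts that were not whole numbers, as RSEM gives where reads are divided between transcripts. The 3 genes that fell most were H2ac24, at least 99.8-fold lower and with counts of the same kind, Exosc6, at least 87.8-fold lower, and Dapk3, with a log2 difference of -4.14. Enpp2 is among the choroid plexus genes, 7 of which were higher by at least 1 on the log2 scale in this comparison. The 12 neutrophil genes had a median of -0.54, with 3 lower and 1 higher by at least 1, at percentile 0 of random lists with a median of 0.18. After TMM scaling, the median was -0.98. Whether the share of neutrophils in the sorted population or expression within cells changed was not tested.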

PFF-CD163KO females showed a drastically reduced macrophage response, suggesting an impaired ability to mount an otherwise “normal” response to α-syn neuronal pathology. Enriched gene ontology (GO) functional annotations showed that the downregulated genes in the CD163KO females were involved in regulation of calcium homeostasis and metabolism (Supplementary Fig. 10d, g), known to play a central role in immune cell activation^38^. 

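Of a list of 31 calcium homeostasis genes written for this check, 22 were among the genes compared between PFF and MONO in CD163KO female macrophages. Their median log2 difference was 0.47, at percentile 69 among 10000 random lists of the same size and similar mean expression. At least 1 on the log2 scale separated the treatments for 5 of these genes, all higher with PFF. TMM scaling moved the median of the list the most, to 0.09. With the genes whose biological process annotation names calcium in place of the list, a choice made after seeing the data, 279 genes were compared, 63 of them higher and 10 lower. Their median was 0.44, at percentile 97.4. Both sets cover the function as a whole and not the downregulated genes behind the enrichment in Supplementary Fig. 10d.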

The microglia of the PFF-WT females showed upregulation of genes related to: peptide delivery to MHCI (*Lrmp*) and regulation of TLR4 surface expression (*Cnpy4*); while genes associated with: vesicle coating (*Clvs1*), DNA repair (*Mcm8, Trib2*) and metabolic mechanisms (*Got1l1, Acot11, Kyat1*) were downregulated (Supplementary Fig. 10e). 

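The libraries of WT female microglia held 16110256 estimated counts with PFF and 8716300 with MONO. Lrmp had an FPKM of 22.2 with PFF and 30.0 with MONO, a difference of -0.42 in log2(FPKM + 1). Cnpy4 had 660 and 321 counts, a log2 difference of 0.15. Mcm8 had 27.0 and 45.0 counts, a log2 difference of -0.76, and Trib2 had 39 and 45, one of -0.50. Acot11, with 19 and 17 counts, had an FPKM below 1 in both libraries and a log2 difference of -0.16. Kyat1 had 168 counts with PFF and 35 with MONO and was higher with PFF by 1.08 on the log2 scale, the only one of these genes past the threshold. Scaled to the library totals without a pseudocount, Kyat1 was 2.60-fold higher and Lrmp 1.31-fold lower, against the paper's direction. Mcm8 was 3.08-fold lower and Trib2 2.13-fold lower, in its direction. The pseudocount shrinks the differences of Mcm8 and Trib2, whose FPKM were at most 1.54 and 1.24. Clvs1 and Got1l1 had 0 counts in both libraries and were not detectable at this depth. The 3 genes that rose most were Prl, at least 136-fold, Gh, at least 84.4-fold, both of them pituitary hormone genes, and Egr2, by 3.58 on the log2 scale. Those that fell most were Olfr1201, at least 88.1-fold, Sdr39u1, at least 64.1-fold, and Olfr1052, with a log2 difference of -3.45.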

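Between PFF and MONO, 4.4% of the genes compared in WT macrophages differed by at least 2 on the log2 scale, 2.4% in CD163KO macrophages, 2.6% in WT microglia and 2.3% in microglia labelled CD163KO. No p-value for a gene can be computed from a comparison of 1 library with 1 other. In the female microglia labelled CD163KO, the 3 genes that rose most with PFF were Nkiras2, with a log2 difference of 3.86, Neurl2, at least 75.2-fold higher, and Gemin6, with a log2 difference of 3.61. The 3 that fell most were Gkn3, at least 55.6-fold lower, Zfp607a, with a log2 difference of -3.57, and Ly6c1, at least 40.4-fold lower. The counts of Nkiras2, Neurl2, Zfp607a and Ly6c1 were not whole numbers, so reads were divided between transcripts.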

Microglia from CD163KO females showed the most significant DEGs (lowest p value and highest fold change (PFF vs. MONO)). Including upregulation of: *Lnx1*, a gene related with ubiquitination and activation of proteosomal degradation mechanisms, *St8sia1*, associated with sphingolipid metabolism, and *Ptprcap*, encoding a key regulator of CD45-CD4 T-cell interaction through the TNFR1 pathway. 

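Lnx1 had 5 estimated counts with PFF and 6 with MONO in the microglia libraries labelled female CD163KO, a log2 difference of -0.05 at an FPKM below 1. St8sia1 had 116 counts with PFF and 1 with MONO, at least 36.8-fold higher with PFF, and its FPKM of 0.75 kept it out of the genes compared. Ptprcap had 31 counts with PFF and 1 with MONO, at least 9.85-fold higher, and its log2 difference of 1.59 was past the threshold. The MONO library in these values is the one that held Y-linked counts.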

Genes related to DNA damage response (*Atad5, Smad9*), apoptosis modulation (*Dab2ip*), cell migration (*Dnai3*) and cytoskeleton organization (*Slain1*) were downregulated (Supplementary Fig. 10f).

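Atad5 had 0 estimated counts with PFF and 16 with MONO, at least 5.60-fold lower with PFF. Dab2ip had 0 and 9 counts, at least 3.15-fold lower. The FPKM of both was at most 0.14. Smad9 had 0 counts with PFF and 1 with MONO, and Slain1 had 0 in both, so that a difference was not detectable for either at this depth. Dnai3 was not analysed here, as the tables of symbols used did not pair this name with a transcript of the libraries.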

Since CD163KO females showed increased dopaminergic loss, we focused on comparing the response to PFF and MONO α-syn in CD163KO vs. WT females. 

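In macrophages of females given MONO, 2495 of 9193 genes differed between CD163KO and WT by at least 1 on the log2 scale, 212 higher in CD163KO and 2283 lower, around a median of -0.52. TMM scaling gave 647 higher and 1171 lower around a median of -0.03. In macrophages of females given PFF, 2964 of 8541 genes differed, 2752 higher in CD163KO and 212 lower, around a median of 0.74. TMM scaling gave 812 higher and 749 lower around a median of 0.08. The count was thus larger with PFF than with MONO in the FPKM as deposited at a threshold of 1. It was smaller after TMM scaling (1561 against 1818 genes) and, without scaling, at a threshold of 2 (214 against 361). Cd163 was at least 294-fold lower in CD163KO with MONO and at least 142-fold lower with PFF. With PFF, Nanp had 0 counts in CD163KO and 16 in WT, at least 3.03-fold lower, and Fam171a1 had 0 and 7, at least 1.32-fold lower. Cldn10 had 0 and 24 counts, at least 4.54-fold lower, and was past the threshold with a log2 difference of -1.15. The genes that rose most were H2ac24 (at least 114-fold), Dapk3 (log2 difference 3.82) and Crls1 (3.74) with MONO, and Bglap (at least 682-fold), Bglap2 (at least 523-fold) and Pcgf5 (log2 difference 4.36) with PFF. With MONO, Enpp2 fell by 9.51 on the log2 scale, Kcnj13 was at least 1498-fold lower and Folr1 at least 597-fold lower. These 3 belong to a list of choroid plexus genes, of which 8 of the 9 compared were lower, and oligodendrocyte, astrocyte and endothelium genes were lower too. With PFF, Gh fell by 5.85 on the log2 scale, Prl was at least 96.5-fold lower and Cachd1 at least 244-fold lower.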

PFF-CD163KO females (vs. PFF-WT) macrophages had significantly fewer DEG than those seen when comparing the MONO females’ groups (Fig. 9a) and were associated with downregulation of genes related to amino acid/protein metabolism (*Nanp*), cytoskeletal dynamics (*Fam171a1*), tight junctions and BBB integrity (*Cldn10*) (Fig. 9b). Microglia in PFF-CD163KO females was also affected (Fig. 9a), with downregulation of iron metabolism-related genes (*Heph*), and heparan sulfate biosynthesis mechanisms (*Hs3st5*). 

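In female microglia, 1218 of 11033 genes differed between the library labelled CD163KO and that of WT with PFF, 469 higher in CD163KO and 749 lower. With MONO, 3521 of 11562 genes differed, 1208 higher and 2313 lower, with the library that held Y-linked counts on the CD163KO side. Heph and Hs3st5 had 0 estimated counts in both PFF libraries. Cd163 had a log2 difference of -1.08 with PFF and -0.74 with MONO. With PFF, Tmem254c rose at least 231-fold, Ccnb2 at least 62.7-fold and Defb11 at least 12.2-fold in the library labelled CD163KO. Prl was at least 267-fold lower, Tmem254b at least 118-fold lower and Gh lower, with a log2 difference of -3.99. With MONO, Tmem254c rose at least 83.9-fold, Gm14288 at least 23.4-fold and Mettl18 at least 65.9-fold, while Tmem254b was at least 219-fold lower, Olfr1201 at least 89.2-fold lower and Xkrx fell by 4.45 on the log2 scale. Tmem254b and Tmem254c are paralogs with counts that were in part not whole numbers, so their opposite changes are uncertain.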

*Ccl22*, a chemokine related to T-cell migration was also downregulated suggesting that CD163 expression influences peripheral cell infiltration in females. 

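Ccl22 had 0 estimated counts in both microglia libraries of females given PFF. A count of 0 allows up to 0.175 CPM in the library labelled CD163KO and 0.186 in that of WT, so that a difference was not detectable at this depth.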

GO analysis revealed that pathways affected by gene downregulation were limited to ubiquitin binding and DNA catalytic activity pathways (not shown). The most upregulated genes were: *Ntf3*, which encodes Neurotrophin3 a protein involved in neuronal survival and differentiation, and, once again, *Lnx1* and *Ptprcap* (Fig. 9c). 

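Ntf3 had 0 estimated counts in the library labelled CD163KO and in that of WT. For Lnx1, with 5 counts in the library labelled CD163KO and 6 in WT, the log2 difference of -0.05 became 0.13 after quantile scaling. Ptprcap had 0 counts in the WT library and was at least 9.72-fold higher in the library labelled CD163KO, with a log2 difference of 1.70 that was past the threshold.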

Altogether, these results suggest that the early transcriptomic immune alterations seen in CD163KO females may contribute to their higher susceptibility to α-syn induced neurotoxicity.

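The text names genes for these comparisons and for those between the sexes in 36 entries, counting a gene once per comparison. In the libraries analysed here, 1 entry was not matched to a transcript, 14 had 3 counts or fewer in both libraries, 17 differed in the direction the paper gives and 4 in the opposite direction. At least 1 on the log2 scale was reached by 4 entries in the paper's direction, 3 of them for Ptprcap and 1 for Cldn10, and by 1 in the opposite direction, for Kyat1. These numbers depend on the pseudocount. With one of 5, 0 entries reached it in either direction, and with one of 0.1, 10 did in the paper's direction and 1 in the opposite, 5 of the 10 among the genes compared. From the genes that changed in macrophages and microglia of CD163KO females, the paper proposes that early immune alterations contribute to their susceptibility to α-syn.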

To investigate sex differences in the immune response to α-syn neuronal pathology, we compared DEGs in PFF-males vs. PFF-females (Fig. 9d–f). Macrophage transcriptomes were very different between sexes in the PPF-WT group, where, in contrast to females, males presented many downregulated genes (1120, vs. female) mostly related to modulation of epigenetic machinery and DNA repair mechanisms (Fig. 9e), confirming a sex-dimorphism in the macrophage response to neuronal α-syn aggregation. 

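Between males and females of the WT group given PFF, 6927 of the 8169 genes compared in macrophages differed by at least 1 on the log2 scale, 5026 higher in males and 1901 lower. The median of all genes was 1.65, and TMM scaling brought it to -0.03, with 2359 genes higher in males and 2854 lower. The male library listed 9524 transcripts, the fewest of the 8 macrophage libraries, at 18300227 estimated counts. Its 10 most abundant genes took 16.5% of the counts (95% Wilson interval 16.5 to 16.6), and those of the female library 64.0% (64.0 to 64.0). Against the other macrophage libraries that the study analysed, the male library differed by at least 6781 genes, and no pair of the others differed by more than 5557. Of 40 DNA repair genes, 16 were compared. Their median log2 difference was 2.26, at percentile 84.3 among random lists of the same size and similar mean expression, whose median was 1.71, with 9 genes higher in males and 4 lower. The median of this list was 0.50 after TMM scaling. Of 40 genes of chromatin and histone modification, 25 were compared, with a median of 2.07 at percentile 56.5, against 2.01 for random lists, 18 genes higher in males and 5 lower, and a median of 0.49 after TMM scaling. With genes taken by their annotation, 100 of 172 DNA repair genes were higher and 49 lower, and 253 of 391 chromatin genes were higher and 92 lower. Their medians were 1.56 for DNA repair (percentile 52, random lists 1.55) and 1.77 for chromatin (percentile 86.7, random lists 1.65). Both lay within the central 95% of random lists. These sets cover each function as a whole and not the lower genes behind Fig. 9e. The genes that rose most in males were H2ac24, at least 279-fold, Pex5, by 5.91 on the log2 scale, and the Y-linked Eif2s3y, at least 683-fold. Gh was at least 1389-fold lower, Myl9 at least 406-fold lower and Cops9 at least 145-fold lower. From the number of genes that differ and the functions of those lower in males (Fig. 9e), the paper concludes that the macrophage response to neuronal α-syn differs between the sexes.

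**Figure D2:**
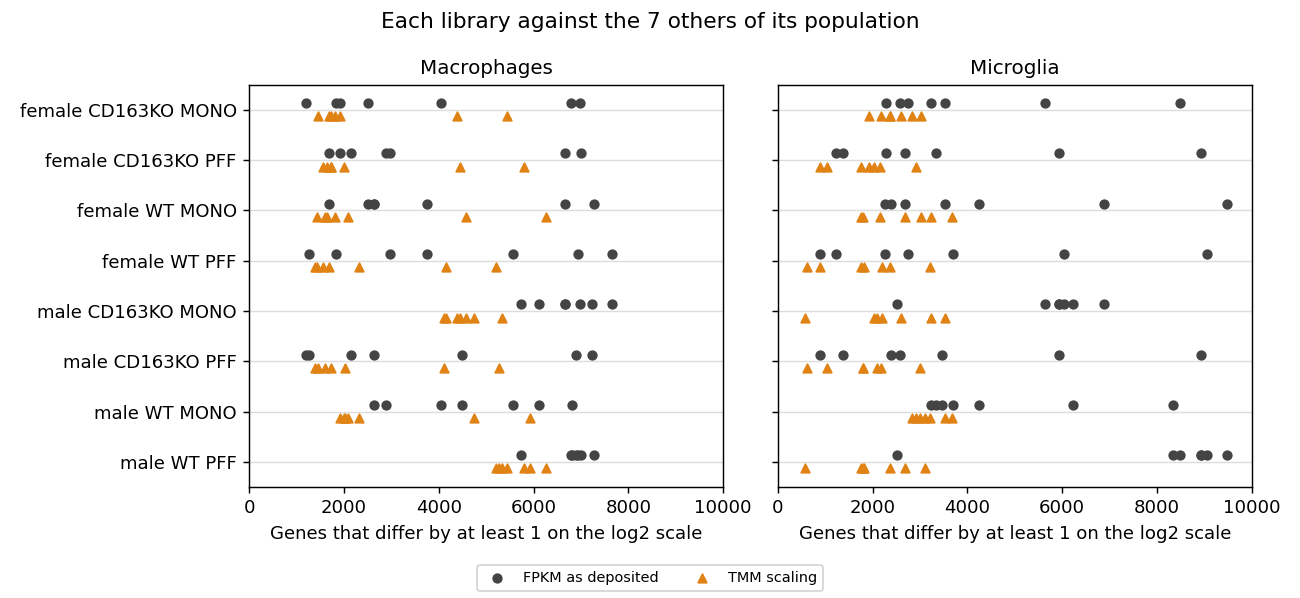
Number of genes that differ by at least 1 on the log2 scale between a library and each of the 7 others of its population, as 7 points per library, with the FPKM as deposited (circles) and after TMM scaling (triangles). In macrophages with the FPKM as deposited, the male WT PFF library lies at 5739 genes or more against each of the others, and the male CD163KO MONO library, which the study left out, lies at 5739 or more as well. After TMM scaling, the lowest points of these libraries are 5213 and 4108.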

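In CD163KO macrophages of mice given PFF, 2153 of 8677 genes differed between the sexes by at least 1 on the log2 scale, 370 higher in males and 1783 lower, around a median of -0.48. After TMM scaling, which brought the median to -0.03, 883 genes were higher in males and 850 lower. The 10 most abundant genes took 58.6% of the counts of the male library (95% Wilson interval 58.5 to 58.6) and 51.5% of those of the female library (51.5 to 51.6). The genes that rose most in males were Exosc6, at least 141-fold, H2ac24, at least 33.0-fold, and Dnaaf5, by 4.33 on the log2 scale. Enpp2 fell by 8.00 on the log2 scale, Bglap was at least 673-fold lower and Bglap2 at least 516-fold lower. Whether the sex difference depends on the genotype was not tested, as each group has 1 library.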

Remarkably, this sex difference in DEGs was lost upon CD163 deletion, which mostly resulted in a few downregulated genes in male macrophages (Fig. 9d). However, the CD163 deletion resulted in more DEG in male microglia (vs. females), also compared to those in the WT group (Fig. 9d). 

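In microglia of WT mice given PFF, 9061 of 10582 genes differed between the sexes by at least 1 on the log2 scale, 137 higher in males and 8924 lower, around a median of -1.74. TMM scaling brought the median to -0.11, with 1027 genes higher in males and 799 lower. In microglia labelled CD163KO, 1373 of 11003 genes differed, 742 higher in males and 631 lower. The WT count was the larger of the 2 with the FPKM as deposited and under each of the 8 alternatives, with 1826 against 1033 genes after TMM scaling. The alternative without a filter on FPKM cannot change these counts. In the male WT library, the 10 most abundant genes took 58.7% of the counts (95% Wilson interval 58.7 to 58.7), and in the female WT library 14.8% (14.8 to 14.8). Golm2 was higher in WT males by 4.12 on the log2 scale and Pbld1 by 3.74, each with counts divided between transcripts. Prl was at least 292-fold lower, Gh at least 182-fold lower and H2ac24 at least 69.4-fold lower. In microglia labelled CD163KO, Gh was higher in males by 5.76 on the log2 scale, Gm20831 at least 372-fold higher with counts divided between transcripts, and the Y-linked Eif2s3y at least 155-fold higher. The genes that fell most were Tmem254c, at least 232-fold, Folr1, at least 87.3-fold, and Insl3, with a log2 difference of -3.34.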

The most highly upregulated gene found in PFF-CD163KO male microglia was *Pacrg*, which encodes the Parkin co-regulated protein, a protein found in Lewy bodies^39^ and related to aggresome formation and increased autophagy^40^. Once again, the most significant downregulated genes in CD163KO male microglia were *Lnx1* and *Ptprcap*, as they were highly upregulated in CD163KO females (vs. WT and MONO) (Fig. 9f). 

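Lnx1 had 4 estimated counts in the male and 5 in the female library of microglia labelled CD163KO, a log2 difference of -0.01 at an FPKM below 1. Ptprcap had 0 counts in the male and 31 in the female library, at least 9.73-fold lower in males, and its log2 difference of -1.70 was past the threshold. The value of Ptprcap in the female library labelled CD163KO PFF enters all 3 of its comparisons.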

Interestingly, STRING analysis of the Ptprcap protein shows interaction with CD4, TNFR1 and TWEAK pathways (Fig. 9g). These results confirm the sex-dimorphic behavior of CD163 in the immune response to neuronal α-syn aggregation.

### CD163 deletion does not alter the in vitro response of macrophages to α-syn PFF

We have previously shown that the CD163KO does not drastically affect the in vitro immune response of macrophages^15^. To evaluate if this is also true for the α-syn PFF-induced response, we isolated bone-marrow-derived macrophages (BMDMs) from WT and CD163KO mice and stimulated them with either IL-10 or IFNγ for 24 h prior to α-syn PFF incubation (Supplementary Fig. 11). Expression of CXCL10, TNF and iNOS after BMDM priming with IFNγ, were significantly enhanced by α-syn PFF incubation in both WT and CD163KO males (Supplementary Fig. 11a, c, d) and females (Supplementary Fig. 11e, g, h). IL-1β expression, was significantly increased in all WT and CD163KO males BMDM primed with IFNγ and incubated with α-syn PFF (Supplementary Fig. 11b, f); but not in CD163KO females BMDM (Supplementary Fig. 11f, red bars), suggesting an irregular acute response to α-syn PFF. VCAM-1 and VEGFR1 (*Ftl-1*) mRNA were also measured, but no differences between groups were seen (not shown). Thus, the absence of CD163 does not drastically affect the ability of BMDM to acutely respond to extracellular α-syn PFF.

## Discussion

We investigated the role of the CD163 receptor in α-syn induced neurodegeneration and the associated immune response using the α-syn PFF PD model in CD163KO mice. Sex differences were considered given the reported sex dimorphism in the PD immune response, particularly related to CD163^41,42^. And the model progression was studied at 1, 2 and 6 months as previously^36,37,43^. α-syn PFF neuronal pathology resulted in early and sustained motor alterations in CD163KO males, but not in females. However, the PD model in CD163KO females showed a biphasic immune response that was diminished at 1 month but intensified after 6 months. This differential immune response was paralleled by an increased neuronal pathology at 6 months, which resulted in higher nigrostriatal dopaminergic degeneration. Transcriptomic analysis at 2 months p.i. revealed that CD163KO female macrophages lack the ability to respond to the α-syn neuronal pathology. This resulted in an altered microglial phenotype with upregulation of genes related to pro-inflammatory pathways, which may contribute to the enhanced neurodegeneration observed in CD163KO females. Overall, our data supports a sex-dimorphic role for CD163 in the immune response to neuronal α-syn-pathology, with CD163 downmodulating the innate and adaptive immune response, particularly in long term in females.

Intrastriatal injection of murine α-syn PFF induced aggregation and Ser129 phosphorylation of α-syn in the striatum and connected areas as before^35,44,45^. This was prominent in CD163KO animals and particularly enhanced in CD163KO females. Thus, CD163 deletion potentiates α-syn phosphorylation, increasing toxic α-syn aggregates^31,46^, especially in females. α-Syn aggregation and neuronal toxicity are associated with autophagic dysfunction and p62 accumulation^32^. Accordingly, PFF-injected mice showed α-syn pathology paralleled by p62 accumulation; and thus, although delayed compared to the other groups, it was higher in CD163KO females at 6 months. Thus, CD163 absence resulted in more prominent long-term autophagic changes in females. p62 colocalized with MJF14+ α-syn aggregates, and it was observed in SN dopaminergic neurons as seen in the rat PPF PD model^29^. Interestingly, we have prior in vitro observations showing that sCD163, produced during monocyte pro-inflammatory activation, increases the uptake of extracellular α-syn by monocytes and microglia, which should in turn clear it^26^. Our results here suggest that CD163 deficiency may compromise the ability of myeloid cells to properly respond to α-syn pathology, consequently promoting its pathological intraneuronal aggregation and p62 accumulation, particularly in females.

PD-immune response involves both brain and peripheral immune cells^2^. Accordingly, the α-syn-PFF PD model shows microgliosis^29,47^, presence of CD163+ cells in the brain^20^ and changes in peripheral immune cells^48–50^. We observed early CD68 phagocytic microglia activation, which coincided with MHCII upregulation. The early MHCII response was higher in the CD163KO males, suggesting an enhanced early adaptive immune activation in the absence of CD163, as confirmed by the higher T-cell infiltration. In contrast, PFF-CD163KO females lack this early immune response and also the GFAP upregulation seen in all other PFF-groups. However, after 6 months, when this immune response was resolved in most groups, it became relevant in the PFF-CD163KO females, which showed a significant unique SN microgliosis, higher MHCII expression, and persistent T cell infiltration in the striatum. This might ultimately contribute to higher neurodegeneration as T-cells seem to mediate dopaminergic loss in PD models^51,52^. In conclusion, myeloid cells in CD163KO females showed an inability to timely respond to early α-syn-associated pathology, which resulted in a delayed, but long-lasting neuroinflammation, involving both innate and adaptive cells.

Throughout the study, we observed site and sex-specific variations. The amygdala showed pronounced α-syn pathology and immune changes as seen before in the model and in patients^53,54^. Here, the amygdala had the most responsive astrocytes (reacting to mild conditions such as PBS or MONO), and was highly affected by the CD163 deletion, showing more bilateral pSer129 pathology in long term. However, microglia in the SN seemed particularly sensitive, with CD68 upregulation even after striatal PBS injections. This suggests an anatomically distinctive glia response to brain changes in agreement with data in healthy brains^55^ and in an α-syn PD model^56^. We also saw sex-specific changes (Table 1); in general, male mice (WT and CD163KO) tend to show stronger changes than females after PFF α-syn injections: with higher early upregulation of MHCII in SN, higher CD68 expression in the amygdala and long term CD8 T cell ipsilateral infiltration in the striatum. On the other hand, GFAP upregulation seemed more consistent in females, while MHCII expression was lower. In addition, PFF-WT females showed less robust p62 expression in SN after 6 months. This agrees with previous reports of a more “neuroprotective” profile of microglia in females^57^ vs. males, with a more inflammatory response and higher MHCII expressors^57,58^. Of relevance to the disease modeling, MONO α-syn injections were not innocuous and led to CD68 and GFAP upregulation, and CD4 T-cell infiltration in short and long terms in WT animals. This MONO response was affected by CD163 absence as no early T cell infiltration was seen in the CD163KO mice, and only females CD163KO showed it in the long term, which further supports a role for the CD163 in the adaptive response. The MONO α-syn injections resulted in phenotypic changes (vs. PBS mice) and a small decrease of TH+ cells in SN after 1 month, which might be associated with the early immune response observed. Thus, the use of monomeric α-syn as a control group constitutes a limitation of our study and should be considered when interpreting the data.

Further corroborating a differential immune response, our transcriptomic data showed that CD163KO leads to an impaired macrophage response and a differential microglia response to α-syn pathology in females; although specific anatomical immune differences might have been missed after using the full hemisphere. Most DEG in the female CD163KO macrophages were downregulated and involved processes such as: calcium homeostasis regulation^38^, and cytoskeleton organization, BBB integrity and immune cell transmigration, which could be associated with the early decreased T-cell infiltration in this group. PFF-WT female microglia showed upregulated genes coding for proteins previously related to α-syn/PD immune response (MHC system and TLR4)^2^. However, CD163KO females’ microglia downregulated *Ccl22*, a chemokine involved in the regulation of leukocyte migration^59^ that might also contribute to the decreased early T-cell infiltration in this group. Of particular interest CD163KO female microglia upregulated *Ptprcap*, a key regulator of CD45-CD4 T-cell interaction and activation^60^, also associated with activation of the TNFR1 and TWEAK pathways. *Ptprcap* upregulation has been previously shown in the midbrain of the α-syn viral-vector PD model^61^. Interestingly, sCD163 is suggested to act as a decoy receptor for TWEAK, regulating TWEAK-induced pro-inflammatory canonical NF-κB activation^62^. Notably, TWEAK has been associated with dopaminergic cell death and the pro-inflammatory activation of astrocytes in the MPTP PD model^63,64^; and TWEAK is increased in PD patients’ serum^64^. Therefore, upregulation of *Ptprcap* and possible TWEAK-mediated inflammation may also be involved in the higher susceptibility of CD163KO females to α-syn pathology. Although, further studies are required to investigate this possible connection.

The higher α-syn pathology and the differential immune response in the PFF-CD163KO females led to increased dopaminergic loss. CD163+ cells are found in the brain in rodent PD models^19,20,29^ and in PD *postmortem* brains^17^. We previously reported increased CD163+ monocytes numbers and in their CD163 expression levels in blood from patients with early PD^11^. Our data here supports a protective role for CD163 on myeloid cells. Accordingly, higher numbers of CD163 cells in the blood of RBD patients (prodromal PD) were associated with lower immune activation in the SN and better dopaminergic transmission in the putamen^27^. Intriguingly, here the CD163 neuroprotective role seems especially relevant in females. Remarkably, shedding of CD163 was reported to increase in the sera from female PD patients, but not in males, supporting a sex difference regarding the CD163 system/cells during PD^26^. Further supporting a sex dimorphism in the PD-associated immune response, blood monocytes transcriptome differs between male and female PD patients^10^. Our histological data and RNA-seq analysis of the innate cells in the WT animals further corroborate a sex-dimorphic immune response with potential implications for neuronal health. Sex differences in immune cells have been described before^57,65,66^. The observed CD163 behavior and dimorphic immune response might be related to the higher PD risk in males^67^ and the differential presentation of the disease among sexes^9^. CD163 deletion in females impaired the immune cells to properly respond to the initial neuronal α-syn pathology, resulting in a long-term increase of the MHCII-T-cell response, which ultimately influences the neurodegenerative outcome, while in males, CD163 absence increased the early MHCII-T-cell response and the motor defects associated with the neuronal α-syn pathology but not the cell death in SN.

Our behavioral analysis supports a relevant role for the immune system in the symptomatic disease presentation. While all α-syn injected mice show behavioral changes at 1 month (vs. PBS) this was more pronounced in the PFF CD163KO male. Moreover, only PFF CD163KO male showed asymmetry at 6 months p.i. suggesting a sex-related difference in the symptomatic manifestation of motor defects, influenced by the immune environment. Studies using males CD163KO showed increased phenotype and mortality in a model of intracerebral hemorrhage^16^; and enhanced disease severity and imbalanced CD4 Th1/Th2 responses in a model of rheumatoid arthritis^15^. Interestingly, despite the α-syn pathology and the dopaminergic degeneration seen in WT, we only observed long-term behavioral changes in the CD163KO mice, emphasizing the immune environment’s role in the motor phenotype particularly in males. We and others have previously reported that the α-syn PFF rodent PD models regardless of sex do not consistently exhibit robust motor defects, despite the nigral degeneration^29,44,68,69^. However, changes in the challenging beam in pesticide exposed PFF-PD model have been seen only in males, which was not related to bigger nigral TH loss or α-syn pathology, but to dopamine turnover and inflammatory changes^69^. A male-predominant affection has also been seen in other PD-relevant studies in mice^70,71^, and male MPTP-intoxicated monkeys showed higher inflammation markers than females^72^. This suggests that the immune environment significantly influences the motor phenotype, particularly in males, potentially mediated by soluble cytokines^73,74^ or peripheral cell infiltration, impacting microglia and neuronal function/firing^75^. Accordingly, sickness behavior was associated with peripheral inflammation responsible for sensorimotor defects^76^. In conclusion, the behavior impairments in CD163KO males could also be collectively due to the early MHCII upregulation and the T cell infiltration, the neuronal α-syn pathology and autophagic changes and the dopaminergic neurodegeneration.

Overall, our results suggest that, although CD163 deletion does not affect the acute in vitro monocytic response to fibrillar α-syn, it results in a differential early transcriptomic innate immune response in vivo. In males, CD163 deletion led to early increased T-cell infiltration and motor impairment, whereas in females, it increased the long-term innate response with subsequent T-cell infiltration and enhanced susceptibility to α-syn-induced neurodegeneration. Therefore, CD163 on myeloid cells appears to modulate the antigen-presenting response to α-syn-pathology, dampening T-cell infiltration in brain. This might be related to changes in the border-associated macrophages, which are CD163+ and recently proposed to be crucial mediators of the T-cell infiltration and neurodegeneration in another α-syn PD model^77^. Interestingly, CD163 expression is described in the disease-associated microglia (DAM) in AD^25^. According to scRNA-seq studies, CD163 is absent in homeostatic microglia^21–23^, thus its expression in the DAM indicates an ectopic expression due to a loss of the microglia identity during disease^78,79^, or, alternatively a de-differentiation of infiltrated CD163-macrophages. Notably, a recent scRNA-seq study PD patients’ brains also revealed CD163 expression in the DAM^24^. In AD, the subpopulation of CD163+ amyloid-responsive microglia was depleted in AD cases with APOE and TREM2 risk variants, suggesting a protective role^80^. Furthermore, CD163 upregulation has been associated with macrophages with neuroprotective capacity in an AD model^81^. Thus, it could be speculated that CD163 upregulation is associated with a protective compensatory mechanism exerted by myeloid cells occurring both in the brain and in the blood of PD patients^11,24^. In conclusion, we demonstrate that the α-syn-pathology associated innate immune responses involving CD163 expression differs between males and females, suggesting that the sex-dimorphism in PD may be due to immune differences. In addition, our data suggest that the CD163 upregulation in the myeloid compartment during neurodegeneration is a compensatory neuroprotective mechanism. Future studies may provide further molecular insights into the role of CD163 in brain diseases, and the mechanisms underpinning the gender dimorphism.

## Methods

### Animals

Adult male and female CD163KO (CD163^tm1.1(KOMP)Vlcg^) mice and WT (C57BL/6N) littermates (3–4 months old) (*n* = 179 total (*n* = 95 males (50 WT + 45 CD163KO); *n* = 84 females (43 WT + 41 CD163KO)) were used in this study^82^. Mice weighed 20–25 g (12 weeks old) at the time of the surgery and were housed a maximum 4–6 per cage, with ad libitum access to food and water, in a climate-controlled facility under a 12 h/12 h night/daylight cycle. All animal experiments were approved and performed under humane conditions in accordance with the ethical guidelines established by the Danish Animal Inspectorate and following EU legislation.

### Experimental design

To generate a PD model, murine α-syn PFF (10 µg, average size 33.87 nm), were used due to their higher seeding efficiency in mice compared to human α-syn PFF^83,84^. In parallel, PBS was used as an absolute control, and murine monomeric α-syn (MONO) was used as a control for α-syn pathology, based on its reported lack of seeding capacity in vitro^85^ and in vivo^86^. The number of animals per group used was based in previous published work with significant dopaminergic neuronal loss in SN with groups of *n* = 4–6^37,87^. Mice received unilateral intrastriatal injection of PBS, α-syn MONO, or α-syn PFF. For histological analysis, mice were sacrificed 1 (all three groups) and 6 months (only MONO and PFF) post-surgery (Supplementary Fig. 1). The 1-month group included: PBS (males WT *n* = 7 and CD163KO *n* = 5; females WT *n* = 4 and CD163KO *n* = 7), α-syn MONO (males WT *n* = 7 and CD163KO *n* = 8; females WT *n* = 6 and CD163KO *n* = 6), and α-syn PFF (males WT *n* = 9 and CD163KO *n* = 7; females WT *n* = 6 and CD163KO *n* = 6). While the 6-month group consists of α-syn MONO (males WT *n* = 8 and CD163KO *n* = 9; females WT *n* = 8 and CD163KO *n* = 8), and in the α-syn PFF (males WT *n* = 9 and CD163KO *n* = 10, females WT *n* = 9, and CD163KO *n* = 8). Motor behavior was assessed on the week before each end-point using the Challenging Beam Test and the Cylinder test. Mice were euthanized, perfused and brains processed for immunohistochemical staining. At times, not all animals of each group and time were used for each immunohistochemical marker to secure enough tissue to analyze multiple proteins. Figures show individual points, to inform on the number of animals analyzed for each marker or alternatively n number is given in figure legends.

For whole population RNA sequencing, a third and fourth group of mice (batch 1 and batch 2) received bilateral intrastriatal injection of α-syn MONO (males WT *n* = 7 and CD163KO *n* = 4*; females WT *n* = 7 and CD163KO *n* = 5), and α-syn PFF (males WT *n* = 7, and CD163KO *n* = 5; females WT *n* = 7 and CD163KO *n* = 5). Triplicates were used for sequencing. Mice were sacrificed 2 months post-surgery, their brains dissected and the immune cells (microglia and macrophages) isolated and FACS sorted for RNA purification and subsequent SMART-seq2 sequencing (Supplementary Fig. 9). *CD163KO-MONO males were excluded from the analysis due to inconsistencies in the technical replicates. For the in vitro experiment, BMDM were isolated from CD163KO and WT C57BL/6N male and female mice, aged 6–12 weeks (*n* = 5 per group). All animal experiments were approved and performed under humane conditions in accordance with the ethical guidelines established by the Danish Animal Inspectorate and following EU legislation.

### Protein purification and aggregation of mouse α-synuclein

Murine α-syn was recombinantly expressed in E. coli BL21 DE3 bacteria using the pRK172 plasmid encoding for mouse α-syn (kind gift from Prof. Virginia Lee (University of Pennsylvania)). The bacteria were pelleted by centrifugation and resuspended in buffer (50 mM Tris, 1 mM EDTA, 0.1 mM DTE, 0.1 mM PMSF, pH 7.0). The suspension was lyzed by sonication in a Branson Sonifier (Output control 7; dutycycle 50), and centrifuged at 20,000 × *g* for 30 min at 4 °C. The supernatant was boiled for 5 min and centrifuged at 48,000 × *g* for 30 min at 4 °C. Preceding ion exchange purification, the supernatant was dialyzed in 20 mM Tris pH 6.5, and filtered through a 45 µm filter. Murine α-syn was purified on POROS HQ 50 ion exchange chromatography with a continuous gradient of 0–100% 2 M NaCl in 20 mM Tris pH 6.5. The fractions with murine α-syn were isolated and further purified by reverse phase chromatography (C18) in order to remove nucleotides, and lipids bound to α-syn. This step also removes endotoxins (lipoglycans) from the sample (<0.5 EU/mg, confirmed using the Pierce^TM^ Chromogenic Endotoxin Quant Kit, ThermoScientific^TM^). The pure protein was dialyzed in 20 mM ammonium bicarbonate, lyophilized, and stored at –20 °C. In order to produce sterile PFF, mouse α-syn was solubilized in PBS (7.2 mM Na_2_HPO_4_, 2.8 mM NaH_2_PO_4_, 140 mM NaCl, pH 7.4) to a final concentration of 7 mg/mL, and further sterile filtered through a 0.22 µm sterile filter in a LAF bench. The solution was allowed to aggregate at 37 °C, 1000 RPM for 10 days. The insoluble α-syn PFF were isolated from unbound α-syn MONO by 20,000 × *g* centrifugation for 30 min at 20 °C and further resuspended in fresh sterile PBS. Protein concentration was determined by Bicinchoninic acid protein concentration assay (Pierce).

### Recombinant α-syn fibrils sonication and stereotaxic surgery

On the day of surgery, α-syn PFF was sonicated for 40 min (70 ms off/30 ms on, 30% output power, Branson 250 sonifier), and their hydrodynamic average length was determined prior and post-surgery by Dynamic Light Scattering (Wyatt DynaPro NanoStar), at 25 °C. Fibrils were of average = 33.87 nm (range: 25.90–41.10 nm), thus within the optimal size range of 29–49 nm previously reported^88^, and remained so during the surgery day (not shown). Mice were anesthetized (Medetomidine hydrochloride (1 mg/ml), Midazolam (5 mg/ml), and Fentanyl (0.05 mg/ml) in 0.9% NaCl for a final i/p. dose of 20 ml/kg) and placed in a stereotaxic apparatus (Stoeling). α-syn PFF or α-syn MONO (2 μl of 5 μg/μl, in sterile PBS) were unilaterally (or bilaterally for RNA analysis) injected into the striatum: AP +0.7/+0.9 mm (females and males respectively), ML ±2.0 mm (from bregma), and DV –3.0 mm (from dura)^89^. A s.c. antagonist solution (Flumazenil (0.1 mg/ml), Naloxone (0.4 mg/ml), and Antipamezol hydrochloride (5 mg/ml) in 0.9% NaCl for a final dose of 20 ml/kg) was used and fully awaken animals were placed back in their cages and i.p injected with Buprenorphine (0.3 mg/mL) for pain relief.

### Behavioral tests

The Challenging Beam Test was performed using a beam with four 25 cm frames of progressively decreasing width as described before^90^. Animals were trained for 2 days to transverse the beam from the widest (frame 1) to the narrowest section (frame 4). On the test day, a mesh grid was placed over the beam leaving approximately 1 cm space between the grid and the beam surface. Animals were video-recorded while crossing the grid-surface with five trials per animal. Frame 1 was excluded from the analysis due to variable reactions after first contact with the beam. Videotapes of each animal were rated for time to traverse the beam, number of errors, and number of steps for each of the trials and averaged per animal.

The spontaneous activity on the Cylinder test was assessed as formerly^90^. Spontaneous activity in a glass cylinder was videotaped for 3–7 min and a test was considered valid if the number of rears was equal or >20. To evaluate motor dexterity, the number of hindlimb steps was counted. For vertical activity, the number of rears was counted. Hindlimb steps were counted when the animal placed a paw in a different position on the cylinder floor, toward a frontal or backward movement. The percentage of total contralateral and ipsilateral steps, contralateral paw use, and total hindlimb steps were calculated.

### Perfusion and tissue processing

Animals were euthanized with an overdose of pentobarbital (400 mg/mL, 1:10 I.P.). Upon respiratory arrest, animals were transcardially perfused through the ascending aorta with ice-cold 0.9% NaCl solution, followed by 4% paraformaldehyde (PFA in 0.1 M phosphate buffer, pH 7.4). PFA-perfused brains were removed and post-fixed in the same 4% PFA solution for 2 h and transferred to a 25% sucrose solution (in 0.02 M NaPBS) overnight for cryoprotection. Brains were subsequently sliced into 40-μm-thick coronal sections using an HM 450 Slicer Microtome (Brock and Michelsen, Thermo Fisher Scientific) and separated in series of 6 for the Striatum and of 4 for the SN. Sections were stored at –20 °C in an anti-freeze solution.

### Immunohistochemistry with DAB detection and immunofluorescence

Immunohistochemical staining was done on free-floating brain sections as previously described^29^. Briefly, sections were blocked in appropriate 5% normal serum and then labeled overnight with anti-tyrosine hydroxylase (TH polyclonal, 1:750, Millipore, AB152), anti-aggregated α-syn MJFR-14-6-4-2 (MJF14 Monoclonal,1:25000, Abcam, Ab209538), anti-phosphorylated α-syn (pSer129 α-syn Monoclonal/D1R1R, 1:3000, Cell Signaling Technology, #23706), MHCII (Monoclonal/M5/114.15.2, 1:400, eBioscience, 14-5321), p62/SQSTM1 (Polyclonal, 1:2000, Nordic Biosite, 18420-1-AP), CD68 (Monoclonal/FA-11, 1:1000, BioRad, MCA1957GA), Iba-1 (Polyclonal, 1:1000, Wako Fujifilm, 019-19741), GFAP (Polyclonal, 1:5000, Abcam, ab7260), CD4 (Monoclonal/RM4-5, 1:500, BD Biosciences, #553043) or CD8 (Monoclonal/4SM15, 1:500, eBioscience, 14-0808-82) in 2.5% serum and 0.25% Triton-X-100 in KPBS at room temperature. Sections were washed with KPBS, pre-blocked for 10 min in 1% serum and 0.25% Triton-X-100, and incubated with the appropriate biotinylated secondary antibodies (1:200, Burlingame, CA Vector Laboratories) for 2 h. Afterward, avidin-biotin-peroxidase complex (ABS Elite, Vector Laboratories) was used and visualized using 3,3-diaminobenzidine (DAB) as a chromogen with 0.01–0.1% H_2_O_2_. Sections were mounted on chrome-alum gelatin-coated slides and coverslipped. For MHCII and Iba-1 staining, sections were counterstained with Cresyl violet (0.5% solution). Slides were analyzed using a Leica DMI600B brightfield microscope unless specified.

For immunofluorescence, free-floating sections were blocked in the appropriate 5% normal serum and then labeled overnight with anti-TH (polyclonal, 1:750, Millipore, AB152), anti-aggregated α-syn MJFR-14-6-4-2 (MJF14 Monoclonal, 1:10,000, Abcam, Ab209538), p62/SQSTM1 (C-terminus) (1:1000, Nordic Biosite, 318-GP62-C), GFAP (Polyclonal, 1:5000, Abcam, ab7260) and Iba-1 (Polyclonal, 1:1000, Wako Fujifilm, 019-19741). Sections were washed with KPBS and incubated for 2 h with species-specific fluorochrome-conjugated secondary antibodies (Alexa-Fluor 488 or 647, Invitrogen) plus DAPI (1:2000, Sigma-Aldrich A/S) for nuclear staining. Sections were mounted on chrome-alum gelatin-coated slides with Dako fluorescent mounting medium. Confocal images were obtained using an LSM 710 Meta Confocal microscope (Zeiss) with a 20×/0.8 M27 objective. Extraction of single z-frame and maximum intensity projections were performed with ImageJ (Fiji) software.

### Densitometric analysis of dopaminergic axonal striatal innervation

Striatal density of TH+ dopaminergic fibers was measured by analysis of optical density at 6 different rostro-caudal levels^89^: AP: +1.10; +0.62; +0.38; +0.14; –0.22; –0.58 mm relative to bregma. Immunostained sections were scanned using a densitometer (EPSON Perfection 3200 (1800 dpi resolution, grayscale), and the digital images acquired were analyzed with ImageJ (Fiji) software using a grayscale. The optical density in each section was corrected to an unspecific background measured in the corpus callosum of the same section. Data are shown as a percentage of the ipsilateral side vs. the contralateral side.

### Stereology and microscopic analysis

Unbiased stereological estimation of total TH+ cells in the SN was performed by an observer blind to the animal’s identity, using the optical fractionator principle and a Bright field Leica DM600B microscope with the NEWcast program (Visiopharm). A 1.25× low power objective (HCX PL Fluotar, Germany) was used to outline the SN based on its anatomical landmarks. Dopaminergic TH+ neurons were counted with a 40× objective (Leica, Germany) in a series of 1:4 sections covering the full SN (8–10 nigral sections per animal) from the rostral corner of the pars compacta to the caudal end of the pars reticulata (located between –2.70 and –3.88 mm from bregma^89^) with a counting frame of 56.89 μm × 42.66 μm and a step length of 110–165 as to count a minimum of 100 cells per SN and a CE < 0.1.

Using a Bright field Leica DM600B microscope, the total number of cells with aggregated MJF14+ α-syn, and p62+ structures were manually counted in SN sections (three equally distant per staining; between –2.46 and –3.64 mm from bregma)^89^. Total number of MHCII+ cells in the SN was manually counted in a series of 6 equally distant midbrain coronal sections (–2.46 to –3.88 mm from bregma), and CD4+ and CD8+ T cells were counted in striatal sections (three equally distant per staining; 1.18 and –0.22 mm from bregma). At 6 months p.i, MHCII+ cells in the striatum and amygdala were manually quantified in three equally distant coronal sections (1.18 and –0.22 mm from bregma).

Enhanced Focal Images (EFI) captured using the Upright Widefield Slide Scanner microscope (UWSSM) were used to analyze the area covered by immunostaining in two-three coronal sections stained for: phosphorylated α-syn (pSer129) in the striatum (between 1.18 and –0.22 mm from bregma), amygdala and piriform cortex (0.26 and –2.18 mm); MJF14+ aggregates in the amygdala and piriform cortex (0.26 and –2.18 mm); p62-expressing cells in the amygdala and piriform cortex (–0.26 and –2.18 mm); CD68 in the striatum (1.18 and –0.22 mm) and in the SN (–2.70 and –3.88 mm); GFAP in the striatum (1.18 and –0.22 mm) and in the SN (–2.70 and –3.88 mm), and MHCII in the striatum (1.18 and –0.22 mm from bregma), using ImageJ (Fiji).

Iba-1+ cells were counted with a 40× objective in 3 equally distant SN sections (–2.70 and –3.88 mm) aided by the VIS module (Visiopharm program). The counting frame (56.89 μm × 42.66 μm) was randomly located by the VIS module and methodically moved to sample the entire delineated region of the SN (step length of 75 μm) and all cells inside the counting frame were counted. A positive cell had a cresyl violet-stained nucleus covering an Iba1+ cell body. Four cellular profiles were defined as previously described^5^. The number of Iba-1+ cells per mm^2^ was calculated according to the area sampled in each section (calculated by the VIS module) and the total number of cells counted per section. The percentage of each morphological cell type was calculated as the total % of A, B, C, and D types in each section and averaged per animal.

### Brain cell isolation and fluorescence-activated cell sorting for RNA isolation

Animals were transcardially perfused through the ascending aorta with ice-cold PBS, brains were extracted and cells isolated using the Adult Brain Dissociation Kit (Miltenyi Biotec) in accordance with the manufacturer’s protocol. Briefly, brains were cut into approximately 0.5 cm pieces and transferred into gentleMACS C Tubes containing the provided enzymes. Tissue was dissociated using the gentleMACS Octo Dissociator with Heaters for 30 min in the appropriate program. Homogenates were filtered through 70 μm cell strainers and the cell suspension was centrifuged at 300 × *g*, 10 min at 4 °C. Cells were resuspended in a Debris Removal Solution (in DPBS containing CaCl_2_, MgCl_2_, 1 g/L D-Glucose, and 36 mg/L Pyruvate, Gibco) and centrifuged at 4 °C and 3000 × *g* for 10 min. Gradient centrifugation formed three phases and the top two layers containing myelin debris were removed. Cells were washed with 1x PBS and counted in the MOXI Z Mini Automated cell counter (ORFLO).

Freshly isolated brain cells were blocked with CD16/CD32 (clone 2.4G2, Mouse BD Fc block, BD Pharming) and 10% goat serum in PBS for 10 min at 4 °C. Single-cell suspensions were incubated in darkness at 4 °C for 30 min with CD11b antibody conjugated to BV421 dye (50 μg/mL, clone M1/70, BioLegend) and CD45 antibody conjugated to APC dye (0.2 mg/mL, clone 30-F11, BioLegend). Cells were washed with PBS and 0.5% BSA, centrifuged at 4 °C and 400 × g for 5 min, and resuspended in cold PBS. Propidium iodide (PI) was added to the cell suspension for the identification of dead cells. Microglia and macrophage populations were sorted into separate tubes containing PBS, in the FACSAria III high-speed cell sorter (BD Biosciences, San Jose, CA) according to CD11b (405 nm laser and 450/40 bandpass filter) and CD45 (633 nm laser and 660/20 bandpass filter) Identification of total cells and exclusion of debris was performed based on SSC-A vs. FSC-A, followed by doublet exclusion by FSC-A vs. FSC-H. Exclusion of dead cells was done based on PI-A vs. CD11b-BV421-A. Microglia (CD11b^+^/CD45^low/intermediate^) and macrophages (brain-border-associated and infiltrated, neutrophils and NK cells, CD11b^+^/CD45^high^) were identified based on CD45-APC-A vs. CD11b-BV421-A (Supplementary Fig. 9). Once sorted, microglia (200,000–500,000 cells) and macrophage (10,000–30,000 cells) cell suspensions (>90% purity after sorting) were centrifuged at 4 °C and 400 × g for 5 min, resuspended in RLT Plus Lysis buffer (QIAGEN, Germany) with 1% β-Mercaptoethanol and vortexed for 1 min for cell lysis. The solution was further homogenized using a 1 mL syringe and a 21gag needle. Total RNA was extracted using RNeasy® Mini Kit (QIAGEN) according to the manufacturer’s protocol.

### SMART-Seq2, gene mapping, expression and analysis

Total purified RNA was sent to BGI Hong Kong, where Switching Mechanism at 5’ End of RNA Template (SMART-seq2) sequencing service was requested. Samples were tested for quality control using Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit). RNA integrity (RNI) >7 was considered suitable for sequencing. Gene expression analysis was performed through full population RNA sequencing using the SMART-seq2 method according to BGI’s standard methodology.

Reads mapped to rRNA were removed and raw data was obtained. The sequencing reads that contained low-quality, adaptor-polluted, and high content of unknown base (*N*) reads processed were removed before downstream analyses. Clean reads were mapped to reference using Bowtie2^91^, and then gene expression level was calculated for each sample with RSEM^92^, a software package for estimating gene and isoform expression levels from RNA-Seq data. Based on the gene expression level, we identified the differentially expressed genes (DEGs) between α-syn PFF vs. MONO, male vs female, and WT vs. CD163KO groups. We use DESeq2 package of R^93^ to detect the DEGs, determining at a cutoff of FDR corrected *p* value ≤0.05 and |log2(fold change)| ≥ 1 as DEGs.

Principal component analysis (PCA) was performed on the Macrophage and Microglia population respectively based on the rlog of dds result from DESeq2 and draw the diagrams with the ggplot2 function of R. Batch effect was corrected and three outlier samples were removed according to the results of PCA diagrams (Supplementary Fig. 12). With DEGs, we performed Gene Ontology (GO) and KEGG pathway classification and functional enrichment using the ClusterProfiler package of R^94^. GO has three ontologies: molecular biological function, cellular component, and biological process. We performed biological process and molecular biological function enrichment respectively, showed when relevant.

### In vitro treatment of bone-marrow-derived macrophages and gene expression analysis

BMDMs were prepared by flushing the femur and tibia of CD163KO or WT mice, aged 6-12 weeks, with RPMI-1640. Flushed bone marrow was filtered through a 70-μm cell strainer (Corning®), and 6 × 10^6^ cells were plated in uncoated petri dishes (Greiner Bio-one) in RPMI-1640 with 10% fetal bovine serum (FBS, Biowest), penicillin and streptomycin and 2mM L-Glutamine (Gibco), supplemented with 10% L929 conditioned medium. Cells were supplemented with RPMI with 10% FBS, P/S, L-glut, and 10% L929 medium on day 4, and on day 7 the cells were harvested with TrypLE (Gibco) and plated in 24 well plates for downstream assays. Plated BMDMs were incubated with 10 ng/ml IL-10 or IFNγ (Peprotech) for 24 h and subsequently stimulated with PBS control or 1 μM murine α-syn PFF for 6 h, after which the cells were lyzed in TRIdity G^TM^ (Applichem). RNA was purified using the Direct-zol RNA kit (Zymogen), according to the manufacturer’s protocol. The quantity and quality of the RNA was measured using a Nanodrop ONE (Thermo Fischer Scientific), and cDNA was prepared using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCR was performed using the KAPA SYBR® fast low ROX (Sigma-Aldrich), 5 ng RNA, and 0,4 μM combined forward/reverse primer on Applied Biosystems 7500 fast qPCR machine, and peptidylprolyl isomerase A was used as reference gene to calculate the relative gene expression (ΔCt). See primers used in Supplementary Table 1.

### Statistical analysis

All analyses were done by researchers blind to the group’s identity. All statistical analyses were performed using GraphPad Prism v.10.0.1 (GraphPad Software, California, USA). Gaussian Normality was first assessed using normality distribution with a Shapiro–Wilk normality test followed by two-way ANOVA and, when appropriate, by a post-hoc Sidak’s multiple comparisons test. Outliers were analyzed using ROUT method (*Q* = 5%). Bonferroni corrections were applied when appropriate. Alpha was set at 5%.

### Supplementary information

Supplementary Info

Related Manuscript File

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article and its supplementary material (available online), or otherwise are available from the corresponding author, upon reasonable request. High-throughput RNA sequence data have been deposited to the Gene Expression Omnibus (Accession number GSE243536).

# Supplementary material for: Sex-dimorphic neuroprotective effect of CD163 in an α-synuclein mouse model of Parkinson’s disease
**Source:** NPJ Parkinsons Dis. 2023 Dec 13;9:164. doi: 10.1038/s41531-023-00606-w
**Supplement:** Supplementary file 1 — Supplementary Info

## Supplementary information

### Sex-dimorphic neuroprotective effect of CD163 in an $\alpha$ -synuclein mouse model of Parkinson's disease

Sara A. Ferreira<sup>1,2</sup>, Conghui Li<sup>4</sup>, Ida H. Klæstrup<sup>1,2</sup>, Zagorka Vitic<sup>1,2</sup>, Rikke K. Rasmussen<sup>1</sup>, Asger Kirkegaard<sup>1,2</sup>, Gitte U. Toft<sup>1,2</sup>, Cristine Betzer<sup>1,2</sup>, Pia Svendsen<sup>1,3</sup>, Poul H. Jensen<sup>1,2</sup>, Yonglun Luo<sup>1,2,4</sup>, Anders Etzerodt<sup>1</sup>, Søren K. Moestrup<sup>1,3</sup> and Marina Romero-Ramos<sup>\*1,2</sup>

**Supplementary Table 1. Primers used for gene expression analysis of bone marrow-derived macrophages**

| Target        | GeneID      | Sequence (forward/reverse)      |
|---------------|-------------|---------------------------------|
| <i>Ppia</i>   | NM_013494.4 | 5'-ATGGTCAACCCCACCGTG-3'        |
|               |             | 5'-TTCTTGCTGTCTTTGGAACCTTGTC-3' |
| <i>Cxcl10</i> | NM_021274.2 | 5'-GGGCCATAGGGAAGCTTGAA-3'      |
|               |             | 5'-GGATTCAGACATCTCTGCTCATCA-3'  |
| <i>Il1b</i>   | NM_008361.3 | 5'-TGGCAACTGTTCTGAACTCA-3'      |
|               |             | 5'-GGGTCCGTCAACTTCAAAGAAC-3'    |
| <i>Tnf</i>    | NM_013693.3 | 5'-GGGTGATCGGTCCCCAAA-3'        |
|               |             | 5'-TGAGGGTCTGGGCCATAGAA-3'      |
| <i>Nos2</i>   | NM_010927   | 5'-GCCACCAACAATGGCAACAT-3'      |
|               |             | 5'-TCGATGCACAACTGGGTGAA-3'      |
| <i>Flt1</i>   | NM_010228   | 5'-GAGGAGGATGAGGGTGTCTATAGGT-3' |
|               |             | 5'-GTGATCAGCTCCAGGTTTGACTT-3'   |
| <i>Vcam1</i>  | NM_011693   | 5'-CTCTTACCTGTGCGCTGTGA-3'      |
|               |             | 5'-CTTCAGGGAATGAGTAGACCTCC-3'   |

## Supplementary Figures

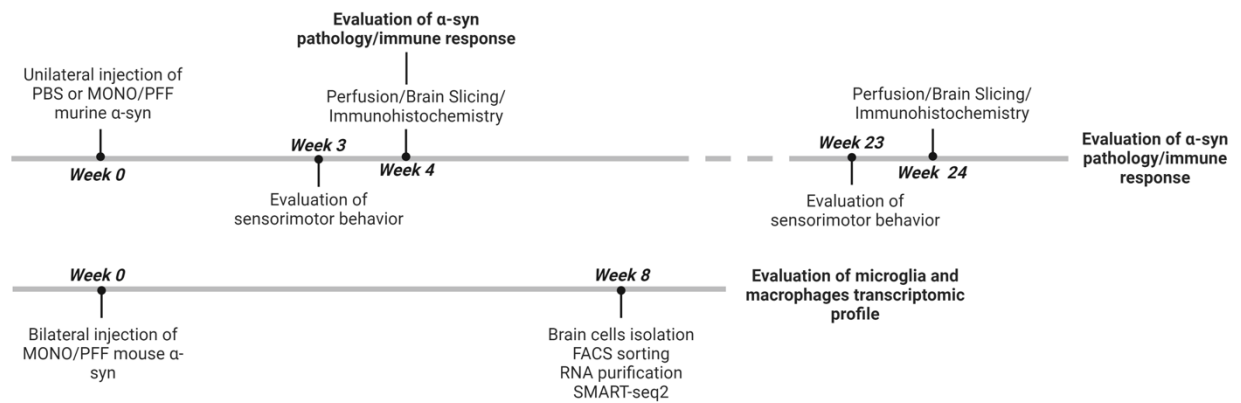

**Supplementary Fig. 1 Experimental study design.** Graphic Illustration of experimental study design for histology study and RNA sequencing study. Created with Biorender.com

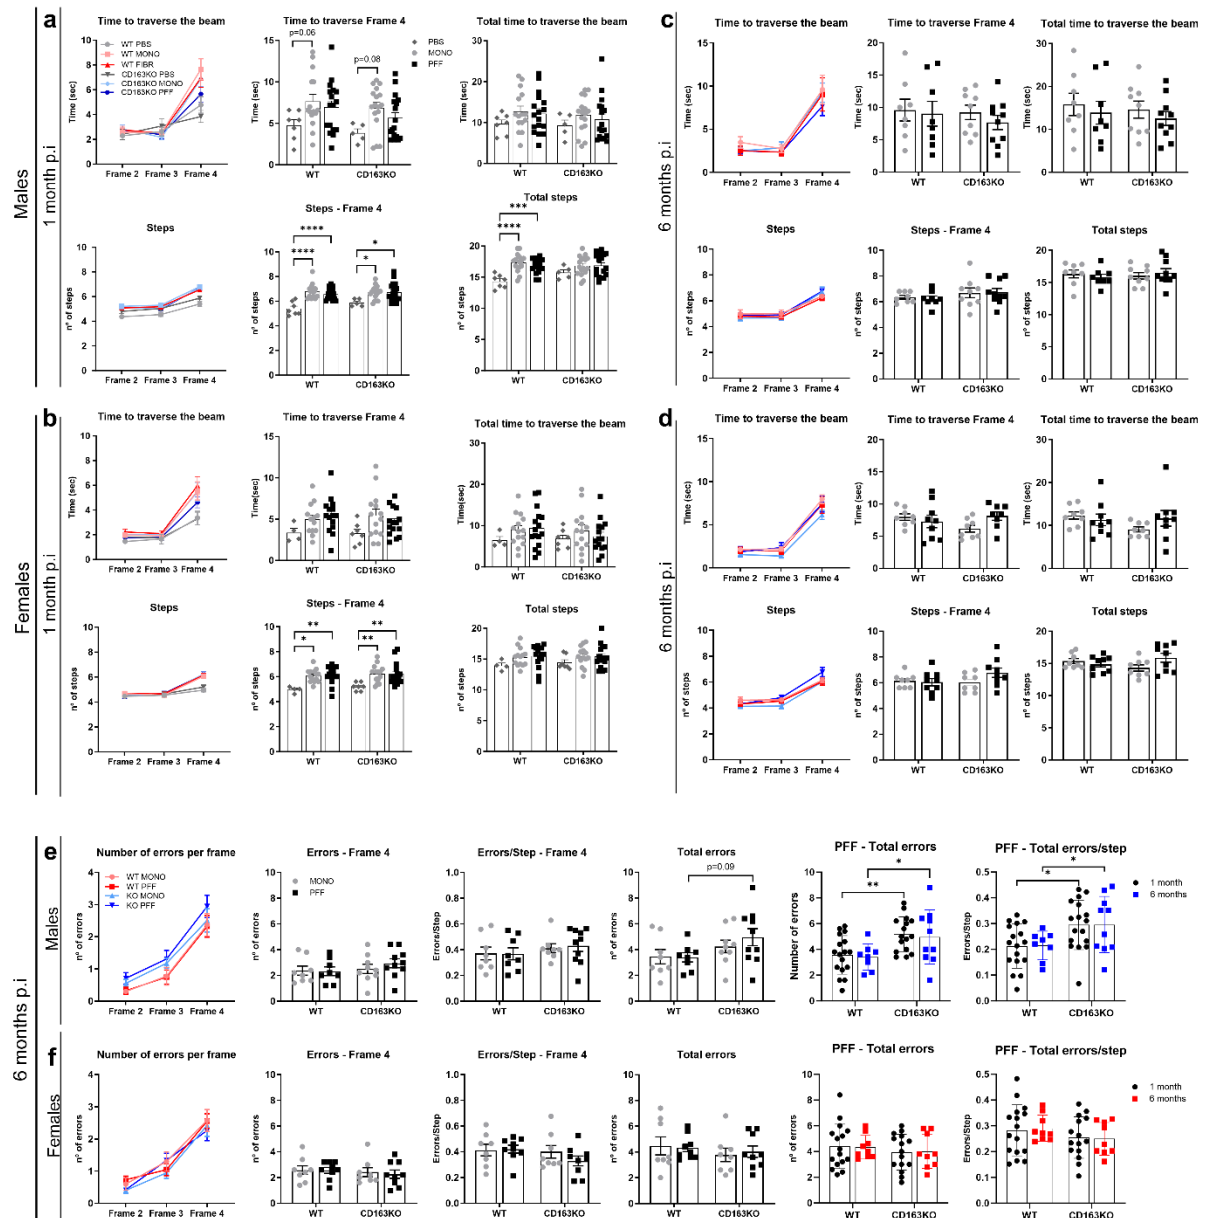

**Supplementary Fig. 2 Assessment of motor performance on the Challenging Beam test.** Line and bar graphs with individual values illustrate the quantitative measurement of the number of time and steps to traverse the beam, time and steps to traverse Frame 4 and total time/ total steps to traverse the beam (combination of Frame 2, 3 and 4) in the Challenging Beam test at **a-b**) 1-month post- $\alpha$ -syn MONO/PFF unilateral injection in the Striatum and **c-d**) 6-months post- $\alpha$ -syn MONO/PFF unilateral injection in **a, c**) males and **b, d**) females. Line and bar graphs with individual values illustrate the quantitative measurement of the number of errors per frame, number of errors and errors/step in Frame 4 and total number of errors (combination of Frame 2, 3 and 4) in the Challenging Beam test, 6-months post- $\alpha$ -syn MONO/PFF unilateral injection in the Striatum of **e**) males and **f**) females. Values are Mean $\pm$ SEM (n=14-17 for behavior at 1-month; n=8-10 for behavior at 6-months). Statistics: Two-way ANOVA followed by Sidak's multiple comparison test.

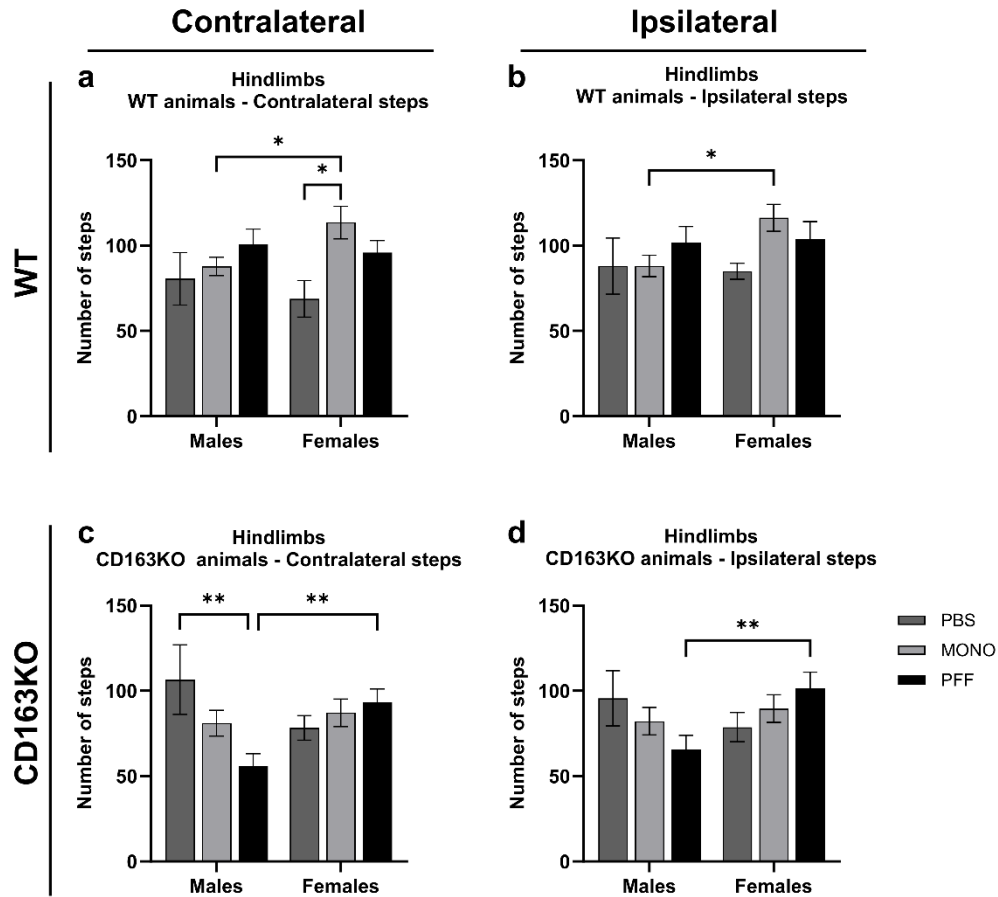

**Supplementary Fig.3 Assessment of motor performance on the Cylinder test 1 month post-injection.** Bar graphs represent the number of **a,c**) contralateral and **b,d**) ipsilateral hindlimb steps in the cylinder in **a-b**) WT and **c-d**) CD163KO males and females. Values are Mean $\pm$ SEM (n=4-7 (PBS group), 14-17 (MONO/PFF groups)) Statistics: Two-way ANOVA followed by Sidak's multiple comparison test. \*p<0.05, \*\*<0.01, \*\*\*<0.001, \*\*\*\*<0.0001.

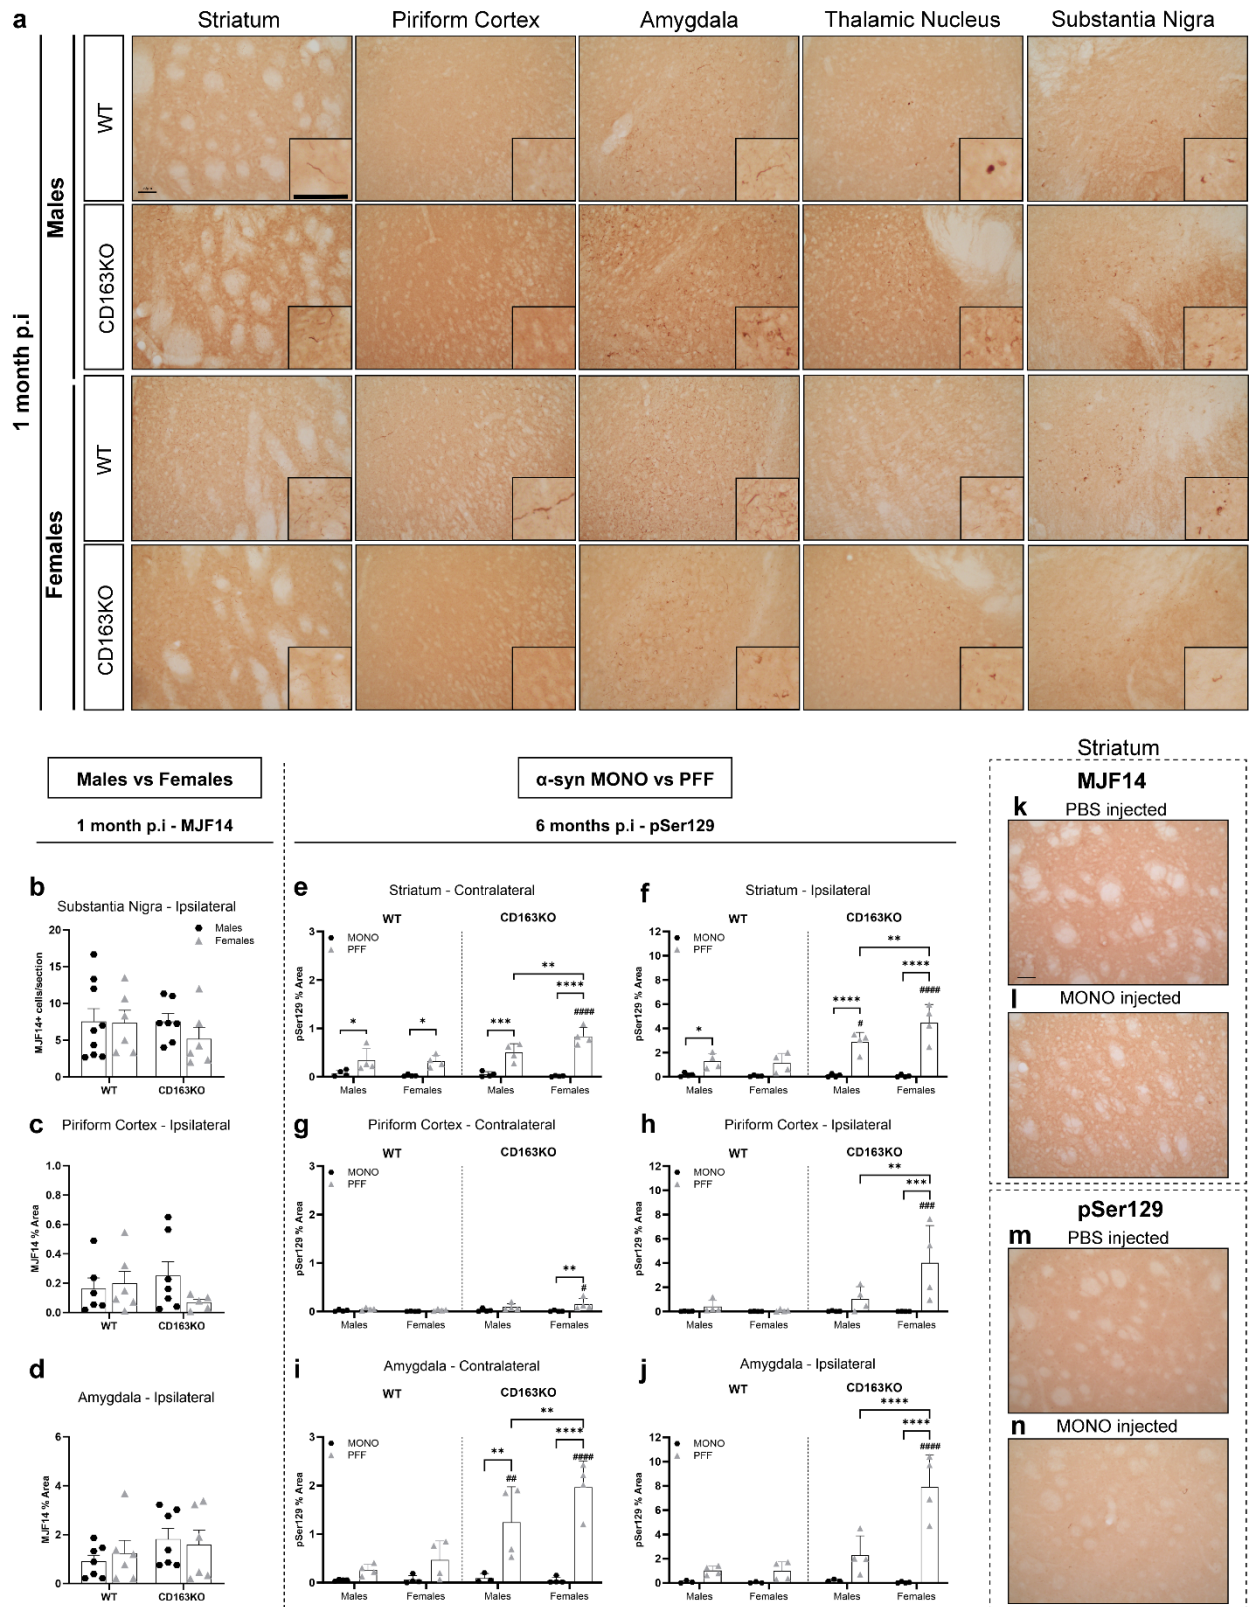

**Supplementary Fig.4 Spreading of pathological  $\alpha$ -syn through the basal ganglia and interconnected regions.** **a)** Representative images of MJF14 immunostaining in  $\alpha$ -syn PFF-injected animals at 1-month p.i. **b)** Bar graphs with average and individual points represent the number of MJF14+ cell aggregates in the ipsilateral substantia nigra, and the percentage of area covered by MJF14+ staining at 1-month post- $\alpha$ -syn-PFF injection in the **c)** ipsilateral piriform cortex and **d)** amygdala. **e-f)** Bar graphs with individual values represent the percentage of area covered by phosphorylated (pSer129)  $\alpha$ -syn in the contralateral and ipsilateral striatum, **g-h)** piriform

cortex and **i-j**) amygdala 6-month post- $\alpha$ -syn injection. Representative striatal images of **k-l**) MJF14 and **m-n**) pSer129 immunostaining in PBS and  $\alpha$ -syn MONO-injected animals at 1-month p.i. Values are Mean $\pm$ SEM (n=6-9 for MJF14) and (n=4 for pSer129). Statistics: Two-way ANOVA followed by Sidak's multiple comparison test. P values are given according to the number of symbols e.g. \*p<0.05, \*\*<0.01, \*\*\*<0.001, \*\*\*\*<0.0001. The symbol # indicates different to the corresponding WT group. Scale bar: 50 $\mu$ m applies to all.

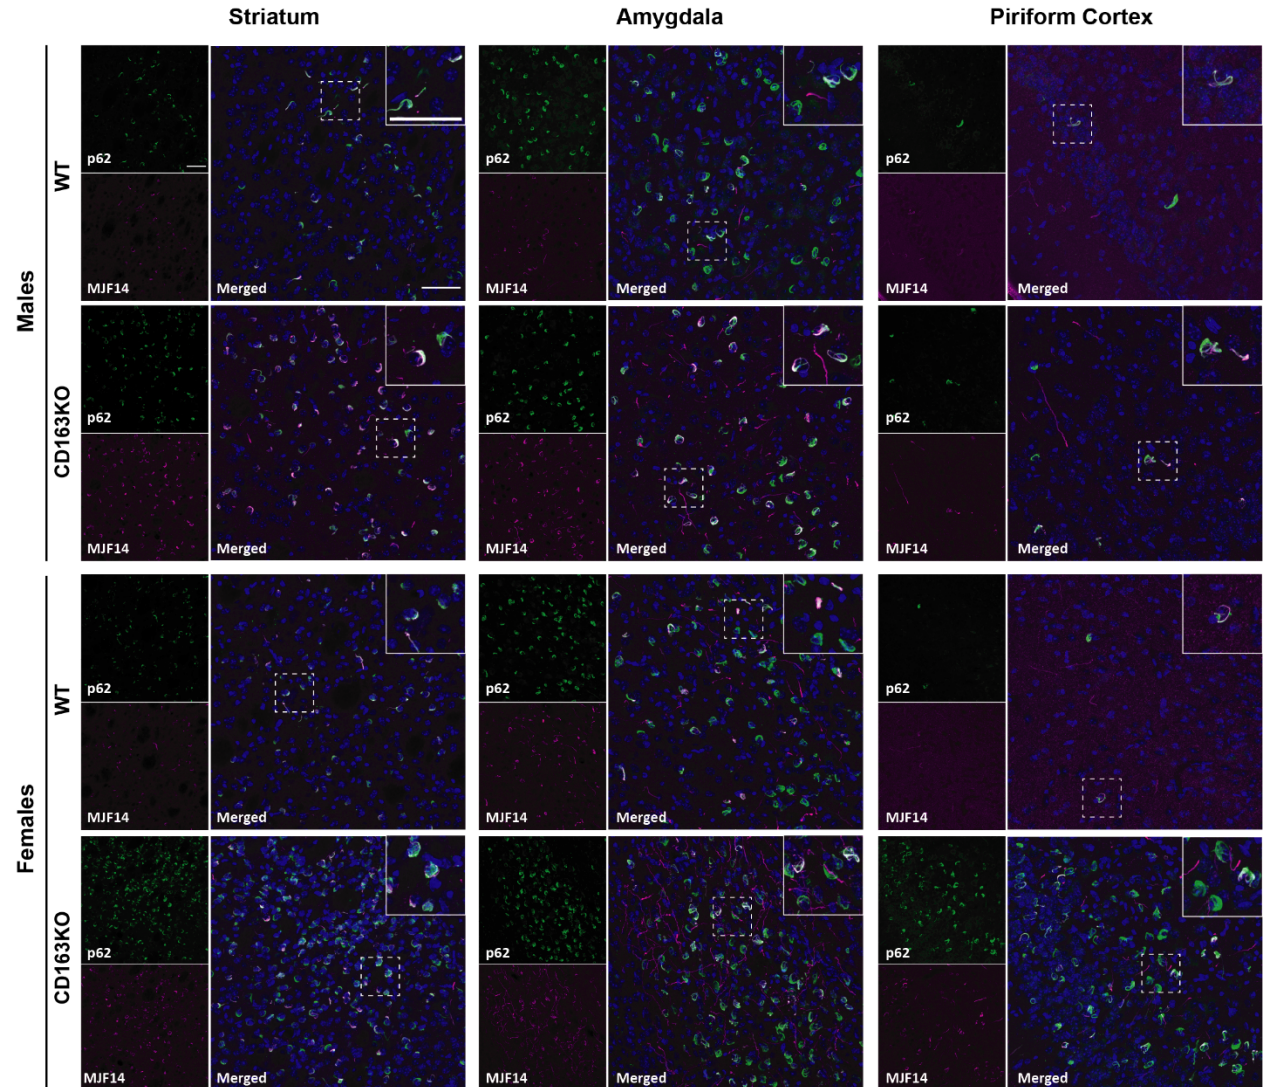

**Supplementary Fig.5 Aggregated  $\alpha$ -syn is associated with p62 accumulation.** Representative confocal images of MJF14 (magenta) and p62 (green) and merged photo (with nuclear DAPI (blue)) in the ipsilateral striatum, amygdala and piriform cortex of  $\alpha$ -syn PFF animals 6 months p.i. Squares with white dashed lines delineate the cropped region of the amplified images (upper right corner). Scale bar: 50  $\mu$ m.

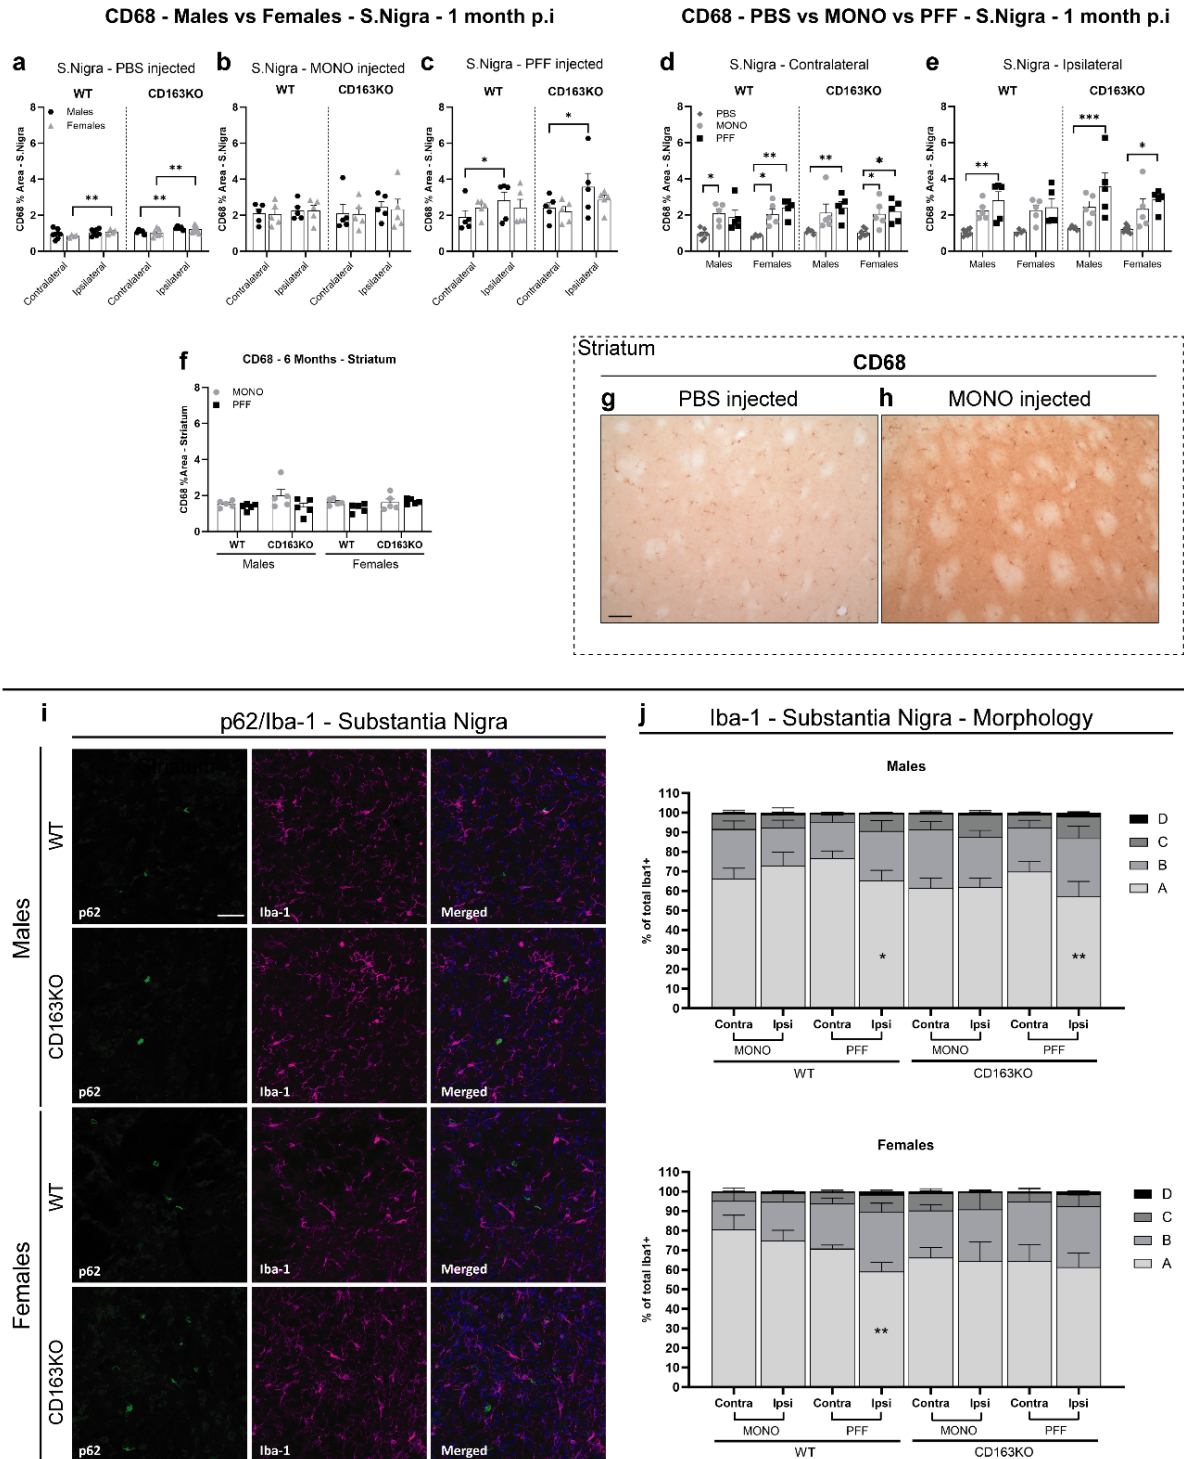

**Supplementary Fig.6 CD68 and Iba-1 expression after  $\alpha$ -syn injection.** Bar graphs with individual values represent the percentage of area covered by CD68 staining in the **d**) contralateral and **e**) ipsilateral SN 1 month post- **a**) PBS **b**)  $\alpha$ -syn MONO and **c**)  $\alpha$ -syn PFF injection; and in the **f**) ipsilateral striatum 6 months post-  $\alpha$ -syn MONO/PFF injection. Representative striatal images of CD68 immunostaining in **g**) PBS and **h**)  $\alpha$ -syn MONO-injected animals at 1-month p.i. Representative confocal images of p62 (green) labeling with **i**) Iba-1 (magenta) at 6 months p.i, displaying individual channels and merged/composite images with (DAPI (blue)) in the ipsilateral SN of  $\alpha$ -syn PFF animals. Scale bar: 50  $\mu$ m applies to all. **j**) Stacked bar graphs illustrate the percentage of total Iba-1 positive cell subtypes (A, B, C and D) in the contralateral and ipsilateral SN, 6 months after  $\alpha$ -syn MONO and PFF-injection in Males (upper graph) and Females (lower graph). Values are Mean $\pm$ SEM (n=6-9 for CD68) and (n=5 for Iba-1). Statistics: a-f) Two-way ANOVA followed by Sidak's multiple comparison test. \*p<0.05,

\*\*<0.01, \*\*\*<0.001. **j**): Two-way ANOVA (side and subtype) followed by Sidak's multiple comparison test.  
\*p<0.05, \*\*<0.01 (compared to contralateral in the same group and subtype).

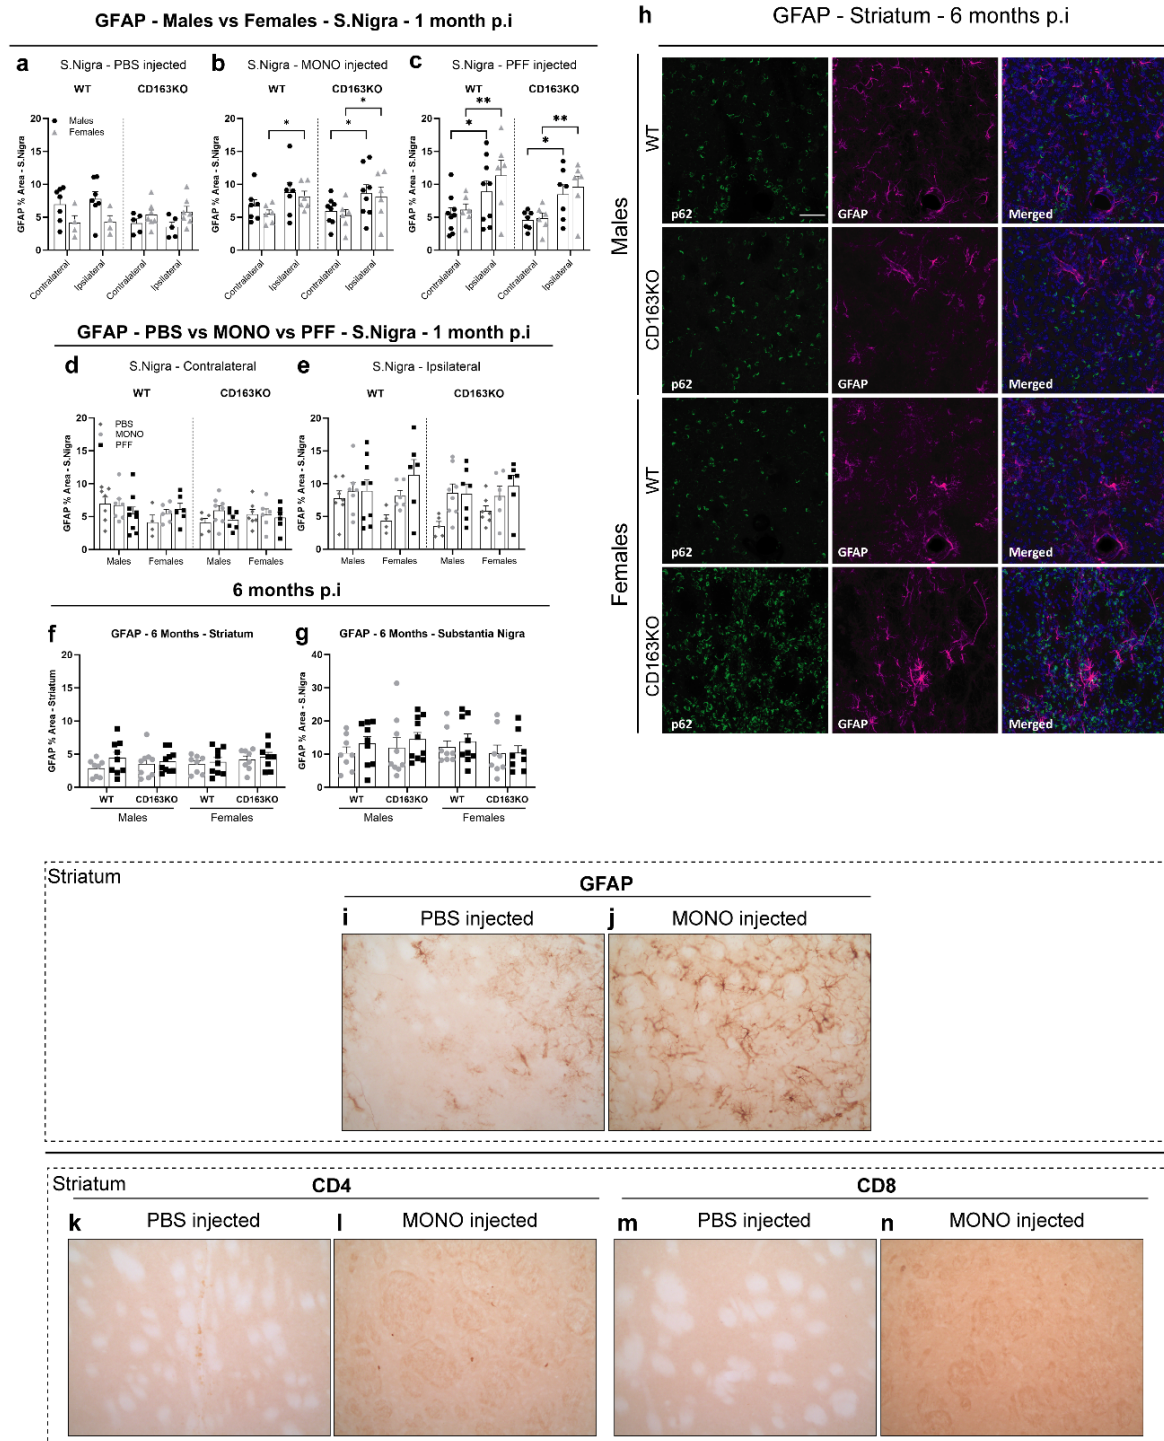

**Supplementary Fig.7 GFAP expression after  $\alpha$ -syn injection.** Bar graphs with individual values represent the percentage of area covered by GFAP staining in the **d**) contralateral and **e**) ipsilateral SN 1 month post- **a**) PBS **b**)  $\alpha$ -syn MONO and **c**)  $\alpha$ -syn PFF injection; and in the **f**) ipsilateral striatum and **g**) ipsilateral SN 6 months post- $\alpha$ -syn MONO/PFF injection. **h**) Representative confocal images of p62 (green) labeling with GFAP (magenta) at 6 months p.i, displaying individual channels and merged/composite images (with DAPI (blue)) in the ipsilateral SN of  $\alpha$ -syn PFF animals. **i-n**) Representative striatal images of GFAP, CD4 and CD8 immunostaining in **i,k,m**) PBS and **j,l,n**)  $\alpha$ -syn MONO-injected animals at 1-month p.i.

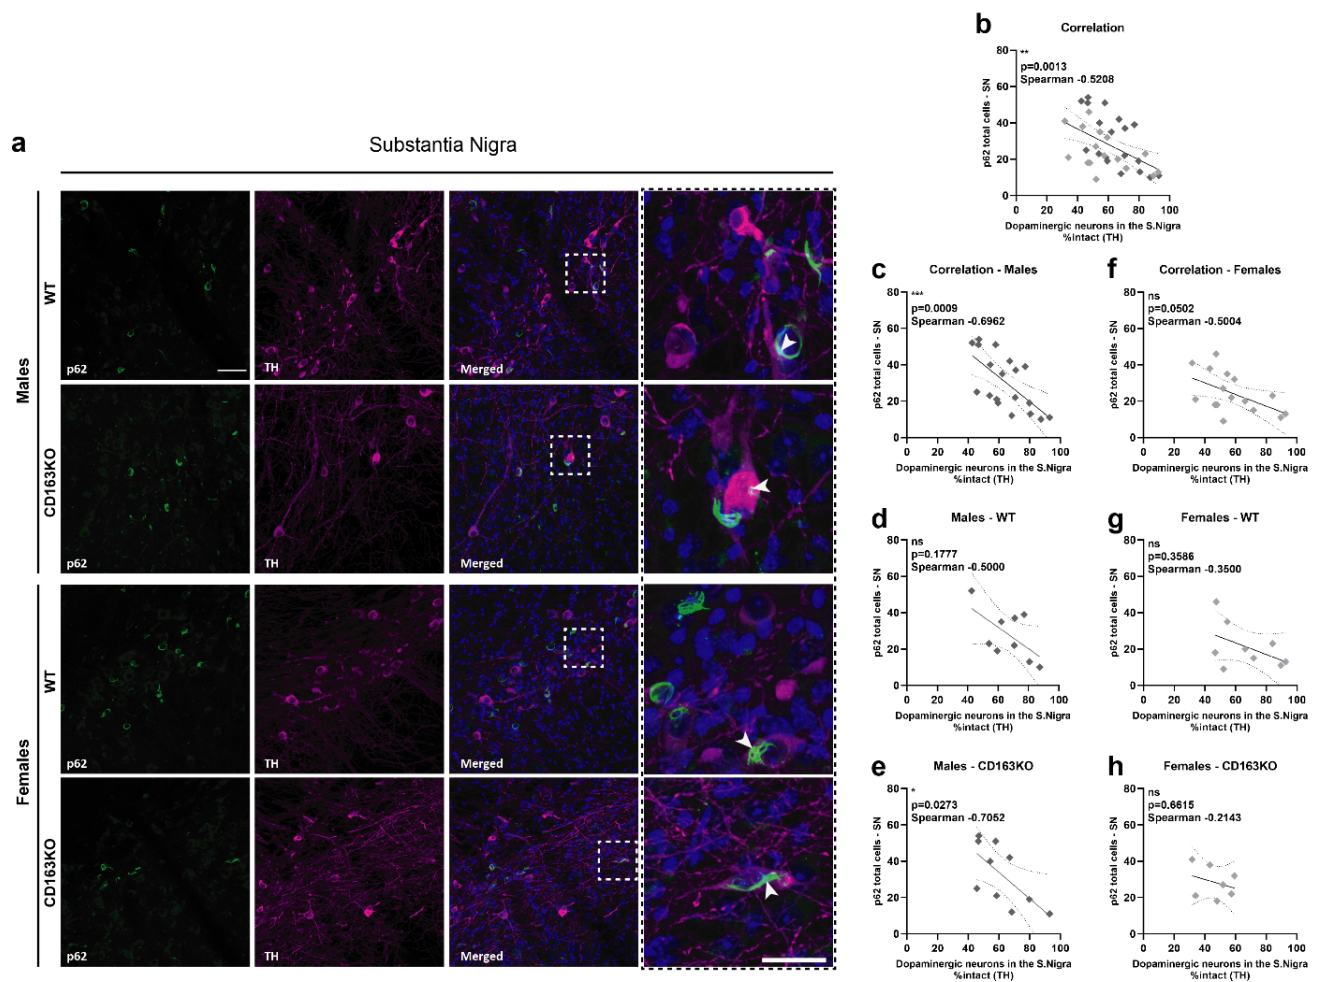

**Supplementary Fig.8 p62 positive inclusions co-localize with TH in SN cell bodies and are associated with cell death in CD163KO males.** **a)** Representative 20x view confocal images of TH (magenta) labeling with p62 (green) 6 months p.i, displaying individual channels and composite images (with DAPI (blue)) in the ipsilateral SN. Squares with white dashed lines delineate the cropped region of the amplified images. White arrowheads indicate co-localization. Scale bar represents 50  $\mu$ m in the left panel images and 25  $\mu$ m in the right cropped panel. **b-h)** Shows the correlation between the number of p62+ aggregates and the number of TH+ neurons in the SN of  $\alpha$ -syn PFF animals. Statistics: Spearman two-tail p-values (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ), Spearman r and best-fit slope with 95% confidence intervals are plotted.

**a**

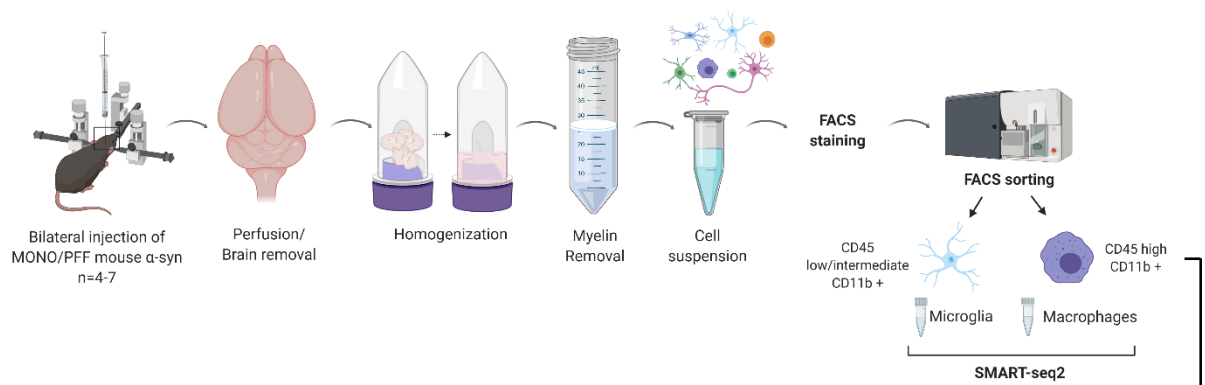

**b**

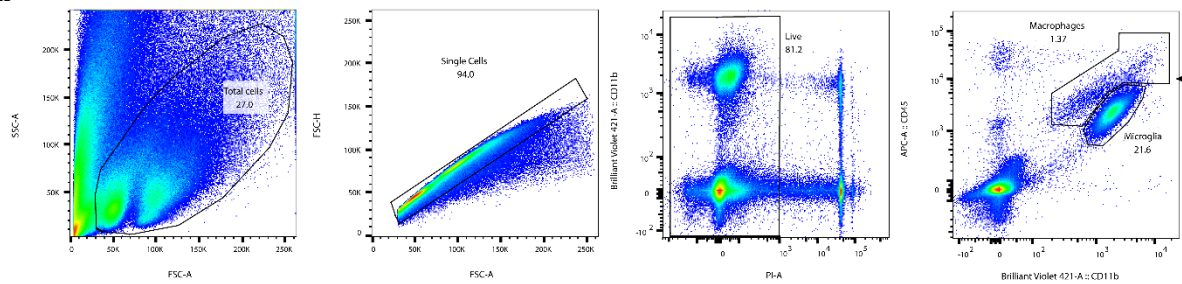

**Supplementary Fig. 9 Flow cytometry gating strategy for Microglia and Macrophage populations. a)** Image illustration of experimental study design of brain cells isolation for SMARTSeq2. **b)** Flow cytometry gating strategy for FACS sorting of Microglia (CD45 low/intermediate, CD11b positive) and Macrophage (CD45 high, CD11b positive) populations. Image created with BioRender.com

## $\alpha$ -syn PFF vs $\alpha$ -syn MONO - Females

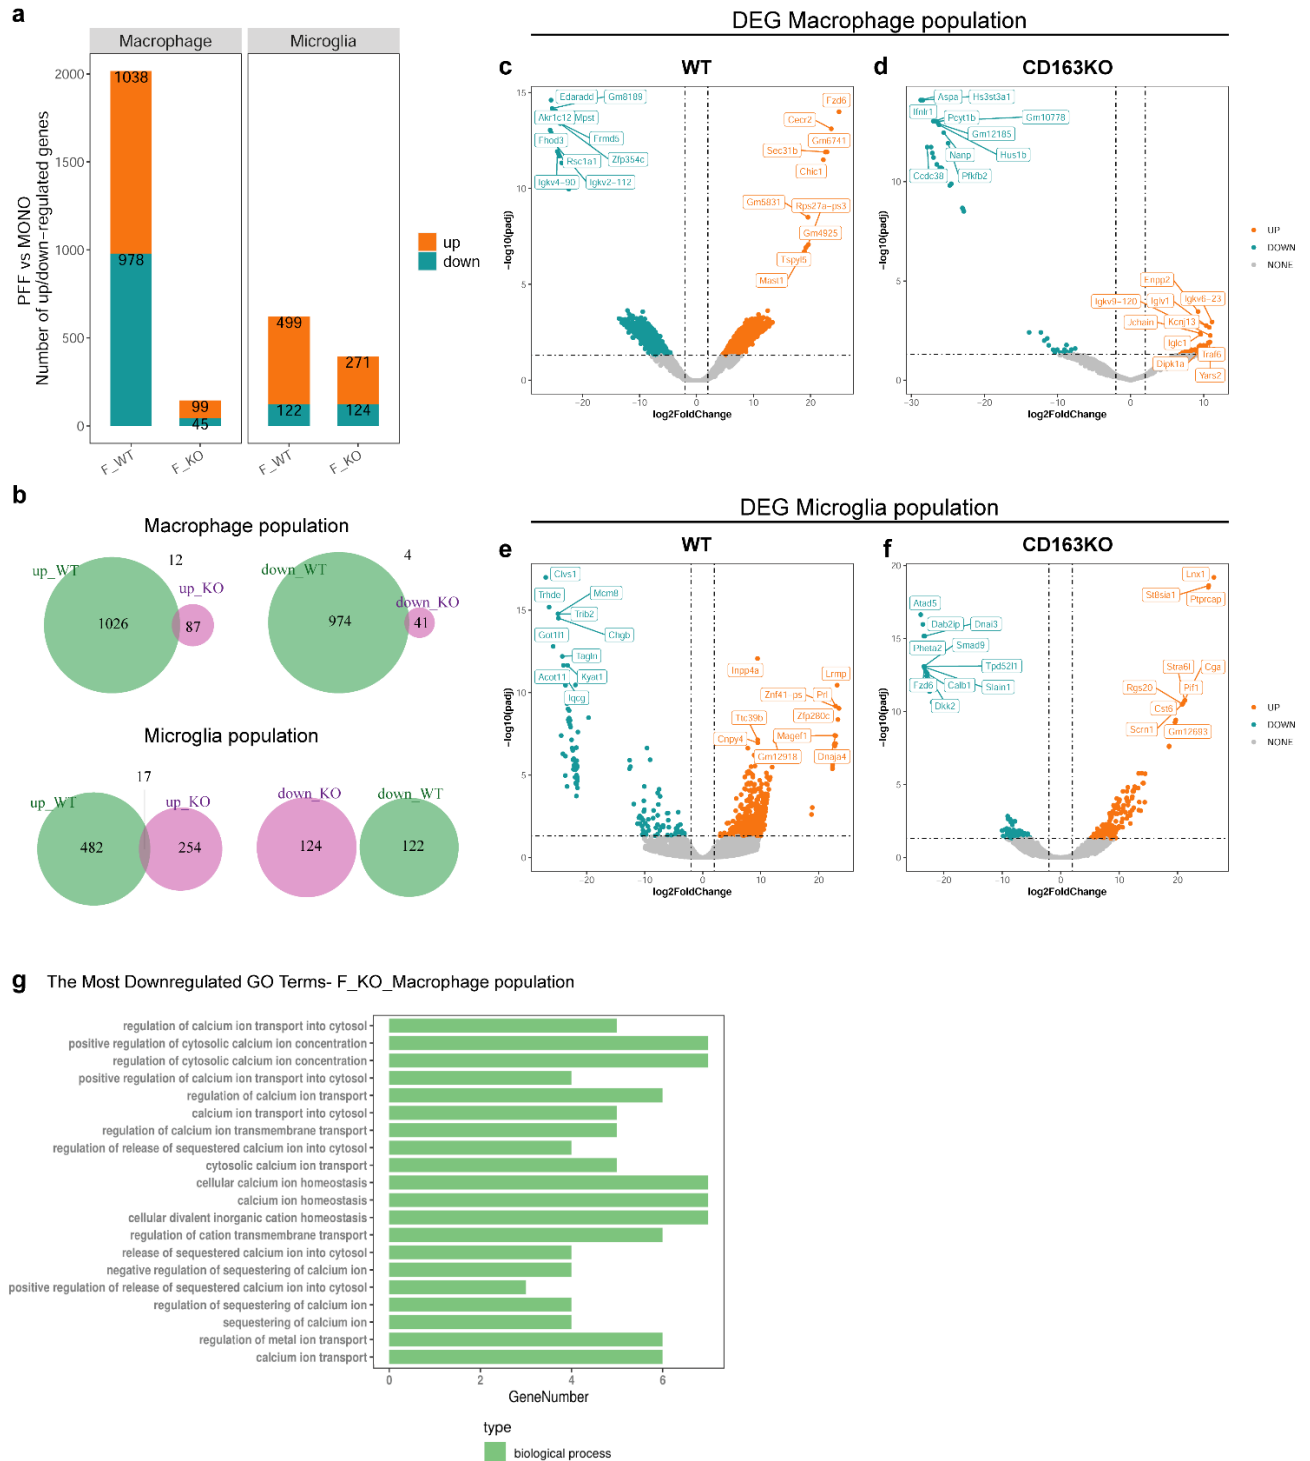

**Supplementary Fig.10. Differentially expressed genes (DEGs) in Female  $\alpha$ -syn PFF Macrophage and Microglia populations (vs. MONO). a)** Bar graph showing the number of up/downregulated genes in  $\alpha$ -syn PFF vs. MONO in Macrophage and Microglia populations 2 months p.i. **b)** Venn diagrams of shared DEGs. **c-f)** Volcano scatter-plots ( $-\log_{10}(\text{padj})$  vs  $\log_2\text{FoldChange}$ ) of DEGs in the Macrophage population and Microglia population. **g)** Gene Ontology (GO) analysis on the downregulated genes in CD163KO female macrophages.

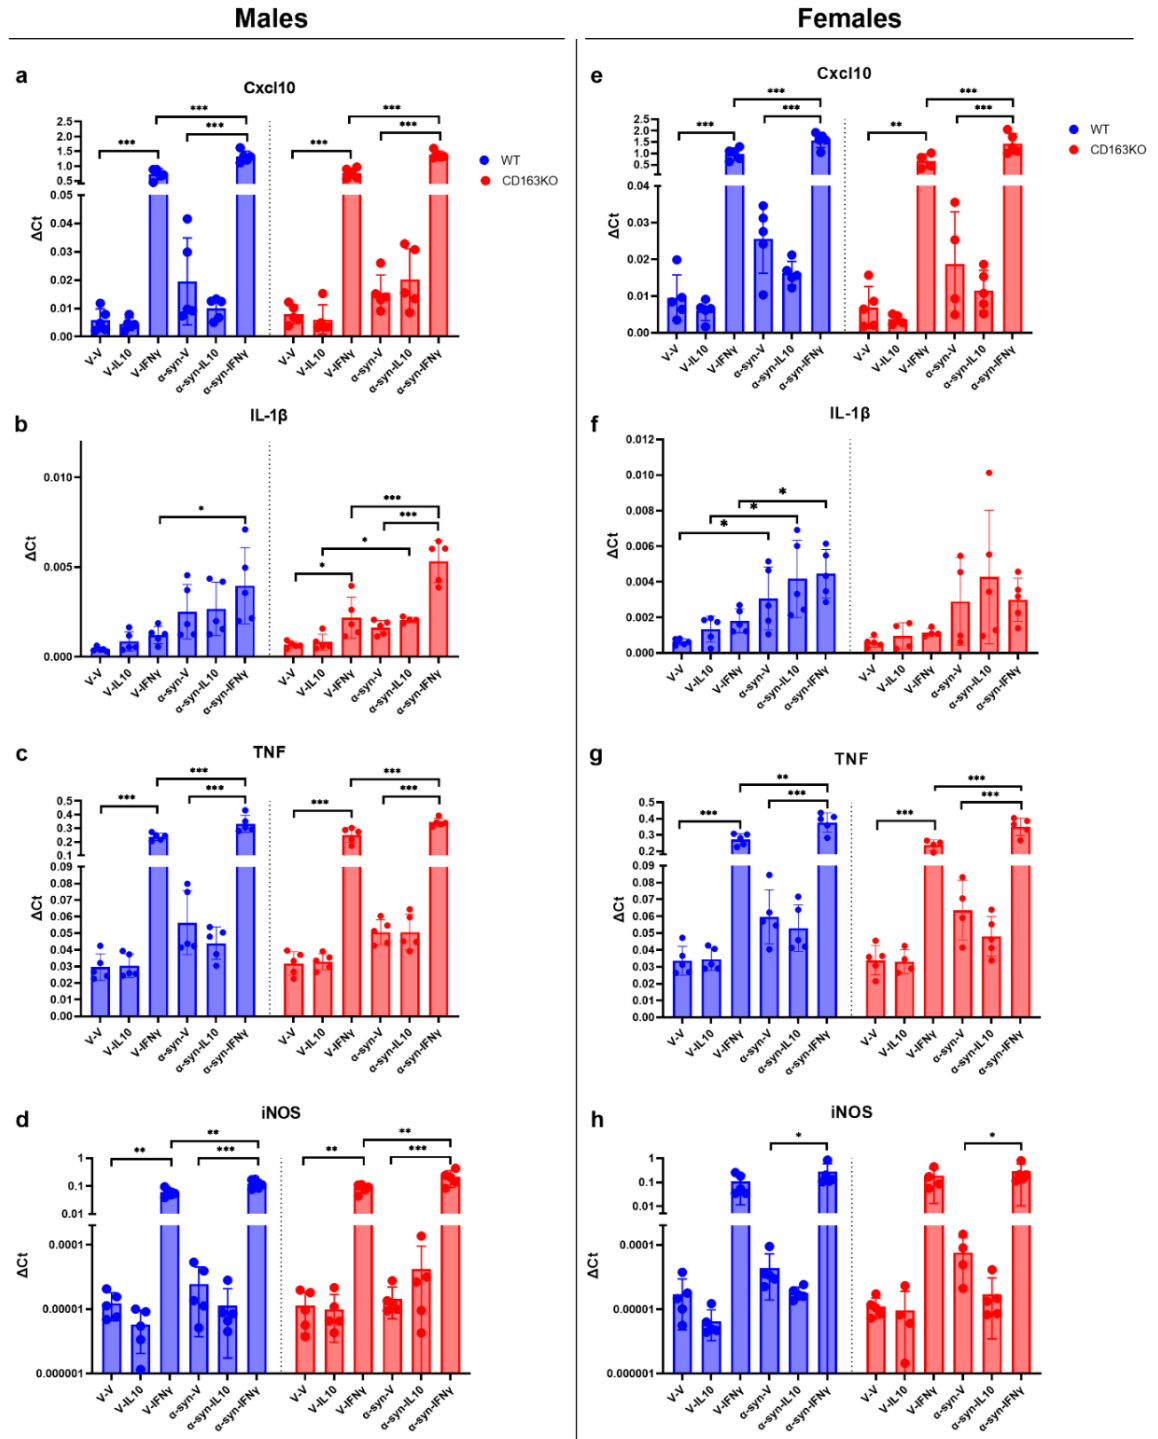

**Supplementary Fig.11 Pro-inflammatory gene expression profile of BMDM from WT and CD163KO mice after *in vitro* stimulation and  $\alpha$ -syn PFF treatment.** Expression of M1 signature markers in *in vitro* stimulated BMDM isolated from WT and CD163KO **a-d)** males and **e-h)** females (n=4-5). BMDM were unstimulated (V=Vehicle) or stimulated with IL-10 and IFN $\gamma$  24h prior to  $\alpha$ -syn PFF treatment (6h). Statistics: Values are Mean $\pm$ SD. Two-way ANOVA or Mixed effects analysis with Bonferroni correction (<0.0071). \*p<0.0071, \*\*<0.00071, \*\*\*<0.0001

## References:

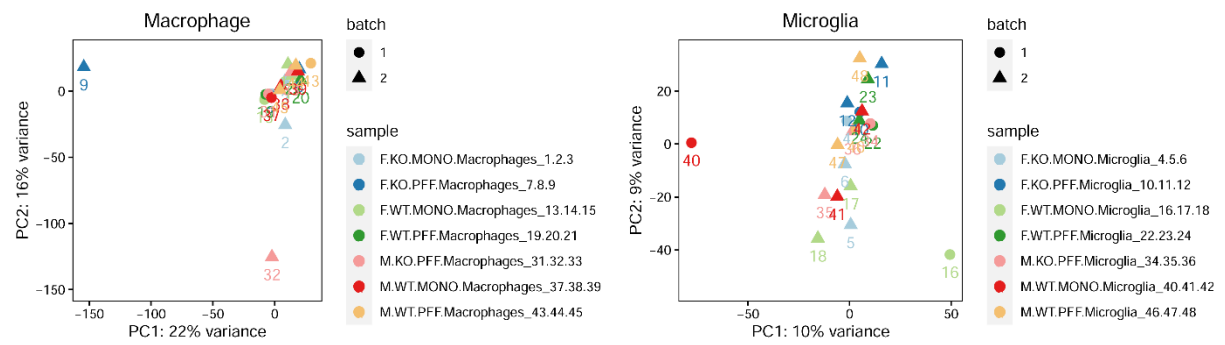

**Supplementary Fig. 12 Principal component analysis (PCA) on Macrophage and Microglia populations.** Batch effect was corrected and three outliers (Macrophage: #9 #32, Microglia: #16) were removed.

# Supplementary material for: Sex-dimorphic neuroprotective effect of CD163 in an α-synuclein mouse model of Parkinson’s disease
**Source:** NPJ Parkinsons Dis. 2023 Dec 13;9:164. doi: 10.1038/s41531-023-00606-w
**Supplement:** Supplementary file 2 — Related Manuscript File

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |    |
|-----------------|----|
| Data collection | NA |
| Data analysis   | NA |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors confirm that the data supporting the findings of this study are available within the article and its supplementary material, or otherwise are available from the corresponding author, upon reasonable request. High-throughput RNA sequence data have been deposited to the Gene Expression Omnibus (Accession number GSE243536). Supplementary material is available online.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------|
| Sample size     | Sample size was calculated based on previous published studies as stated in the manuscript |
| Data exclusions | Outliers were removed using statistical methods stated in the manuscript.                  |
| Replication     | In vitro data was replicated. In vivo included a n number or animals                       |
| Randomization   | Random                                                                                     |
| Blinding        | Investigators were blinded to the groups identity while analyzing.                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                          |                                                                 |
|--------------------------|-----------------------------------------------------------------|
| n/a                      | Involved in the study                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                          |                                                    |
|--------------------------|----------------------------------------------------|
| n/a                      | Involved in the study                              |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-tyrosine hydroxylase (TH polyclonal, 1:750, Millipore, AB152), anti-aggregated $\alpha$ -syn MJFR-14-6-4-2 (MJF14 Monoclonal, 1:25000, Abcam, Ab209538), anti-phosphorylated $\alpha$ -syn (pSer129 $\alpha$ -syn Monoclonal/D1R1R, 1:3000, Cell Signaling Technology, #23706), MHCI (Monoclonal/M5/114.15.2, 1:400, eBioscience, 14-5321), p62/SQSTM1 (Polyclonal, 1:2000, Nordic Biosite, 18420-1-AP), CD68 (Monoclonal/FA-11, 1:1000, BioRad, MCA1957GA), Iba-1 (Polyclonal, 1:1000, Wako Fujifilm, 019-19741), |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

GFAP (Polyclonal, 1:5000, Abcam, ab7260), CD4 (Monoclonal/RM4-5, 1:500, BD Biosciences, #553043), CD8 (Monoclonal/4SM15, 1:500, eBioscience, 14-0808-82), p62 protein C-terminus (Polyclonal, 1:1000 Nordic Biosite, 318-GP62-C)

#### Validation

Anti-TH Millipore (ab152) Validation:None provided; Anti-MJF14 (misfolded a-syn) Abcam (ab209538) Validation:None provided; Anti-pSer129 (phosphorylated a-syn) Cell signaling technologies (23706) Validation: Biological Strategies, Orthogonal; Anti- MHCII eBioscience (14-5321) Validation: Cell Treatment; Anti- P62/SQSTM1 Nordic Biosite (18420-1-AP) Validation:Knockdown; Anti- P62/SQSTM1 (c-terminus) Nordic Biosite (GP62-C) Validation:None provided; Anti- CD68 Biorad (MCA1957GA) Validation:None provided; Anti-GFAP Abcam (ab7260) Validation:None provided, Anti- Iba-1 Wako Fujifilm (019-19741) Validation:None provided; CD4(Monoclonal/RM4-5, 1:500, BD Biosciences, #553043) Validation: None provided; CD8 (Monoclonal/4SM15, 1:500, eBioscience, 14-0808-82) validation: immunohistochemistry of FFPA mouse tissue and flow cytometry of mouse splenocytes; p62 protein C-terminus (Polyclonal, 1:1000 Nordic Biosite, 318-GP62-C) validation: None provided

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

#### Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

#### Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology and Archaeology

#### Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

#### Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

#### Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

#### Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Adult male and female (12 weeks old) CD163KO (CD163tm1.1(KOMP)Vlbg) mice and WT (C57BL/6N) littermates (3-4 months old) (n=179 total (n=95 males (50 WT + 45 CD163KO); n=84 females (43 WT+ 41 CD163KO))

#### Wild animals

NA

#### Reporting on sex

Sex differences are a focus in the study, thus sex was used as a variable.

#### Field-collected samples

NA

#### Ethics oversight

All animal experiments were approved and performed under humane conditions in accordance with the ethical guidelines established by the Danish Animal Inspectorate and following EU legislation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Animals were transcardially perfused through the ascending aorta with ice-cold PBS, brains were extracted and cells isolated using the Adult Brain Dissociation Kit (Miltenyi Biotec) in accordance with the manufacturer's protocol. Briefly, brains were cut into approximately 0.5 cm pieces and transferred into gentleMACS C Tubes containing the provided enzymes. Tissue was dissociated using the gentleMACS Octo Dissociator with Heaters for 30 min in the appropriate program. Homogenates were filtered through 70µm cell strainers and the cell suspension was centrifuged at 300xg, 10 minutes at 4°C. Cells were resuspended in a Debris Removal Solution (in DPBS containing CaCl<sub>2</sub>, MgCl<sub>2</sub>, 1g/L D-Glucose, and 36mg/L Pyruvate, Gibco) and centrifuged at 4°C and 3000xg for 10 minutes. Gradient centrifugation formed three phases and the top two layers containing myelin debris were removed. Cells were washed with 1x PBS and counted in the MOXI Z Mini Automated cell counter (ORFLO).

Freshly isolated brain cells were blocked with CD16/CD32 (clone 2.4G2, Mouse BD Fc block, BD Pharming) and 10% goat serum in PBS for 10min at 4°C. Single-cell suspensions were incubated in darkness at 4°C for 30 min with CD11b antibody conjugated to BV421 dye (50µg/mL, clone M1/70, BioLegend) and CD45 antibody conjugated to APC dye (0.2mg/mL, clone 30-F11, BioLegend). Cells were washed with PBS and 0.5% BSA, centrifuged at 4°C and 400xg for 5 minutes, and resuspended in cold PBS. Propidium iodide (PI) was added to the cell suspension for identification of dead cells.

#### Instrument

FACSria III high speed cell sorter (BD Biosciences, San Jose, CA)

#### Software

FlowJo v10

#### Cell population abundance

Microglia (200000-500000 cells) and macrophage (10000-30000 cells) cell suspensions (>90% purity after sorting)

#### Gating strategy

Identification of total cells and exclusion of debris was performed based on SSC-A vs. FSC-A, followed by doublet exclusion by

## Gating strategy

FSC-A vs. FSC-H. Exclusion of dead cells was done based on PI-A vs. CD11b-BV421-A. Microglia (CD11b+/CD45low/intermediate) and macrophages (brain border-associated and infiltrated, neutrophils and NK cells, CD11b+/CD45high) were identified based on CD45-APC-A vs. CD11b-BV421-A

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

|                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

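RNA of macrophages and microglia sorted from the brains of male and female WT and CD163KO mice, 2 months after injection of α-syn MONO or PFF, was sequenced by the SMART-seq2 method. For each of the 16 combinations of population, sex, genotype and treatment, 1 table was analysed here. The methods state that reads from rRNA and reads of low quality were removed, that clean reads were mapped with Bowtie2 and that RSEM estimated the expression. Each table lists RefSeq transcripts with a length, an estimated count and an FPKM. The estimated counts were made by the authors with RSEM and were deposited without normalization. The FPKM were made by the authors with RSEM as well, scaled to the length of the transcript and to the reads assigned to transcripts, which was checked from the counts and lengths. Only transcripts with an estimated count above 0 are listed, and transcripts absent from a table were taken as 0. Between 49.3% and 69.1% of the estimated counts of a library were whole numbers. The batch correction and the removal of outliers that the methods describe concern separate libraries, which were not used here, and neither step could be repeated.

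Transcripts were summed to 18576 genes, 5247 of them with more than 1 transcript. The 160 transcripts without a symbol took at most 0.14% of the counts of a library. Pearson's correlation of log2(FPKM + 1) across genes between 2 libraries of 1 population was between 0.78 and 0.981. Main values are differences of log2(FPKM + 1) between 2 libraries, over genes with an FPKM of at least 1 in either, with a threshold of 1 on the log2 scale. In total 12 comparisons were made: PFF against MONO in females of each genotype, CD163KO against WT in females under each treatment, and males against females given PFF in each genotype, for each population. The male CD163KO MONO libraries, which the study excluded, are on neither side of these comparisons. They enter the checks of labels, summaries over all libraries of a population, the figure of differences between pairs of libraries and the closing observations. They also entered the TMM scaling, with factors of 2.29 in macrophages and 0.55 in microglia, and the quantile scaling. The TMM and quantile values of the comparisons therefore depend on them, and neither scaling was repeated without them.

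The alternatives set before the data were examined, as were the choices of comparisons, thresholds and gene lists, were no filter on FPKM, an FPKM of at least 5, pseudocounts of 0.1 and 5, CPM in place of FPKM, TMM scaling and a threshold of 2 on the log2 scale. Quantile scaling, which gives the libraries of a population the same distribution of FPKM, and gene lists taken from annotation were added after seeing the data. Genes are named when the paper's text names them for these comparisons, when they are Cd163 or Y-linked genes, when they belong to a list reported, and when they are among the 3 that rose or the 3 that fell most in a comparison. Some genes that meet this rule are not reported here. Gene lists (homeostatic microglia, border-associated macrophages, neutrophils, NK and T cells, calcium homeostasis, DNA repair, chromatin and histone modification, choroid plexus, pituitary, oligodendrocytes, astrocytes, endothelium and pericytes, monocytes and further ones that are only counted, 23 in all) were compared by their median with 10000 random lists of the same size and similar mean expression. The 95% intervals of shares are Wilson intervals.

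The procedure was tested on simulated data with the depths and expression levels of each pair of libraries. The 200 genes changed 4-fold were drawn from those with a mean FPKM of at least 5. Between 99.9% and 100% of them were recovered on average over 20 draws, and between 0.4 and 3.2 unchanged genes passed the threshold. Recovery of genes with an FPKM between 1 and 5, which the comparisons include, was not tested. The pseudocount shrinks the differences of such genes: Mcm8, 3.08-fold lower by CPM with PFF in WT female microglia, had a log2 difference of -0.76 and did not pass. At most 7.5% of 200 unchanged lists lay outside the central 95% of random lists, and 100% of 200 lists shifted by 1 on the log2 scale did. These draws contain counting error only and no variation between mice.

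The analysis used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 for the TMM factors. Symbols came from the RefSeq table of GRCm38.p6. Dnai3, Xist and the GO enrichments of the study were not analysed here.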

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

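The tests on the Y-linked counts, on residual transcription of Cd163, on exchanged population labels and on a shared handling step were chosen after these results were seen, and the test of Cd163 against S100a8 before.

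The microglia library labelled female CD163KO MONO held 799 counts of Y-linked genes, far from the other 3 female microglia libraries by Dixon's criterion. Of 16 groups of 4 or 8 libraries tested this way, 2 passed the critical value (0.829 for 4 libraries and 0.526 for 8), where chance gives 0.8. Reads assigned to the wrong library are argued against by the level, which was 0.77 times the median of the male microglia libraries. Reads of X-linked homologues are argued against by the other female microglia libraries, which held at most 2 Y-linked counts. RNA of male mice in this library, from a mislabelled or mixed sample, remains a candidate explanation, as 3 of the 4 genes were above the limit of 3 counts. Uty was at 0, as it was in the male WT PFF macrophage library. Whether it is mislabelled or mixed, and whether the genotype label is affected as well, was not tested. The comparisons of PFF with MONO in CD163KO microglia and of CD163KO with WT microglia under MONO use this library. No biological explanation was tested.

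The Cd163 count of the male CD163KO PFF macrophage library was 1, where the other 3 CD163KO macrophage libraries had 0, which passes Dixon's criterion by construction. It is under the limit of 3 counts and is not distinguishable from 0.

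Cd163 was above the limit of 3 counts in the microglia libraries labelled CD163KO, with 23 counts (female MONO), 11 (female PFF), 10 (male MONO) and 5 (male PFF). The paper does not report on Cd163 in these libraries. Residual transcription of the deleted allele is argued against by the CD163KO macrophage libraries, in which Cd163 had at most 1 count while WT macrophages had the highest counts. Reads of WT macrophage libraries assigned to the wrong library cannot be told apart from other sources: such reads would carry S100a8 in proportion, and 0 of the 4 libraries had fewer S100a8 counts than that proportion gives, but microglia libraries of WT mice held S100a8 as well (1736 to 5433 counts), which keeps this explanation open. A mixed sample also stays open for the library with Y-linked counts. No biological explanation was tested.

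The male CD163KO MONO libraries, which the study excluded for inconsistencies in the technical replicates, differed from the 7 others of their population by a median of 6661 genes in macrophages and 5939 in microglia. After TMM scaling, these medians were 4456 and 2191. The macrophage value then stayed above those of the other macrophage libraries except male WT PFF (1690 to 2084, and 5440 for male WT PFF), while the microglia value lay within those of the other microglia libraries (1807 to 3102). In both populations, the share of counts of the 10 most abundant genes was unlike that of most other libraries, at 16.6% in macrophages (95% Wilson interval 16.5 to 16.6) and 47.7% in microglia (47.7 to 47.7). The male WT PFF libraries, which the study kept, showed the same, with 16.5% in macrophages and 58.7% in microglia, against 39.7% to 64.0% in the other 6 macrophage libraries and 13.5% to 16.4% in the other 6 microglia libraries. Exchanged population labels are argued against by homeostatic microglia genes, which were higher in the library labelled microglia by a median of at least 4.14 on the log2 scale in these groups. A handling step or batch shared by these libraries cannot be told apart from the groups, as the batch of each library is not known here. The microglia libraries of the 2 groups differed from each other by 2522 genes, fewer than either differed from any other microglia library. Their macrophage libraries differed by 5739 genes, which was also the lowest value of either. After TMM scaling, the microglia libraries differed by 580 genes, still the lowest value of either. The macrophage libraries then differed by 5343 genes, above the lowest values of male CD163KO MONO (4108) and male WT PFF (5213). Sex, genotype or treatment alone is argued against by libraries that share them and lack the pattern: the other male libraries had 39.7% and 58.6% in macrophages and 14.5% and 15.2% in microglia, those of female WT PFF 64.0% and 14.8%, and those of female CD163KO MONO 58.8% and 16.4%. A joint effect of genotype and treatment in males stays open as untested.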

How the results depend on the processing

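Analyses that pair libraries across sex, genotype or treatment were not run. Within a comparison, no paired analysis was possible because each condition has 1 library. For the same reason the DESeq2 Wald test, DESeq2 size factors, fits of the 2 groups alone, fits with the outlier libraries kept or without the batch covariate, a replicate block and leaving out each replicate were not run. Quantile scaling and gene lists by annotation were chosen after seeing the data. Counts are called changed here when they moved by more than 1.5 times, and medians of lists when they moved by more than the distance from the middle to an end of the central 95% of random lists. Except where a cause is given, the cause was not tested.

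The counts of all 12 comparisons stayed within 1.5 times their value with CPM in place of FPKM. Without a filter on FPKM they were unchanged by construction. A difference of 1 in log2(FPKM + 1) requires an FPKM of at least 1 in either library. The medians of the 3 gene lists kept their sign under all alternatives run.

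With an FPKM of at least 5, which leaves fewer genes to compare, PFF against MONO in females gave 2410 genes in WT macrophages, 935 in CD163KO macrophages, 940 in WT microglia and 1288 in CD163KO microglia. CD163KO against WT gave 1312 (MONO) and 1873 (PFF) in macrophages and 1914 and 510 in microglia. Male against female CD163KO gave 1269 in macrophages and 532 in microglia. Shared genes were 58 and 114.

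With a pseudocount of 5, which shrinks differences of weakly expressed genes by construction, PFF against MONO gave 1190 (WT) and 370 (CD163KO) in macrophages and 315 and 522 in microglia. CD163KO against WT gave 562 (MONO) and 919 (PFF) in macrophages and 986 and 141 in microglia. Male against female gave 554 in CD163KO macrophages, 5595 in WT microglia and 156 in CD163KO microglia. Shared genes were 20 in macrophages and 16 in microglia, and the chromatin list had a median of 1.07.

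With a pseudocount of 0.1, counts were 2995 for PFF against MONO in CD163KO macrophages, 4495 and 1921 for CD163KO against WT under PFF in macrophages and microglia, and 3306 for male against female CD163KO macrophages. Shared genes were 341 and 494.

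A threshold of 2 gave fewer genes by construction: 396 (WT) and 206 (CD163KO) for PFF against MONO in macrophages and 304 and 253 in microglia, 361 (MONO) and 214 (PFF) for CD163KO against WT in macrophages and 654 and 82 in microglia, and 4159 (WT) and 229 (CD163KO) for male against female macrophages and 3740 and 113 for microglia.

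TMM scaling gave 1434 genes for PFF against MONO in WT macrophages, 1561 for CD163KO against WT macrophages under PFF and 1826 for male against female WT microglia. Quantile scaling gave 1656, 1845 and 1582 for these. Under TMM and quantile scaling, the list medians were 0.50 and 0.33 for DNA repair and 0.49 and 0.68 for chromatin, and TMM scaling gave 0.09 for calcium homeostasis. With any FPKM above 0, the median number of genes per macrophage library was 12013.5.

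The sign of Rsc1a1 between PFF and MONO in WT macrophages was reversed by TMM scaling (0.32) and quantile scaling (0.58), and that of Lnx1 between CD163KO and WT microglia under PFF by quantile scaling (0.13). Of the other values for single genes, 99 moved by more than their counting interval and 383 did not. Of the numbers of higher or lower genes, 104 changed by more than 1.5 times and 88 did not. Among these 88 are 24 without a filter on FPKM, which could not change.

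The depth limits results for single genes: 14 of the 36 entries for genes the paper names had 3 counts or fewer in both libraries. Counting error limits the numbers of genes little, at a mean of at most 3.15 genes past the threshold.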

Differences from the paper's values

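The paper counts genes past a test on triplicates, and the values here count genes past a difference between 2 libraries without a test, so the 2 are not the same measure. The paper's values were read by eye from its figures, except where its text states one. Where no alternative is named, none of the alternatives that were set before the data were examined and run for that value closed the gap.

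For males against females given PFF in WT macrophages, the paper's text gives 1120 genes lower and 1901 were found here, and the paper's number of higher genes is about 790 in Fig. 9d against 5026 here. In WT microglia, the paper's numbers are about 60 higher and about 76 lower in Fig. 9d, against 137 and 8924 here. The gap for the higher genes was closed by a pseudocount of 5 (87 genes) and by a threshold of 2 (57 genes). In CD163KO microglia, the paper's numbers are about 100 higher and about 230 lower in Fig. 9d, against 742 and 631 here. A pseudocount of 5 closed the gap for the higher genes (86) and an FPKM of at least 5 for the lower genes (258). In CD163KO macrophages, the paper's number for both directions is about 20 in Fig. 9d, against 2153 here.

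For CD163KO against WT females given MONO, the paper's numbers in macrophages are about 940 higher and about 880 lower in Fig. 9a, against 212 and 2283 here. TMM scaling closed the gap for the higher genes (647) and for the lower genes (1171), as did an FPKM of at least 5 for the lower genes (1226), and quantile scaling, chosen after seeing the values, closed both (924 and 1068). For microglia under MONO, they are about 470 higher and about 270 lower in Fig. 9a, against 1208 and 2313 here, and a pseudocount of 5 closed the gap for the higher genes (368). For CD163KO against WT females given PFF, the paper's numbers in macrophages are about 360 higher and about 34 lower in Fig. 9a, against 2752 and 212 here. A pseudocount of 5 (37 genes) and a threshold of 2 (25 genes) closed the gap for the lower genes. In microglia, the paper's numbers are about 72 higher and about 46 lower in Fig. 9a, against 469 and 749 here. For the higher genes a pseudocount of 5 (49) closed the gap, and for the lower genes a threshold of 2 (53).

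For PFF against MONO in WT females, the paper's numbers in macrophages are about 1000 higher and about 980 lower in Supplementary Fig. 10a, against 106 and 3645 here. A pseudocount of 5 (1165 genes) and TMM scaling (885) closed the gap for the lower genes, and quantile scaling, chosen after seeing the values, closed it for the higher genes (729) and the lower genes (927). In microglia, the paper's numbers are about 500 higher and about 120 lower in Supplementary Fig. 10a, against 930 and 1339 here. An FPKM of at least 5 closed the gap for the higher genes (416) and a pseudocount of 5 for the lower genes (167). For PFF against MONO in CD163KO females, the paper's numbers in macrophages are about 99 higher and about 45 lower in Supplementary Fig. 10a, against 1568 and 344 here. Both a pseudocount of 5 (66 genes) and a threshold of 2 (47 genes) closed the gap for the lower genes. In microglia, the paper's numbers are about 270 higher and about 120 lower in Supplementary Fig. 10a, against 1270 and 1009 here. A pseudocount of 5 closed the gap for the higher genes (288) and a threshold of 2 for the lower genes (93).

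Of the genes shared between the WT and CD163KO responses to PFF, the paper's numbers in macrophages are about 12 higher and about 4 lower in Supplementary Fig. 10b, against 22 and 127 here. In microglia they are about 17 higher and about 0 lower in Supplementary Fig. 10b, against 179 and 105 here, and a pseudocount of 5 closed the gap for the higher genes (15) and left 1 lower gene.

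On the log2 scale, the paper's fold change of Lnx1 is about 26 in Fig. 9c for CD163KO against WT microglia under PFF, against -0.05 here. Between male and female CD163KO microglia under PFF, it is about -27 in Fig. 9f, against -0.01 here. Between PFF and MONO in CD163KO microglia, it is about 26 in Supplementary Fig. 10f, against -0.05 here. For these 3 values none of the alternatives closed the gap. None could, as all start from the same counts of Lnx1, 4 to 6 per library. The paper's fold changes of Ptprcap, St8sia1, Nanp, Cldn10, Fzd6 and Cecr2 are about 24 to 26 in size as well. The differences here are far smaller, for example 1.59 for Ptprcap between PFF and MONO. Each of these genes had 3 counts or fewer in 1 of the 2 libraries, so its fold here is only a lower bound.

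The paper gives fewer genes for CD163KO against WT macrophages with PFF than with MONO. Here 2964 genes differed with PFF and 2495 with MONO, while TMM scaling gave 1561 and 1818. Quantile scaling, chosen after seeing the values, gave 1845 and 1992. A threshold of 2 without scaling gave 214 and 361, which is the paper's order as well. The other alternatives kept more genes with PFF. The paper gives a smaller macrophage response to PFF in CD163KO than in WT females. Here it was smaller with the FPKM as deposited (1912 against 3751 genes) and larger after TMM scaling (1723 against 1434). For males against females, the paper gives more genes in CD163KO than in WT microglia. Here there were more in WT under every setting run (9061 against 1373 with the FPKM as deposited).

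Among single genes, the paper gives Lrmp as higher and Kyat1 as lower with PFF in WT microglia, and the differences here were -0.42 and 1.08. A pseudocount of 0.1 brought past 1 in the paper's direction Mcm8 (-1.45), St8sia1 (2.95), Nanp (-2.70), Fzd6 (1.20), Atad5 (-1.26) and Dab2ip (-1.20), as did CPM for Mcm8 (-1.20) and St8sia1 (2.87) and TMM scaling for Nanp (-1.10). Of these genes, all but Mcm8 had an FPKM below 1. It gives Lnx1 as higher with PFF and higher than in WT in CD163KO microglia, with 5 counts here against 6 in each of the libraries it is compared with. In WT macrophages and microglia and in CD163KO microglia, Mpst, Akr1c12, Zfp354c, Frmd5, Fhod3, Clvs1, Got1l1, Smad9, Slain1, Ntf3, Heph, Hs3st5 and Ccl22 had 3 counts or fewer in both libraries of the comparison for which the paper names them.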

Other observations

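The tests on depth, on genes present in every library of both populations, on C1q genes, on choroid plexus and on pituitary genes were chosen after the results were seen, as were the limits of the test on 1 library to those the study analysed, and the remaining tests of this part before.

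The male WT PFF macrophage library had 6256 genes with an FPKM of at least 1, the fewest of the macrophage libraries. Lower depth is argued against by its total, as 3 of the other macrophage libraries had a lower one. Other cell types in the sorted population cannot be told apart as a source of the low number: 25 genes were listed at 0 in this library among 1636 with an FPKM of at least 10 in every other macrophage library, where each of the others lacked at most 5, but a lack of some cell types would also leave genes at 0. Against female WT PFF macrophages, 9 of the 9 endothelium and pericyte genes compared, 5 of the 5 choroid plexus genes and 5 of the 8 oligodendrocyte genes were lower by at least 1 on the log2 scale. For genes that every other library of both populations has at an FPKM of at least 10, other cell types are argued against, as 16 of 1311 such genes were listed at 0 here and at most 4 in any other library. Low complexity of the library, from few starting molecules, is a candidate explanation: the genes listed at 0 had a median FPKM of 25.8 over the other libraries, and those present one of 52.9. Sex alone is argued against by the other 3 male macrophage libraries, which had 7203, 8247 and 8793 such genes, where the female ones had 6623 to 8855. A joint effect of genotype and treatment in males stays open as untested.

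The number of genes that differ between male and female WT PFF macrophages is far from counting error, which put a mean of 0.2 genes past the threshold. Whether it rests on the male library alone cannot be told apart from a difference between the sexes with 1 library per group. Against the macrophage libraries that the study analysed, males included, the male library differed by at least 6781 genes, and the others among themselves by at most 5557. After TMM scaling these numbers were 5213 and 2318. Over all 8 macrophage libraries they were 5739 and 7645, as the male CD163KO MONO library differs from the others too. A loss of weakly expressed genes as the source of lower DNA repair genes cannot be told apart either, because the list was not lower here, with its median at percentile 84.3 of random lists.

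Between male and female WT PFF microglia, the share of counts taken by the 10 most abundant genes was 58.7% and 14.8%. Across genes, which are not independent of each other, the log2 difference had a Spearman correlation of 0.03 with transcript length and -0.13 with GC content. Over all genes compared, the difference thus followed neither closely. Whether length or GC content acts on the 10 most abundant genes cannot be told, as 10 genes weigh little in such a correlation. A joint change of complement C1q and other microglial genes cannot be told apart from other sources. The 3 subunit genes had log2 differences of -0.37 (C1qa), 1.85 (C1qb) and 0.87 (C1qc), a gap of 2.22, but they are among the most abundant genes themselves, and there is 1 library per group. The homeostatic microglia genes had a median of -0.50, at percentile 99.2 of random lists with a median of -1.36, with 3 genes higher and 4 lower by at least 1. What sets the share was not found. In other comparisons, the correlation with GC content reached 0.3 in size for CD163KO against WT macrophages under PFF (-0.35), for male against female WT macrophages (-0.33) and for PFF against MONO in CD163KO microglia (0.37). GC content was known for 93.0% to 93.3% of the genes compared.

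Among choroid plexus genes, 8 of the 9 compared were lower in CD163KO than in WT macrophages of females given MONO by at least 1 on the log2 scale, with a median of -5.96. RNA of choroid plexus cells in the female WT MONO macrophage library is a candidate explanation, but the pattern is not specific to that tissue. In this comparison the medians of oligodendrocyte genes (-2.59, 8 of 8 lower by at least 1, percentile 0 of random lists), endothelium and pericyte genes (6 of 8, percentile 0) and astrocyte genes (-1.26, 8 of 8, percentile 1) were low as well, as were those of neutrophil (-0.85, percentile 0.1), homeostatic microglia (-0.93, percentile 0.5) and monocyte genes (-0.95, percentile 0.9). RNA of several other cell types in that library was not tested as an explanation. In that library, Ttr had an FPKM of 9920.5 and Enpp2 of 2458, and in the CD163KO library 158.7 and 2.37. In PFF against MONO, the median of the list was -2.19 in WT and 4.66 in CD163KO macrophages, and it was -3.76 in WT and -4.01 in CD163KO macrophages between males and females given PFF. Of the 10 genes of the list, 2 had an FPKM of at least 1 in every macrophage library and 4 in every microglia library, 0 are in another list used here, and 2 are labelled in the paper's volcano plots. A change of these genes in the macrophages themselves was not tested.

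Gh and Prl were among the genes that rose most with PFF in WT females. RNA of pituitary cells in the female WT PFF libraries is a candidate explanation, as 3 of 5 further hormone genes (Pomc, Cga, Lhb, Fshb and Tshb) were above the limit of 3 counts in one of them. In the macrophage library, Gh had 4880 counts, Prl 510, Pomc 222, Cga 48 and Lhb 8, and in that of WT females given MONO 62, 89, 11, 0 and 19, so that Lhb did not rise. The pituitary list had a median of 2.16 over 5 genes in this comparison, 1.75 with genes at their bound. The male CD163KO PFF microglia library held 1645 counts of Gh, 237 of Pomc and 77 of Cga. Of the 10 genes, 0 had an FPKM of at least 1 in every library of either population, 0 are in another list and 3 are labelled in the paper's volcano plots.

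Bglap had an FPKM of 222 in the CD163KO macrophages of females given PFF, 1.31 in the microglia of these mice and 0 in the 14 other libraries. No explanation was tested.

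Over 23 gene lists and 12 comparisons, 182 pairs had at least 5 genes compared, and 61 of their medians lay outside the central 95% of random lists, 39 low and 22 high, where chance gives 9.1. Genes of a list change together, so this excess does not count independent effects.

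Of 103 gene labels in the paper's volcano plots, 77 matched a gene of the libraries, 45 of these were above 3 counts in either library and 11 were past the threshold.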
